# A common gene signature of the right ventricle in failing rat and human hearts

**DOI:** 10.1038/s44161-024-00485-1

**Published:** 2024-07-05

**Authors:** Liane Jurida, Sebastian Werner, Fabienne Knapp, Bernd Niemann, Ling Li, Dimitri Grün, Stefanie Wirth, Axel Weber, Knut Beuerlein, Christoph Liebetrau, Christoph B. Wiedenroth, Stefan Guth, Baktybek Kojonazarov, Leili Jafari, Norbert Weissmann, Stefan Günther, Thomas Braun, Marek Bartkuhn, Ralph T. Schermuly, Peter Dorfmüller, Xiaoke Yin, Manuel Mayr, M. Lienhard Schmitz, Laureen Czech, Klaus-Dieter Schlüter, Rainer Schulz, Susanne Rohrbach, Michael Kracht

**Keywords:** Heart failure, Predictive markers

## Abstract

The molecular mechanisms of progressive right heart failure are incompletely understood. In this study, we systematically examined transcriptomic changes occurring over months in isolated cardiomyocytes or whole heart tissues from failing right and left ventricles in rat models of pulmonary artery banding (PAB) or aortic banding (AOB). Detailed bioinformatics analyses resulted in the identification of gene signature, protein and transcription factor networks specific to ventricles and compensated or decompensated disease states. Proteomic and RNA-FISH analyses confirmed PAB-mediated regulation of key genes and revealed spatially heterogeneous mRNA expression in the heart. Intersection of rat PAB-specific gene sets with transcriptome datasets from human patients with chronic thromboembolic pulmonary hypertension (CTEPH) led to the identification of more than 50 genes whose expression levels correlated with the severity of right heart disease, including multiple matrix-regulating and secreted factors. These data define a conserved, differentially regulated genetic network associated with right heart failure in rats and humans.

## Abstract (web summary)

Using bulk heart transcriptomics of rat models of right and left ventricle failure, Jurida et al. examined transcriptional changes in cardiomyocytes during the progression of heart failure and the overlap with transcriptomics from humans with chronic thromboembolic pulmonary hypertension (CTEPH), identifying more than 50 genes whose expression levels correlate with the severity of right heart disease.

## Main

Heart failure (HF) is a common clinical syndrome characterized by the progressive inability of the heart to pump sufficient blood volume to the body’s organs^1^. HF is a major global health problem, with a prevalence of approximately 1–2% in developed countries and increasing mortality rates^2,3^. Compared to left heart failure (LHF), available epidemiological evidence on right heart failure (RHF) is scarce^4^.

RHF occurs when the right ventricle (RV) fails to pump blood effectively through the lungs, leading to backward failure causing congestion in the systemic circulation^5^. RHF can be caused by pulmonary hypertension (PH), chronic pulmonary disease, ischemia, tricuspid valve disease or left-sided heart failure^6^.

Compared to the left ventricle (LV), the RV has a thinner myocardium, a lower contractile force and a more compliant wall. These properties reflect the lower pressure load placed on it by the pulmonary circulation^7^. The RV has a complex three-dimensional anatomy and a very distinct contraction pattern^8^. Long perceived as the ‘low pressure bystander’ of the LV that largely consists of the same cardiomyocytes, the RV is, in fact, derived from a different set of precursor cells during embryonic development^9^.

These differences offer possible explanations for the observation that treatments developed for LHF are often not effective in RHF^9,10^. To date, mechanisms of RHF, and its specific different functional and molecular responses to pressure versus volume overload, are still incompletely understood^9^.

Advances in surgical, medical and device therapies have demonstrated the capacity of the heart to reverse, at least in part, the failing phenotype. However, a more careful characterization of the molecular changes associated with this effect is necessary to define true myocardial recovery, in which a failing heart regains both normal function and molecular makeup^11^.

Transcriptomic studies have contributed fundamentally to knowledge on myocardial remodeling during HF, but key genes reported have been often inconsistent between studies^12–14^. To resolve some of these issues, a recent meta-analysis curated and uniformly processed 16 transcriptomic studies comprising 263 healthy and 653 failing human hearts, collected during heart transplantation, LV assist device implantation or surgical ventricular restoration, to derive a consensus signature of LHF^15^.

Similar resources and datasets are not available for RHF. In the present study, we performed a systematic investigation of rat models of chronic RHF (pulmonary artery banding (PAB)) or LHF (aortic banding (AOB)) to uncover the transcriptomic and proteomic changes that occur over months in the failing RV compared to the failing LV. Deep bioinformatics analyses, including comparisons of rat PAB-specific gene sets with transcriptomic data from patients with chronic thromboembolic pulmonary hypertension (CTEPH) before and after pulmonary endarterectomy (pre/post PEA) resulted in the identification of more than 50 genes whose expression levels correlated with the severity of right heart disease in humans. Together, these data define a genetic network representing a first version of a core gene signature of the failing RV that appears to coordinate progressive RHF.

## Results

### Transcriptomic changes in cardiomyocytes from rat HF models

To identify chamber-specific molecular pathways in RVF compared to LVF, we established rat models of chronic, progressive heart disease using PAB, to induce compensatory RV hypertrophy and failure (RVH and RVF), or, AOB, to induce compensatory LV hypertrophy and failure (LVH and LVF)^16^.

Initially, non-constricting clips placed around the pulmonary artery (for PAB) or the aorta (for AOB) of 7-week-old weanling rats resulted in subsequent vasoconstriction and compensatory heart hypertrophy at week 14 (PAB comp. or PAB-H, AOB comp. or AOB-H) as exemplified by micro-computed tomography (microCT) (Extended Data Fig. 1a). Decompensated HF developed at week 29 (PAB decomp. or PAB-F) or week 33 (AOB decomp. or AOB-F). Controls for disease-specific and age-specific changes included sham-operated animals euthanized at week 14 (Sham 1 or Sham-H) or at week 33 (Sham 2 or Sham-F) (Fig. 1a).

**Fig. 1:**
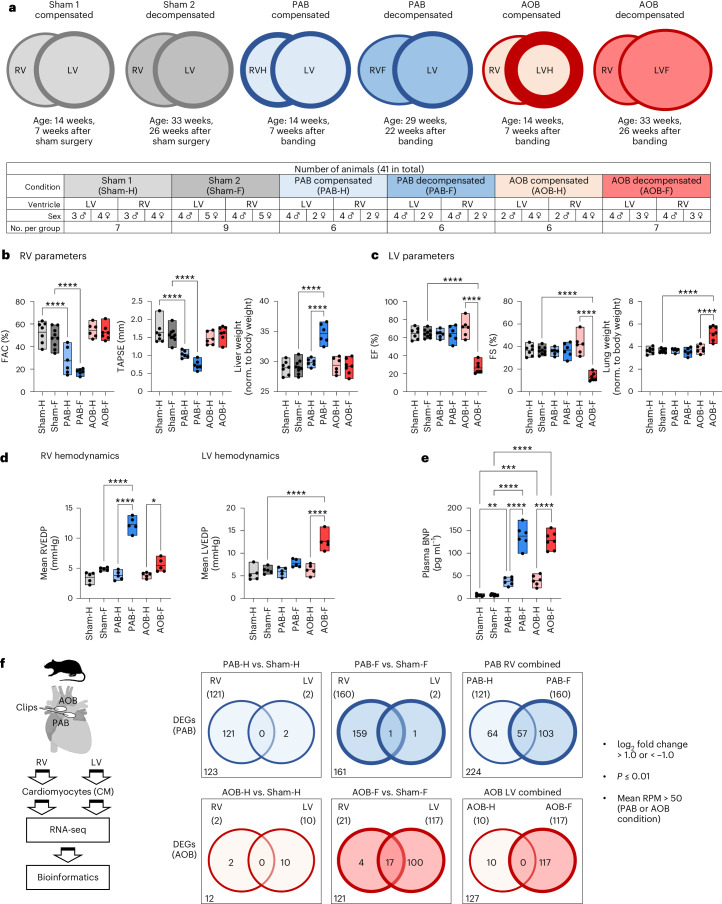
Identification of differentially regulated gene sets in cardiomyocytes from rat models of progressive RHF and LHF. **a**, Overview of animal study design. PAB or AOB was performed in rats to slowly induce RHF or LHF. Sham-operated animals served as controls. **b**, Echocardiographic validation of RV function and liver weight of rat models used for CM isolation. **c**, Echocardiographic validation of LV function and lung weight of rat models used for cardiomyocyte isolation. **d**, Sham, PAB and AOB surgery was performed in an independent animal cohort. End-diastolic pressure (EDP) was determined by right heart (left graphs) or left heart (right graphs) catheterization in sham controls and after banding at week 14 (compensated stage, PAB-H, AOB-H), at week 29 (PAB decompensated stage, PAB-F) or week 33 (AOB decompensated stage, AOB-F). *n* = 5 animals per group. **e**, Plasma BNP levels of compensated and decompensated states in response to PAB or AOB in the rat models from **b** and **c**. **f**, Total RNA from RV and LV cardiomyocytes was isolated, and 17,341 rat genes were analyzed by RNA-seq. Based on two-fold changes, mean read counts in disease conditions of more than 50 and *P* ≤ 0.01, DEGs were identified in each condition by comparing the PAB or AOB groups to their corresponding sham groups. Venn diagrams indicate overlapping and distinct groups of DEGs for PAB (224 genes) and AOB (127 genes) that were further systematically analyzed in this study. **b**,**c**,**e**,**f**, *n* = 6–9 animals per group as shown in **a**. Box plots in **b**–**e** show data points from all individual animals with means and minimum/maximum values. Asterisks indicate significant changes according to one-way ANOVA (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). RPM, reads per million. Source data

Disease progression was monitored by echocardiography and clinical parameters (Fig. 1b,c,e and Extended Data Fig. 1b). Catheter-based hemodynamic measurements were obtained from a similar cohort of animals (Fig. 1d and Extended Data Fig. 2a,b). Fractional area change (FAC) and tricuspid annular plane systolic excursion (TAPSE) confirmed the onset of compromised RV function. RHF in PAB decomp. groups was evident from increased liver weight and right ventricle end-diastolic pressure (RVEDP) and decrease in the maximal rate of rise of right ventricular pressure (RV dp/dt maximum values) (Fig. 1b,d and Extended Data Figs. 1b and 2a).

Likewise, LV parameters (ejection fraction (EF) and fractional shortening (FS)) demonstrated altered LV function, whereas, only in the AOB decomp. group, increased lung weight, increased LV end-diastolic pressure (LVEDP) and decreased LV dp/dt maximum values clearly demarcated the transition to LHF (Fig. 1c,d and Extended Data Figs. 1b and 2b).

Progressive increases in serum levels of brain (or B-type) natriuretic peptide (BNP) (Fig. 1e), elevated mRNA expression levels of established markers *Nppb* or *Nppa* (Extended Data Fig. 2c) and increased cardiomyocyte hypertrophy (Extended Data Fig. 2d) confirmed that both PAB and AOB resulted in terminal HF that proceeded through an intermediate compensatory state.

Total RNA sequencing (RNA-seq) was performed from cardiomyocytes isolated from LVs and RVs of all conditions, resulting in 82 datasets (Fig. 1f). 

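Cardiomyocytes were isolated separately from the right ventricle (RV) and the left ventricle (LV) of 41 rats, giving 82 libraries, 1 per ventricle and animal. The rats carried a band around the pulmonary artery (PAB), which loads the RV, or around the aorta (AOB), which loads the LV, or were sham-operated. The letter H marks the compensated, hypertrophic stage and the letter F the decompensated, failing stage. Per stage there were 7 Sham-H, 6 PAB-H and 6 AOB-H animals, and 9 Sham-F, 6 PAB-F and 7 AOB-F animals. Of these, 3 Sham-H, 4 PAB-H, 2 AOB-H, 4 Sham-F, 4 PAB-F and 4 AOB-F animals were male. Banding was performed at 7 weeks of age, and the paper gives the age at harvest as week 14 for the H groups, week 29 for PAB-F and week 33 for Sham-F and AOB-F, whereas the sample labels give 11, 28 and 31 weeks. By these ages the PAB-F animals were younger than their Sham-F controls, although the Methods call the sham-operated animals age-matched and place the echocardiography at 22 weeks (PAB-F and Sham-F) or 26 weeks (AOB-F and Sham-F) after surgery. Ribosomal RNA was depleted from total RNA, and the libraries were read from both ends on an Illumina NovaSeq. The authors ran the nf-core RNA-seq pipeline, aligned the reads to the rat genome with STAR, counted them per gene with featureCounts, and deposited the raw counts of 17337 genes together with counts normalized by DESeq2 and FPKM values. The raw counts were used for every test here. Counts on genes summed to between 6675287 and 19665439 per library, with a median of 13074485, whereas the paper gives a minimum of 25 M uniquely mapped reads per library. By group, the totals of the RV libraries were 11530325 to 19570777 (median 12161914) in Sham-H, 11445900 to 14332279 (median 13066729) in PAB-H, 9257139 to 15470045 (median 12351176) in AOB-H, 10618946 to 14421260 (median 11598420) in Sham-F, 9021262 to 15898376 (median 12842454) in PAB-F and 11482907 to 16335647 (median 13729582) in AOB-F. The LV libraries held 11606713 to 19665439 (median 14684877) counts in Sham-H, 12225646 to 15746717 (median 13425358) in PAB-H, 6675287 to 15582100 (median 12072610) in AOB-H, 10634674 to 17559576 (median 13877502) in Sham-F, 10121379 to 18108115 (median 14749294) in PAB-F and 11789283 to 18282203 (median 12759936) in AOB-F. All 82 libraries entered 1 edgeR quasi-likelihood fit with 12 groups, TMM normalization and no covariate. The filter of edgeR on low counts left 11954 genes. A gene was called changed when it met the study's 3 criteria, which are an absolute log2 fold change over 1, an unadjusted p of at most 0.01 and a mean normalized count over 50 in the banded group (in either group for comparisons between sham groups). Normalized counts of single genes are raw counts divided by the TMM effective library size and multiplied by its mean over the libraries (13279120). Adjusted p values are by Benjamini-Hochberg over all genes tested, and all tests are two-sided. The common biological coefficient of variation was 0.244. These settings, the gene lists and the alternatives to them were chosen before the data were examined, except where another time is stated.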

Immunofluorescence and RT–qPCR analysis of markers for adult ventricular cardiomyocytes (troponin and *Myh6*), fibroblasts (vimentin, *Col1a1* and *Loxl1*), endothelial cells (isolectin, *CD31* and *Vwf*) or peripheral blood mononuclear cells (PBMCs) (*CD68* and *Sirpa*) indicated the quantitative removal of other heart cell types (Extended Data Fig. 3a,b). This was corroborated by a strong enrichment for heart-associated, multiple (energy) metabolism-related pathway terms among the top 200 most strongly expressed genes in cardiomyocyte and single-cell RNA-seq (scRNA-seq)/single-nucleus RNA-seq (snRNA-seq) data from the human heart cell atlas showing that the 50 most strongly expressed rat cardiomyocyte genes were largely confined to ventricular or atrial cardiomyocytes (Extended Data Figs. 3c,d and 4a,b)^17^.

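In the counts, the 50 most strongly expressed genes took between 24.8% (LV AOB-F) and 28.4% (RV AOB-H) of all counts on average. *Myh6* ranked first and took between 0.464% and 6.43% of the counts of a library. *Atp2a2*, *Mb*, *Actc1*, *Ryr2*, *Myh7*, *Myl3*, *Atp5b* and *Mybpc3* were also among the 10 highest. Marker lists of other heart cell types, fixed in advance, took small shares. A list of 9 ventricular cardiomyocyte genes held 10.8% ± 2.26 of the counts (SD, n = 82), with a range from 4.59% to 14.2%. The 10 genes of the fibroblast list held 0.156% ± 0.12 (SD, n = 82), with a range from 0.0402% to 0.559%, and 7 endothelial genes held 0.199% ± 0.116 (SD, n = 82). Shares of 0.0594% for 7 genes of mural cells and 0.00924% for 8 macrophage genes were lower still. Of the 10 fibroblast genes, 9 are among the 224 PAB-regulated genes of the study, so that this list is not independent of them. The shares were not equal between the groups. The score of a list (the mean over its genes of log2 CPM) differed between the RV and LV of Sham-F by -1.16 (exact permutation, adjusted p = 0.00407) for fibroblasts, -1.52 (exact permutation, adjusted p = 0.00204) for endothelial cells and -1.32 (exact permutation, adjusted p = 0.00407) for macrophages, all lower in the RV. For ventricular cardiomyocytes the difference was 0.50 (exact permutation, adjusted p = 0.00204), with 9 of 9 RV libraries above all LV libraries. With the median over the genes of a list in place of the mean, 4 differences in place of 13 passed an adjusted p of 0.05. Between the RV and LV of Sham-F, the endothelial (-1.562) and macrophage (-1.644) differences still passed, and the fibroblast (-0.592) and ventricular cardiomyocyte (0.103) differences did not. These p values are adjusted over 99 tests of 9 lists in 11 comparisons.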

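In the sham-operated animals, a gene was counted as expressed in a group when any library of that group held a count of it. By this minimum, 15034 genes were expressed in at least 1 of the 4 sham groups and 13627 of them (90.6%) in all 4. The single groups expressed 14220 (RV Sham-H), 14170 (LV Sham-H), 14437 (RV Sham-F) and 14370 genes (LV Sham-F). Raising the minimum to a mean normalized count of 10 left 11430 genes, of which 10658 (93.2%) were expressed in all 4 groups. At a minimum of 1 FPKM the share was 91.3%. A gene just above such a minimum in one group and just below it in another is not shown to differ between them.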

In non-diseased conditions, 13,627 (91%) expressed genes overlapped, defining the common gene sets of RV and LV cardiomyocytes (Extended Data Fig. 5a,b). In total, 231 differentially expressed genes (DEGs) in the Sham-H and 3,120 DEGs in the Sham-F conditions, belonging to a plethora of biological processes, were found in the RV and LV of growing-up animals (Extended Data Fig. 5c,d). These results define the basal juvenile and adult chamber-dependent and age-dependent transcriptomes of healthy rat cardiomyocytes.

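In Sham-H, 338 genes met the criteria between RV and LV, 41 higher and 297 lower in the RV. In Sham-F there were 3306, of which 1785 (54.0%) were higher in the RV. An adjusted p under 0.05 was reached by 2510 and 8876 of the 11954 genes, respectively. Among the called genes, 172 in Sham-H and 2921 in Sham-F had no overlap between the libraries of both ventricles, where chance would separate 0.0583% and 0.00411% of the genes tested. The 3 largest changes without overlap were lower in the RV at either stage. In Sham-H, *Irx1* had 4.86 ± 3.11 (SD, n = 7) against 69.6 ± 48.7 (SD, n = 7) normalized counts in RV against LV, with a log2 fold change of -3.87 (standard error 0.51, adjusted p = 2.19e-08) by edgeR. For *Irx2* the log2 fold change was -3.86 (standard error 0.47, adjusted p = 1.39e-08), and for *Penk* -3.10 (standard error 0.33, adjusted p = 3.49e-09), with 233 ± 35.4 (SD, n = 7) against 1997 ± 819 (SD, n = 7) normalized counts. In Sham-F, *Nppa* differed by -4.05 (standard error 0.48, adjusted p = 3.47e-10), with 5432 ± 3998 (SD, n = 9) normalized counts in the LV. There, *Irx1* differed by -3.98 (standard error 0.42, adjusted p = 1.61e-13) and *Lrfn3* by -3.75 (standard error 0.44, adjusted p = 2.95e-12). Of the alternatives, DESeq2 with shrunken fold changes, which is the study's setting, moved the Sham-H count down most, to 235 genes, which include all 231 of the study's list, and a minimum mean of 10 moved it up most, to 480 genes. With the animal as a block the split in Sham-H changed, and 33.9% of 366 genes were higher in the RV, compared with 12.1% without the block.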

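Between the ages of Sham-H and Sham-F, 962 genes met the criteria in the LV, 494 higher and 468 lower in the older animals, and 10 in the RV, all higher. At an adjusted p under 0.05 the numbers were 6860 and 6. Across genes, the main axis of spread between libraries of the same group ran along the LV change (Spearman's rho -0.886). Age is therefore not separated from another state of the LV libraries. Without a filter on low counts, the share of genes higher with age in the LV fell from 51.4% to 40.4% of 983 genes. From the comparisons by ventricle and by age, the paper states that it defines the basal transcriptomes of juvenile and adult cardiomyocytes by chamber and age.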

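At the failing stage, 227 genes met the criteria in RV PAB-F against RV Sham-F, 206 of them higher after banding, and 145 in LV AOB-F against LV Sham-F, of which 130 were higher. An adjusted p under 0.05 was reached by 1325 and 1541 genes. In the other ventricle, 2 genes met the criteria in LV PAB-F, where 0 genes had an adjusted p under 0.05 and 454 an unadjusted p under 0.05, and 31 in RV AOB-F, of which 8 passed the adjusted p. Of the RV PAB-F genes 2 were also called in LV PAB-F, and of the LV AOB-F genes 23 were also called in RV AOB-F. With a mean over 10 in place of 50, 428 genes were called in RV PAB-F and 251 in LV AOB-F, and with the study's DESeq2 setting the numbers were 160 and 118. Single libraries also mattered. Without RV PAB-F replicate 1 the RV count fell to 89, and without replicate 6 it rose to 323. Without LV AOB-F replicate 7 the LV count fell to 80. The count in RV AOB-F was 15 without replicate 7 and 16 without replicate 6, and that in LV PAB-F 0 without replicate 1, 6 without replicate 4 and 7 without replicate 6. Of the RV PAB-F genes 79, and of the LV AOB-F genes 57, were called whichever 1 banded library was left out. Libraries did not overlap between banded and sham animals for 37 called genes of RV PAB-F (0.04% of the genes tested by chance) and 4 of LV AOB-F (0.0175%). In RV PAB-F the largest of these changes were in *Nppa*, in *Hs3st2*, which had at most 2 counts in each RV Sham-F library and was at least 18.9-fold higher in RV PAB-F (adjusted p = 2.16e-08, edgeR), and in *Tceal7*. *Hs3st2* had a mean of 65.9 normalized counts in RV PAB-F, 41 without replicate 1, and was not called without that library. In LV AOB-F they were *Myo3b*, with 77.5 ± 45.4 (SD, n = 7) against 236 ± 55.9 (SD, n = 9) normalized counts and a log2 fold change of -1.61 (standard error 0.34, adjusted p = 0.00158), *Myo1f* at 1.22 (standard error 0.27, adjusted p = 0.00157) and *Ctgf* at 1.07 (standard error 0.25, adjusted p = 0.0025). *Myo1f* was not called without LV AOB-F replicate 7, and *Ctgf* not without replicate 1.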

In decompensated HF conditions, by applying stringent filtering criteria (mean read counts in disease >50, two-fold changes and *P* ≤ 0.01), we found 160 DEGs in the RV upon PAB and 117 DEGs in the LV upon AOB, with few genes changing in the corresponding other ventricle (Fig. 1f, middle Venn diagrams).

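At the compensated stage, 217 genes met the criteria in RV PAB-H against RV Sham-H, 212 of them higher, and 25 in LV AOB-H against LV Sham-H, all higher. An adjusted p under 0.05 was reached by 538 and 2 genes. In the ventricle away from the band, 4 genes were called in LV PAB-H and 2 in RV AOB-H. In either of these, 0 genes had an adjusted p under 0.05, against 305 and 171 genes with an unadjusted p under 0.05. Of the genes called in RV PAB-H, 1 was also called in LV PAB-H. With the adjusted p in place of the unadjusted p in the criteria, 44 genes remained in RV PAB-H and 0 in LV AOB-H. The study's DESeq2 setting gave 121 genes in RV PAB-H and 10 in LV AOB-H. Without RV PAB-H replicate 2 the count was 52, without replicate 5 it was 344 and without replicate 6 it was 372, and 38 of the genes were called whichever 1 library was left out. For LV AOB-H the count lay between 8 without replicate 6 and 54 without replicate 3, and 2 genes were called each time. It was 1 without RV AOB-H replicate 2, 4 or 5 and up to 3 otherwise in RV AOB-H, and 2 without LV PAB-H replicate 1 or 4 and up to 5 otherwise in LV PAB-H. Libraries did not overlap for 33 of the called RV PAB-H genes and 4 of the LV AOB-H genes (0.117% of the genes tested by chance). In LV AOB-H the 3 largest changes among them were in *Ccdc82*, with 76.8 ± 34.3 (SD, n = 6) against 28.2 ± 15.3 (SD, n = 7) normalized counts and a log2 fold change of 1.45 (standard error 0.29, adjusted p = 0.0382) by edgeR, in *Ccdc125* at 1.23 (standard error 0.27, adjusted p = 0.0912) and in *Ifit2* at 1.22 (standard error 0.36, adjusted p = 0.0983). The latter 2 were not called without LV AOB-H replicate 6. The mean of *Ccdc125* fell from 92.3 to 61.4 normalized counts without that library. In the RV PAB-H comparison the 3 largest were *Nppa*, *Tceal7* and *Cilp*.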

In compensated conditions, 121 genes were specifically deregulated in the RV (but not in the LV) upon PAB, whereas only 10 genes were deregulated in the LV upon AOB (Fig. 1f, left Venn diagrams). Upon PAB, twice as many genes (224 compared to 127) were deregulated in directly affected ventricles, and only 25% (57 genes) were shared between the compensated and decompensated states (Fig. 1f, right Venn diagrams).

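Taken over both stages, 345 genes were called in the RV upon PAB and 169 in the LV upon AOB. The PAB genes divided into 118 called at the compensated stage alone, 128 at failure alone and 99 (28.7%) at both, where independent lists of these sizes would share 4.12. The AOB lists shared 1 gene. By the study's DESeq2 setting the union upon PAB was 224 genes, all of them on the study's list, 57 of them shared. By adjusted p it was 179 genes, 30 of them shared. A gene called at 1 stage and not at the other is not shown to differ between the stages. Tested directly, as the PAB response at failure minus that at hypertrophy, 0 genes had an adjusted p under 0.05 by edgeR and 177 an unadjusted p under 0.05. Regrouping the libraries between the stages gave a median of 279 genes at an unadjusted p under 0.05, so the 177 are no evidence of a difference. Among the 224 genes, which the study chose on these samples, 8 passed an adjusted p of 0.05 adjusted over the list alone.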

These datasets from two well-defined rat models of chronic RHF or LHF clearly demonstrated (1) the banding model-specific transcriptomic response of the directly affected ventricle adjacent to the banded vessel, (2) disease-specific and ventricle-specific sets of genes and (3) evidence for profound shifts in gene expression programs during the transition from heart hypertrophy to HF that appeared to be stronger in the RV.

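The difference between the ventricles was tested within 1 model. The response to PAB at failure (RV PAB-F against RV Sham-F, minus LV PAB-F against LV Sham-F) differed at an adjusted p under 0.05 for 42 genes, 39 of them with the higher response in the RV, and for 1538 genes at an unadjusted p under 0.05. Of the 224 PAB-regulated genes, 25 were among the 42, and 134 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With the animal as a block, since both ventricles come from 1 animal, 349 genes passed, and with the size factors of DESeq2 21 did. The response to AOB at failure in the LV minus that in the RV gave 0 genes, against 1161 at an unadjusted p under 0.05, and 3 of the 127 AOB-regulated genes adjusted over the list alone. With the animal as a block it gave 1 gene, 1694 unadjusted and 16 of the 127 over the list alone. From these datasets, the paper reports that each banding model evokes its own response in the ventricle adjacent to the banded vessel. It also reports evidence that expression programs shift from hypertrophy to failure, which to its authors appeared stronger in the RV.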

### Different gene responses of LVs and RVs to PAB

A focused analysis of the 224 cardiomyocyte genes deregulated in PAB conditions revealed seven distinct patterns of gene expression and gene regulation in the RV compared to the LV according to age, RVH and RVF (clusters 1–7; Fig. 2a,b).

**Fig. 2:**
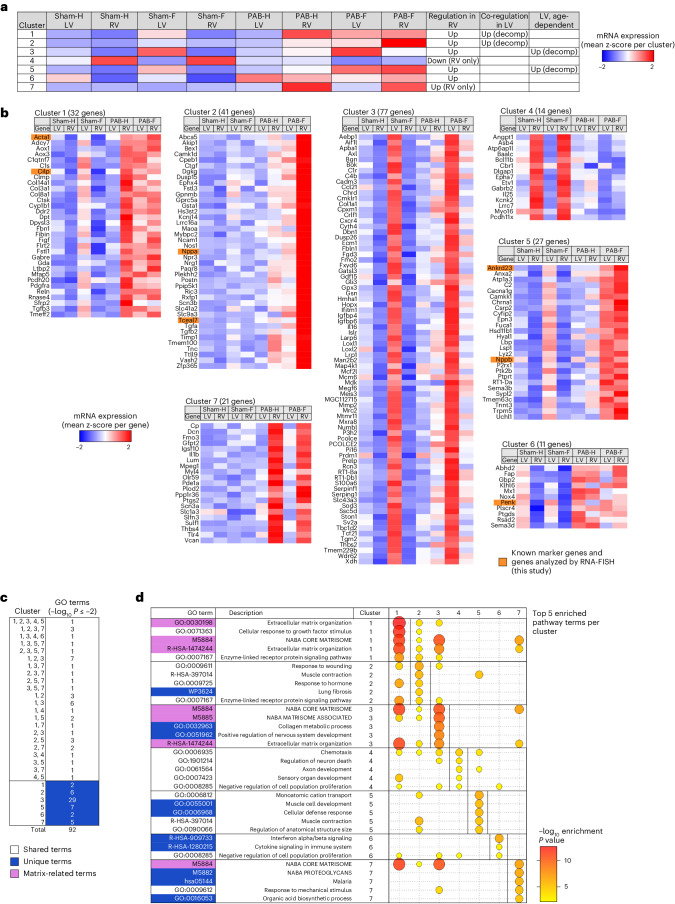
Different transcriptomic responses of LVs and RVs to PAB. **a**, The mRNA expression values of all 224 PAB-regulated genes (Fig. 1f) from RVs and LVs were hierarchically clustered by *k*-means. The heatmap shows the averaged z-score-normalized read counts for all genes belonging to each of the seven clusters across all conditions in both LVs and RVs. The prevailing gene regulatory phenotype is indicated in the three right columns. **b**, Heatmaps of z-scaled mean expression values for all individual 224 genes across the seven clusters and all conditions. Orange colors mark known (*Acta1*, *Cilp*, *Nppa* and *Nppb*) and new PAB-regulated genes that were highlighted in following analyses or further investigated throughout this study. **c**, The genes of each cluster were examined for the top 100 overrepresented pathway terms using Metascape (https://www.metascape.org)^71^, and multiple Venn analysis was performed to identify overlapping and distinct pathway terms for the gene sets of all seven clusters. Only pathway terms with enrichment −log_10_ *P* ≤ 2 were considered. **d**, Graphical representation of the top five enriched pathways for each cluster along with the corresponding enrichment *P* values (highlighted by bubble size and color). If below the threshold, values are also included for the other six clusters. GO, Gene Ontology. Source data

Clusters 1 and 2 characterized PAB-induced genes that were strongly upregulated in both the compensated and decompensated RV as well as in the decompensated LV (Fig. 2a,b).

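Cluster scores, the mean over the genes of a cluster of log2 CPM by TMM, were compared between groups of libraries by exact permutation tests, with p adjusted over the 56 tests of the 7 clusters. The genes were chosen by the study on the RV libraries upon PAB, so that the tests in these groups are not independent evidence, whereas the LV took no part in the choice of genes, although the study used both ventricles to divide them into clusters. The score of cluster 1 (32 genes) was 4.01 ± 0.94 (SD, n = 6) against 2.85 ± 0.24 (SD, n = 7) in RV PAB-H against RV Sham-H, a difference of 1.16 (exact permutation, adjusted p = 0.00426). In RV PAB-F it was higher by 1.04 (exact permutation, adjusted p = 0.00373), with 4 of 6 libraries above all RV Sham-F libraries. In LV PAB-F the difference was 0.24 (exact permutation, adjusted p = 0.328) and in LV PAB-H 0.10 (exact permutation, adjusted p = 0.668), neither distinguishable from the spread between the animals. Cluster 2 (41 genes) was higher by 1.08 (exact permutation, adjusted p = 0.00224) in RV PAB-H and by 1.67 (exact permutation, adjusted p = 0.00224) in RV PAB-F. In the LV, cluster 2 was higher by 0.32 (exact permutation, adjusted p = 0.0105) in PAB-H, in 5 of 6 libraries above all sham libraries, and by 0.52 (exact permutation, adjusted p = 0.0404) in PAB-F. The latter rests on 1 library, since without LV PAB-F replicate 1 the difference was 0.41 with an unadjusted exact permutation p of 0.0564. Whether the response differed between the ventricles was tested on the RV minus LV score of each animal, a test added after the results were seen. At failure it was larger in the RV by 0.80 (exact permutation, adjusted p = 0.00769) for cluster 1 and by 1.15 (exact permutation, adjusted p = 0.0014) for cluster 2. The study chose the genes of all 7 clusters on their change in the RV, which favours a larger RV response. This test is therefore not independent evidence for any of them. None of the alternatives for the score changed the call of these comparisons upon PAB. The largest shift was in cluster 1 in RV PAB-H, to 1.44 as a mean of z scores.

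**Figure D1:**
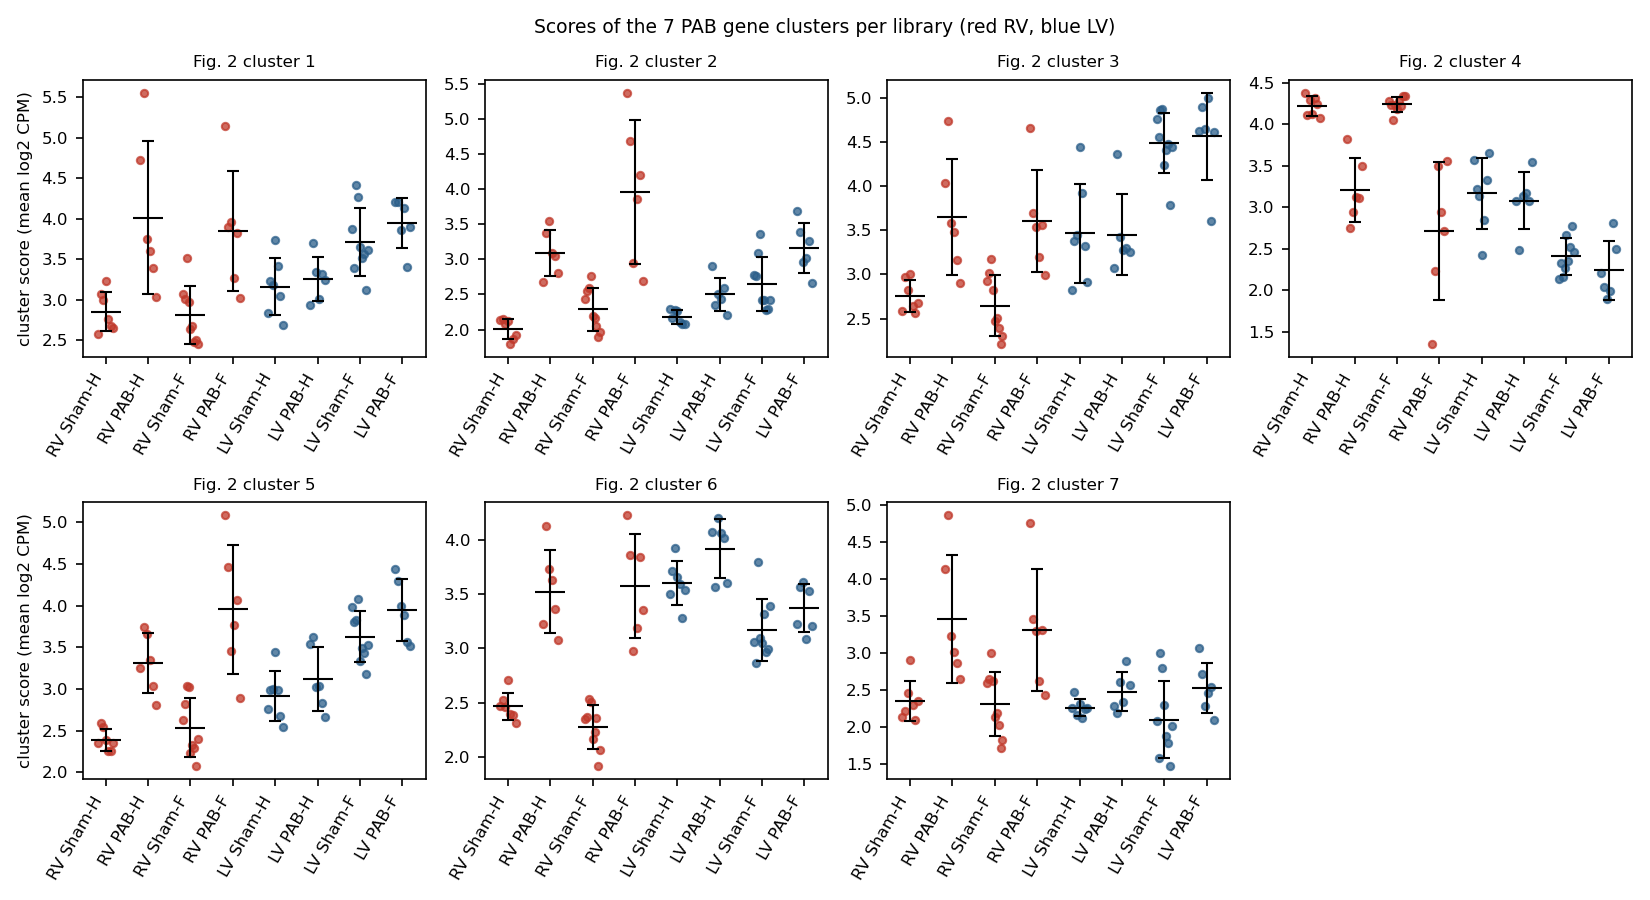
Scores of the 7 clusters of PAB-regulated genes in each library (mean log2 CPM over the genes of a cluster, y axis) for each group of ventricle and condition (x axis), with RV libraries in red and LV libraries in blue. Lines and error bars give the mean and SD of each group. In cluster 2, RV PAB-H had a mean of 3.09 and RV Sham-H a mean of 2.01.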

Cluster 3 gene sets were selectively upregulated in the LV of the oldest sham group and comprise age-dependent LV-specific genes. 

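For cluster 3 (77 genes), the score was 4.49 ± 0.34 (SD, n = 9) against 3.46 ± 0.56 (SD, n = 7) in LV Sham-F against LV Sham-H, higher with age by 1.02 (exact permutation, adjusted p = 0.00367). In the RV of the same animals it did not change with age, with a difference of -0.10 (exact permutation, adjusted p = 0.554). Age is not separated from another state of the LV libraries, since the LV Sham-H libraries already spanned most of this change. Their score followed the first principal axis of all libraries (r -0.977, exact permutation p = 0.00179), and replicate 4 was at 4.439. RV Sham-F lay below LV Sham-F by 1.84 (exact permutation, adjusted p = 0.000576), each of the 9 RV libraries below all LV libraries. In RV PAB-F the mean was 3.61, lower than the 4.56 of LV PAB-F but higher than in RV Sham-F by 0.96 (exact permutation, adjusted p = 0.00249). The PAB response was larger in the RV than in the LV by 0.89 (exact permutation, adjusted p = 0.00455), tested on the difference between the ventricles of each animal. The choice of the genes on the RV favours this difference, as for cluster 1.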

On average, their expression was lower in the decompensating RV but still induced compared to the corresponding RV sham group (Fig. 2a,b).

Cluster 4 comprised the only set of genes that was more highly expressed in the RV (compared to the LV) of the sham groups. These genes were downregulated under PAB conditions (Fig. 2a,b).

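Cluster 4 (15 genes) had the higher score in the RV, with 4.22 ± 0.12 (SD, n = 7) against 3.17 ± 0.42 (SD, n = 7) in RV Sham-H against LV Sham-H and a difference of 1.05 (exact permutation, adjusted p = 0.00224), and in Sham-F with a difference of 1.83 (exact permutation, adjusted p = 0.000576). Upon PAB the score fell by 1.01 in RV PAB-H (exact permutation, adjusted p = 0.00224) and by 1.53 in RV PAB-F (exact permutation, adjusted p = 0.00165), and in both groups 6 of 6 libraries lay below all sham libraries. In the LV the PAB groups did not differ from sham, with differences of -0.09 (exact permutation, adjusted p = 0.742) and -0.17 (exact permutation, adjusted p = 0.349). The genes also fell with age in the LV, by 0.76 (exact permutation, adjusted p = 0.00249). Within LV Sham-H this score followed the first principal axis too (r 0.964, exact permutation p = 0.00198), so the limit given for cluster 3 holds here.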

Genes from cluster 5 were strongly induced during decompensation in both the LV and RV. Similar to cluster 3 genes, their expression increased strongly only in the LV with age in the corresponding sham group (Fig. 2a,b).

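The score of cluster 5 was 3.96 ± 0.77 (SD, n = 6) against 2.54 ± 0.35 (SD, n = 9) in RV PAB-F against RV Sham-F, a difference of 1.42 (exact permutation, adjusted p = 0.00224), and already 0.92 (exact permutation, adjusted p = 0.00224) higher in RV PAB-H. In LV PAB-F it was 3.95 ± 0.38 (SD, n = 6) against 3.63 ± 0.31 (SD, n = 9) in LV Sham-F, a difference of 0.32 (exact permutation, adjusted p = 0.137) that stayed within the spread between animals. With age it rose by 0.71 (exact permutation, adjusted p = 0.00249) in the LV sham groups, compared with 0.15 (exact permutation, adjusted p = 0.39) in the RV. Within LV Sham-H its r with the first principal axis was -0.834 (exact permutation p = 0.0179), and -0.38 without the 2 farthest animals.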

Cluster 6 included genes that were strongly expressed only in the LV of the youngest sham group and whose expression decreased with age. These genes were already strongly induced in the compensated state in both the LV and RV under PAB conditions (Fig. 2a,b).

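Cluster 6 scores were 2.46 ± 0.13 (SD, n = 7) against 3.60 ± 0.20 (SD, n = 7) in RV Sham-H against LV Sham-H, a difference of -1.14 (exact permutation, adjusted p = 0.00224), and in the LV they fell by 0.43 with age (exact permutation, adjusted p = 0.0123). With the median over genes in place of the mean the fall with age was 0.52 and did not pass the threshold. Upon PAB they were higher by 1.06 (exact permutation, adjusted p = 0.00224) in RV PAB-H and by 1.30 (exact permutation, adjusted p = 0.00165) in RV PAB-F. In the LV the differences were 0.32 (exact permutation, adjusted p = 0.0554) in PAB-H and 0.20 (exact permutation, adjusted p = 0.236) in PAB-F. The unadjusted exact permutation p in LV PAB-H was 0.0326, and without LV PAB-H replicate 3 it was 0.0783.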

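The score of cluster 7 was 3.46 ± 0.86 (SD, n = 6) against 2.35 ± 0.28 (SD, n = 7) in RV PAB-H against RV Sham-H and 3.31 ± 0.82 (SD, n = 6) against 2.31 ± 0.43 (SD, n = 9) in RV PAB-F against RV Sham-F, higher by 1.11 (exact permutation, adjusted p = 0.00544) and 1.01 (exact permutation, adjusted p = 0.00895). In the LV the differences upon PAB were 0.22 (exact permutation, adjusted p = 0.0935) and 0.43 (exact permutation, adjusted p = 0.142). The response of the RV exceeded that of the LV by 0.89 (exact permutation, adjusted p = 0.0338) at the compensated and by 0.58 (exact permutation, adjusted p = 0.0338) at the decompensated stage, the smallest margin at failure among the 7 clusters. No other cluster had an adjusted p above 0.00769 in this test, in which the choice of the genes on the RV favours a larger RV response.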

Finally, cluster 7 included the most specific PAB-induced genes, as their expression increased only in the RV during RVH and RVF (Fig. 2a,b). These genes encoded extracellular matrix (ECM) glycoproteins, such as versican (*Vcan*), decorin (*Dcn*), lumican (*Lum*) and thrombospondin-4 (*Thbs4*). Additionally, this cluster included several factors involved in inflammatory signaling (interleukin 1 beta (*Il1b*), Toll-like receptor 4 (*Tlr4*), prostaglandin G/H synthase 2 (*Ptgs2*) and the enzymes calcium/calmodulin-dependent 3′,5′-cyclic nucleotide phosphodiesterase 1A (*Pde1a*) and procollagen-lysine, 2-oxoglutarate 5-dioxygenase 2 (*Plod2*)), the latter forming hydroxylysine residues in Xaa-Lys-Gly sequences in collagens.

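In RV PAB-H, *Vcan* had 516 ± 439 (SD, n = 6) against 194 ± 50.4 (SD, n = 7) normalized counts in RV Sham-H, a log2 fold change of 1.42 (standard error 0.39, adjusted p = 0.0237) by edgeR. The log2 fold changes of *Dcn*, *Lum* and *Thbs4* were 1.44 (standard error 0.34, adjusted p = 0.0113), 1.84 (standard error 0.40, adjusted p = 0.00566) and 5.07 (standard error 0.85, adjusted p = 0.000354). In RV PAB-F, *Vcan* rose by 1.36 (standard error 0.37, adjusted p = 0.00872), *Lum* by 1.33 (standard error 0.38, adjusted p = 0.0131) and *Thbs4* by 5.94 (standard error 1.00, adjusted p = 7.41e-07), whereas *Dcn* did not meet the criteria with 0.79 (standard error 0.33, adjusted p = 0.0925). *Thbs4* was low in the sham groups, with 7.01 ± 11.4 (SD, n = 7) and 2.59 ± 3.19 (SD, n = 9) normalized counts, and these means were 2.74 without RV Sham-H replicate 4 and 1.64 without RV Sham-F replicate 3. A single library carried much of each mean. RV PAB-H replicate 2 held 6495 normalized counts of *Dcn*, 1694 of *Lum* and 1218 of *Thbs4*, and without it the means fell from 2393 to 1573, from 549.5 to 321 and from 236 to 39.4. Without RV PAB-F replicate 1 the means in RV PAB-F fell from 463 to 275 for *Vcan*, from 457 to 279.6 for *Lum* and from 178 to 40.2 for *Thbs4*. *Vcan*, *Dcn* and *Thbs4* were not called in RV PAB-H without its replicate 2, and *Vcan*, *Lum* and *Thbs4* not in RV PAB-F without its replicate 1. *Dcn* and *Lum* are also on the fibroblast list.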

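Among the inflammatory factors, *Il1b* rose from 48.7 ± 28.7 (SD, n = 9) normalized counts in RV Sham-F to 137 ± 184 (SD, n = 6) in RV PAB-F, a log2 fold change of 1.47 (standard error 0.47, adjusted p = 0.0304) by edgeR, but did not meet the criteria in RV PAB-H, with 0.97 (standard error 0.49, adjusted p = 0.246). *Ptgs2* changed by 1.93 (standard error 0.51, adjusted p = 0.0197) in RV PAB-H and by 1.90 (standard error 0.48, adjusted p = 0.00467) in RV PAB-F. *Tlr4* met the criteria in RV PAB-H, with 1.23 (standard error 0.29, adjusted p = 0.0107), and not in RV PAB-F, with 0.89 (standard error 0.28, adjusted p = 0.0264), and the same held for *Pde1a*, with 1.26 (standard error 0.33, adjusted p = 0.0184) and 0.77 (standard error 0.31, adjusted p = 0.0861). *Plod2* was called at both stages, with 1.35 (standard error 0.30, adjusted p = 0.00587) and 1.50 (standard error 0.28, adjusted p = 0.000118). In RV PAB-F, replicate 1 held 512 normalized counts of *Il1b* and 698 of *Ptgs2*, and without it the group means were 62.1 and 70.7, and *Il1b*, *Ptgs2* and *Plod2* were not called. In RV PAB-H, *Tlr4*, *Ptgs2*, *Pde1a* and *Plod2* were not called without replicate 2, which lowered the mean of *Ptgs2* from 172 to 109.9 normalized counts. Without RV PAB-F replicate 4 and in females alone, *Tlr4* met the criteria in RV PAB-F, and in males alone *Il1b* met them in RV PAB-H. The difference between the stages was tested by edgeR and gave an adjusted p of 1 for each of these genes.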

The 224 genes mapped to 92 pathway ontology terms, 51 of which were unique (Fig. 2c, dark blue part of the table). Examples are lung fibrosis (WP3624, cluster 2), muscle development (GO:0006968, cluster 5) and IFNα/β signaling (R-HSA-90973, cluster 6) (Fig. 2d). There was a strong overrepresentation of pathway terms annotated to regulation of ECM in several gene clusters, such as clusters 1, 3 and 7 (Fig. 2d). This result was in line with a progressive, increased deposition of interstitial collagen in representative sections of the heart from PAB and AOB animals (Supplementary Fig. 1).

In summary, these data show that many genes that are activated or repressed in the hypertrophied or failing RV are already highly expressed in the LV in an age-dependent manner and may become additionally co-regulated, especially in the decompensating heart. Examples are known marker genes such as *Acta1*, *Cilp*, *Nppa* or *Nppb* (highlighted in orange in Fig. 2b). 

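*Nppa* rose to 3130 ± 1239 (SD, n = 6) normalized counts in RV PAB-H, a log2 fold change of 3.28 (standard error 0.56, adjusted p = 0.000846) by edgeR, and by 6.17 (standard error 0.53, adjusted p = 3.7e-12) in RV PAB-F, whose mean of 23650 normalized counts was 8200 without replicate 1. For *Nppb* the log2 fold changes were 1.21 (standard error 0.24, adjusted p = 0.00238) and 2.45 (standard error 0.23, adjusted p = 6.26e-13), with 8780 ± 4973 (SD, n = 6) against 1603 ± 526 (SD, n = 9) normalized counts at failure. *Acta1* changed by 2.01 (standard error 0.38, adjusted p = 0.00184) and 2.52 (standard error 0.36, adjusted p = 5.63e-07) and *Cilp* by 2.27 (standard error 0.46, adjusted p = 0.00309) and 2.62 (standard error 0.45, adjusted p = 2.33e-05). The mean of *Cilp* was 194 normalized counts in RV PAB-H and 97.6 without replicate 2, and 157 in RV PAB-F and 89.7 without replicate 1. All 4 genes were called whichever 1 banded library was left out. In the sham animals at failure stage, the RV held less of these transcripts than the LV, with log2 fold changes of -2.28 (adjusted p = 6.79e-15) for *Nppb*, -1.68 (adjusted p = 6.99e-06) for *Acta1* and -2.34 (adjusted p = 7.91e-07) for *Cilp*. In LV PAB-F the log2 fold changes were 0.87 (adjusted p = 1) for *Nppa*, 0.46 (adjusted p = 1) for *Nppb*, 0.45 (adjusted p = 1) for *Acta1* and 0.10 (adjusted p = 1) for *Cilp*. *Nppb* lay above all 9 sham libraries in 4 of 6 LV PAB-F libraries. The change of *Cilp* there had the opposite sign with sex as a covariate (−0.03). The PAB-F response of the RV exceeded that of the LV for *Nppa* by 5.30 (standard error 0.75, adjusted p = 5.02e-05), for *Nppb* by 2.00 (standard error 0.32, adjusted p = 0.000189), for *Cilp* by 2.51 (standard error 0.61, adjusted p = 0.0479) and for *Acta1* by 2.07 (standard error 0.51, adjusted p = 0.0482) on the log2 scale. From these patterns, the paper concludes that many genes activated in the hypertrophied or failing RV are already highly expressed in the LV with age, and proposes that they may become additionally co-regulated.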

Functionally, the different expression patterns of these genes are most likely associated with diverse molecular remodeling processes (including the ECM) that are coordinated at the transcriptome level under PAB conditions.

### Gene regulatory networks in the transition from RVH to RVF

Next, the 224 PAB-regulated genes of the RV only were segregated into five distinct patterns according to their changes during transition from healthy to diseased states (Fig. 3a–c).

**Fig. 3:**
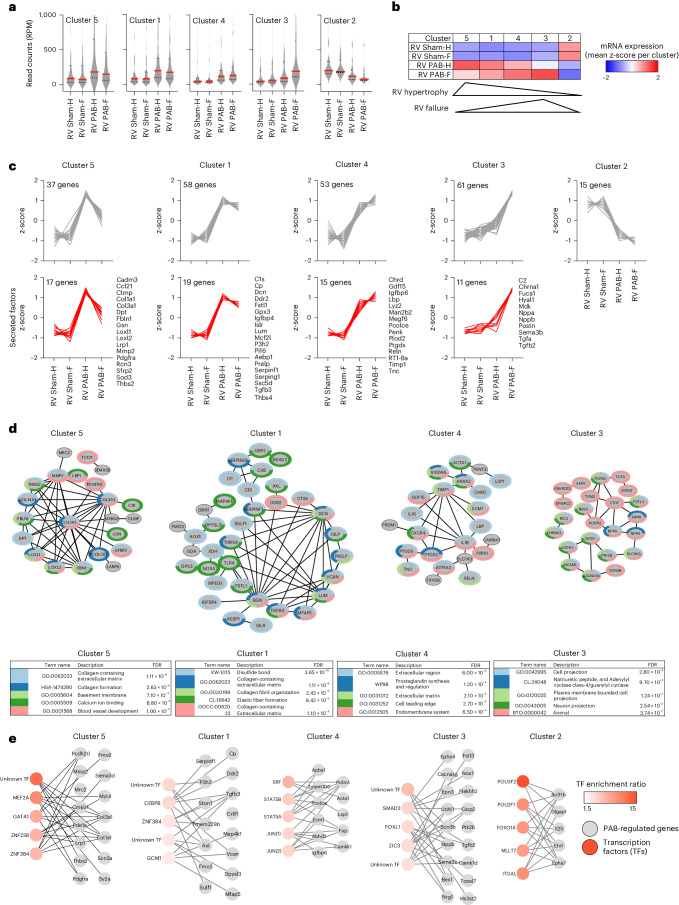
Identification of gene regulatory networks underlying the transition from RVH to RVF. **a**, The mRNA expression values of all 224 PAB-regulated genes from RVs were segregated into five groups by hierarchical *k*-means clustering. Violin plots show all normalized read counts (reads per million (RPM)), medians (solid red lines) and 1st and 3rd quartiles (dotted red lines). **b**, z-scaled heatmap of mean mRNA expression for the genes of the five clusters from **a**. Triangles indicate the overall regulation of clusters 5 and 3, which most specifically characterize the transition from the compensatory to the decompensated states. **c**, Upper panels: z-scaled expression changes of all individual genes per cluster. Lower panels: subgroups of genes from each cluster (also shown by gene name) encoding secreted factors according to a recent annotation of the secreted proteome^18^. **d**, Upper part: physical and functional protein networks for all genes (gray nodes) from each cluster shown in **c** based on STRING database annotations^80^. All PPI categories of STRING (text mining, experiments, databases, co-expression, neighborhood, gene fusion and co-occurrence) and all pathway categories were selected. Depicted are only genes with at least one documented PPI (dark gray edges). All edges had a STRING confidence score greater than 0.4. Lower part: top five enriched pathway terms associated with the genes of each cluster as determined by Cytoscape and the integrated STRING application. Colors of tables and node borders indicate the top five enriched pathway terms associated with each individual gene. FDR indicates the false discovery rate for pathway enrichment. **e**, All genes of each cluster were examined for their overrepresentation in annotated TF gene sets of the MSigDB (https://www.gsea-msigdb.org/gsea/msigdb)^73^. Shown are the top five significantly enriched TFs (reddish nodes) that are connected to their target genes (gray nodes) by gray connecting edges. The complete lists of the top 10 enriched unique TFs and all unique target genes are shown in Supplementary Fig. 2a. The mRNA expression values for these TFs in the rat heart are shown in Supplementary Fig. 2b. Source data

Cluster 5, 1 and 4 genes increased strongly upon PAB, whereby cluster 5 and 1 genes were highest at the compensatory state and decreased thereafter. In contrast, cluster 4 genes further increased upon decompensation. 

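In the RV alone, cluster 5 (37 genes) scored 4.11 ± 0.92 (SD, n = 6) against 3.12 ± 0.27 (SD, n = 7) in RV PAB-H against RV Sham-H and 3.71 ± 0.54 (SD, n = 6) against 2.97 ± 0.37 (SD, n = 9) in RV PAB-F against RV Sham-F, higher by 0.99 (exact permutation, adjusted p = 0.00648) and 0.74 (exact permutation, adjusted p = 0.0116). For cluster 1 the differences were 1.09 (exact permutation, adjusted p = 0.00333) and 0.99 (exact permutation, adjusted p = 0.0035), and for cluster 4 0.98 (exact permutation, adjusted p = 0.002) and 1.26 (exact permutation, adjusted p = 0.002). These p values are adjusted over 20 tests. The change from the compensated to the decompensated stage, tested as the difference between both responses by permuting the stage labels, was -0.24 for cluster 5 (adjusted permutation p = 0.728), -0.09 for cluster 1 (adjusted permutation p = 0.845) and 0.28 for cluster 4 (adjusted permutation p = 0.608). The direct difference between RV PAB-F and RV PAB-H was -0.39 (exact permutation, adjusted p = 0.499) for cluster 5, -0.10 (exact permutation, adjusted p = 0.845) for cluster 1 and 0.16 (exact permutation, adjusted p = 0.755) for cluster 4. None of these changes between the stages was distinguishable from the spread between animals, which for cluster 5 had an SD of 0.92 (n = 6) in RV PAB-H and 0.54 (n = 6) in RV PAB-F.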

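The score of cluster 3 (61 genes) was 3.21 ± 0.30 (SD, n = 6) against 2.25 ± 0.11 (SD, n = 7) in RV PAB-H against RV Sham-H, and 6 of 6 libraries lay above all sham libraries, with a difference of 0.96 (exact permutation, adjusted p = 0.002). In RV PAB-F the difference from sham was 1.60 (exact permutation, adjusted p = 0.002). Between RV PAB-F and RV PAB-H it was 0.89, with an unadjusted exact permutation p of 0.0498 and an adjusted p of 0.0905. This difference was 0.64 without RV PAB-F replicate 1, with an unadjusted exact permutation p of 0.0952. The response at failure exceeded that at the compensated stage by 0.64, with an adjusted permutation p of 0.318.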

Cluster 3 genes were not or not as strongly increased at the compensatory state but were strongly induced in the failing RV. 

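Cluster 2 of Fig. 3 holds the same 15 genes as cluster 4 of Fig. 2. Between RV PAB-F and RV PAB-H its score differed by -0.49 (exact permutation, adjusted p = 0.322), and the fall at failure differed from that at the compensated stage by -0.52, with an adjusted permutation p of 0.318.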

Cluster 2 genes comprised the smallest group of genes, which all were strongly downregulated during RVH and RVF (Fig. 3a–c).

Genes of clusters 1, 3, 4 and 5 (but not cluster 2) encoded 11–19 secreted proteins according to a recently published annotation of the secreted proteome^18^. 

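*Penk* rose from 282 ± 79.6 (SD, n = 9) normalized counts in RV Sham-F to 1930 ± 1459 (SD, n = 6) in RV PAB-F, and its log2 fold change was 2.23 (standard error 0.34, adjusted p = 0.000164) in RV PAB-H and 2.78 (standard error 0.32, adjusted p = 1.98e-09) in RV PAB-F by edgeR. *Timp1* changed by 1.44 (standard error 0.52, adjusted p = 0.0821) in RV PAB-H, where it was not called without replicate 1, 2 or 3, and by 1.63 (standard error 0.48, adjusted p = 0.017) in RV PAB-F, where its mean of 102 normalized counts was 48.8 without replicate 1 and it was not called. *Tgfa* did not meet the criteria in RV PAB-H, with 1.30 (standard error 0.53, adjusted p = 0.122), and rose by 3.61 (standard error 0.45, adjusted p = 1.29e-08) in RV PAB-F, from 14 ± 6.37 (SD, n = 9) to 173 ± 145 (SD, n = 6) normalized counts. For *Tgfb3* the order was the other way, with 1.17 (standard error 0.25, adjusted p = 0.00552) in RV PAB-H, lost without replicate 2, and 0.81 (standard error 0.24, adjusted p = 0.0179) in RV PAB-F, which is under the fold change required. The difference between the stages had an unadjusted p of 0.00146 for *Tgfa* and of 0.305 for *Tgfb3*, and an adjusted p of 1 for both by edgeR.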

Examples are *Penk* and *Timp1* (cluster 4) and *Nppa*, *Nppb*, *Tgfa* and *Tgfb3* (cluster 3) (Fig. 3c, lower graphs).

Many genes from clusters 1, 3, 4 and 5 encoded proteins that have known protein–protein interactions (PPIs) and assemble into complex functional interaction networks (Fig. 3d). Annotating individual network nodes with the five most strongly enriched pathway terms revealed multiple terms associated with collagen formation and ECM (clusters 1, 4 and 5) but also terms specific for one cluster, such as prostaglandin metabolism (cluster 4) or calcium ion binding or blood vessel development (both associated with cluster 5) (Fig. 3d).

Genes from clusters 1–5 were overrepresented in gene sets containing annotated binding sites for specific transcription factors (TFs). We identified 32 TFs regulating 106 of the 244 PAB genes (Supplementary Fig. 2a). Exemplified by the top five most enriched TFs (colored in red in Fig. 3e), the genes of each cluster are predicted to be regulated by specific combinations of TFs—for example, the cluster 5 genes *Col1a1*, *Col3a1*, *Myl4*, *Pcdh20*, *Pdgfra* and *Sv2a* are regulated by the TF MEF2a, whereas the cluster 4 genes *Abhd2*, *Camkk1*, *Prdm1*, *Ecm1*, *Fap* and *Igfbp6* are regulated by the TF JUN (Fig. 3e). 

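In RV PAB-F against RV Sham-F, *Jun* had 6667 ± 1489 (SD, n = 6) against 8233 ± 623 (SD, n = 9) normalized counts, a log2 fold change of -0.30 (standard error 0.14, adjusted p = 0.143) by edgeR. *Mef2a* fell by 0.74 on the log2 scale (standard error 0.15, adjusted p = 0.000538), from 3119 ± 262 (SD, n = 9) to 1870 ± 261 (SD, n = 6) normalized counts, with 6 of 6 libraries below all sham libraries. For *Stat5b* the log2 fold change was -0.28 (standard error 0.08, adjusted p = 0.016), for *Srf* -0.22 (standard error 0.12, adjusted p = 0.197) and for *Cebpb* -0.18 (standard error 0.23, adjusted p = 0.637). All 5 estimates were negative, and none of the 5 genes met the criteria. *Mef2a* and *Stat5b* had an adjusted p under 0.05.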

Seventeen of the predicted TFs were found in the RV, of which *Jun*, *Srf*, *Nlf1*, *Mef2a*, *Cebpb* and *Stat5b* were most strongly expressed, but, overall, their mRNA expression levels changed only weakly during PAB (Supplementary Fig. 2b), suggesting that their predicted contribution to the regulation of PAB-specific genes will involve other levels of molecular regulation, such as post-translational or epigenetic mechanisms.

In summary, the transition phase from compensated to decompensated RHF is associated with the activation of specific, relatively small gene regulatory networks encoding mainly protein networks involved in collagen and matrix metabolism. The time-dependent induction or repression of these genes correlates with different patterns of mRNAs encoding multiple secreted factors. Known biomarkers such as *Nppa* or *Nppb*, together with *Tgfa* or *Tgfb2*, steadily increase in the failing RV (see cluster 3), whereas cluster 5 genes such as *Col1a1*, *Co13A1* or *Pdfgra* already decrease when the compensated situation shifts toward decompensation, suggesting that this group may serve as a novel combination of biomarkers for early deterioration of RV function. 

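*Tgfb2* was at 413 ± 134 (SD, n = 6) against 119.5 ± 34.3 (SD, n = 7) normalized counts in RV PAB-H against RV Sham-H and at 990.4 ± 775 (SD, n = 6) in RV PAB-F, with log2 fold changes of 1.79 (standard error 0.39, adjusted p = 0.00566) and 2.59 (standard error 0.36, adjusted p = 2.92e-07) by edgeR. *Col1a1* rose by 1.29 (standard error 0.36, adjusted p = 0.0272) in RV PAB-H and by 1.43 (standard error 0.35, adjusted p = 0.00334) in RV PAB-F, and *Col3a1* by 1.37 (standard error 0.37, adjusted p = 0.0227) and 1.53 (standard error 0.35, adjusted p = 0.00169). *Pdgfra* met the criteria in RV PAB-H, with 1.22 (standard error 0.33, adjusted p = 0.0212), and not in RV PAB-F, with 0.77 (standard error 0.31, adjusted p = 0.0836). Their normalized counts fell between both stages in the banded and in the sham animals, for *Col1a1* from 2540 to 1418 upon PAB and from 1035 to 527 in sham. Against its own sham group, the response at failure differed from that at the compensated stage by 2.89 (adjusted p = 1) for *Nppa*, 1.24 (adjusted p = 1) for *Nppb*, 2.30 (adjusted p = 1) for *Tgfa*, 0.81 (adjusted p = 1) for *Tgfb2*, 0.13 (adjusted p = 1) for *Col1a1*, 0.16 (adjusted p = 1) for *Col3a1* and -0.45 (adjusted p = 1) for *Pdgfra* on the log2 scale. Before adjustment, p was 0.000426 for *Nppa*, 0.000336 for *Nppb* and 0.00146 for *Tgfa* by edgeR. *Col1a1*, *Col3a1* and *Pdgfra* were not called in RV PAB-H without replicate 2, and *Col1a1* and *Col3a1* not in RV PAB-F without replicate 1. The mean of *Col3a1* fell from 5591 to 3662 normalized counts without the former library and from 3805 to 2397 without the latter, which lowered the mean of *Col1a1* in RV PAB-F to 933. With sex as a covariate, *Col1a1* (1.20) and *Col3a1* (1.14) no longer met the criteria in RV PAB-H. All 3 of *Col1a1*, *Col3a1* and *Pdgfra* are on the fibroblast list. From the different time courses, the paper proposes that the cluster 5 genes may mark early deterioration of RV function.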

Bioinformatic analyses also suggest that gene sets regulated in the same direction are under the control of specific TF networks.

### PAB or AOB regulate largely different sets of genes

Using the same strategies, we addressed the question as to which extent PAB-dependent gene sets would overlap with the 127 genes regulated upon AOB (Fig. 1c).

As shown in Extended Data Fig. 6a–c, AOB genes were segregated into four patterns, of which cluster 1 contained 75 genes that were highly specifically induced in the LV only by AOB, with only seven genes (9%) also being regulated upon PAB. 

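Of the 75 genes of cluster 1, 11 (14.7%) were called upon PAB in the RV at either stage, and 7 (9.33%) with the study's DESeq2 setting. The cluster score was 3.27 ± 1.36 (SD, n = 7) against 2.03 ± 0.37 (SD, n = 9) in LV AOB-F against LV Sham-F, a difference of 1.24 (exact permutation, adjusted p = 0.0176), with 3 of 7 libraries above all sham libraries. Replicates 6 and 7, at 4.96 and 5.42, lay far above the other 5, which ranged from 1.96 to 3.12. At the compensated stage the difference was -0.02 (exact permutation, adjusted p = 0.871) in LV AOB-H. In the ventricles that took no part in the choice of genes, the score was higher by 0.77 (exact permutation, adjusted p = 0.0703) in RV AOB-F, by 0.63 (exact permutation, adjusted p = 0.0703) in RV PAB-F and by 0.17 (exact permutation, adjusted p = 0.422) in LV PAB-F, with p adjusted over the 24 tests of the 4 clusters. Before adjustment the first 2 had an exact permutation p of 0.0411 and 0.0388. They were 0.51 (exact permutation p = 0.103) without RV AOB-F replicate 7 and 0.39 (exact permutation p = 0.117) without RV PAB-F replicate 1. On the LV minus RV score of each animal, a test added after the results were seen, the response to AOB at failure was larger in the LV by 0.47 (exact permutation, adjusted p = 0.0238). The study chose the genes of all 4 clusters on their change in the LV, which favours a larger LV response. This test is therefore not independent evidence for any of them.

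**Figure D2:**
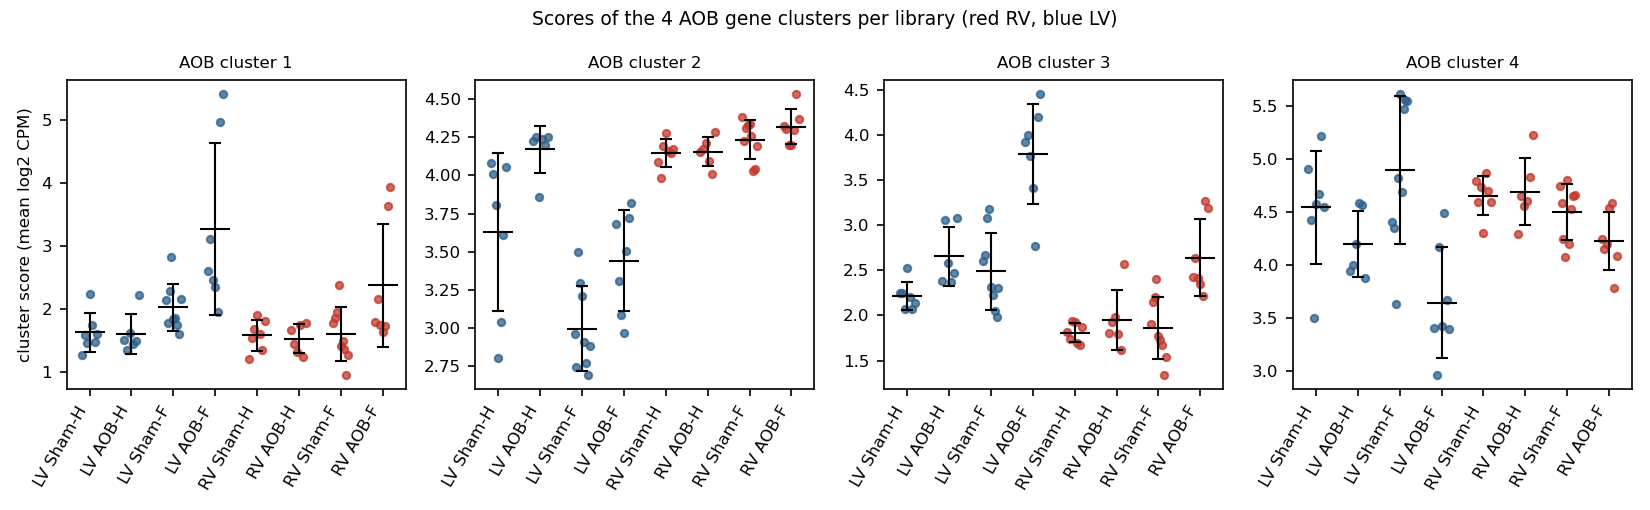
Scores of the 4 clusters of AOB-regulated genes in each library (mean log2 CPM over the genes of a cluster, y axis) by ventricle and condition (x axis), with RV libraries in red and LV libraries in blue. Lines and error bars give the mean and SD of each group. In cluster 1, 2 libraries of LV AOB-F lie at 4.96 and 5.42.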

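For cluster 2 (22 genes), the score was 4.23 ± 0.13 (SD, n = 9) against 3.00 ± 0.28 (SD, n = 9) in RV Sham-F against LV Sham-F, a difference of 1.24 (exact permutation, adjusted p = 0.000987), and 9 of 9 RV libraries lay above all LV libraries. In the LV upon AOB it was higher than in sham, by 0.54 (exact permutation, adjusted p = 0.0462) in LV AOB-H and 0.45 (exact permutation, adjusted p = 0.0371) in LV AOB-F. Both differences depended on how the genes were averaged. With the median over the genes they were 0.19 and 0.09 and did not pass the threshold.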

Cluster 2 genes were, on average, weakly downregulated in the LV upon AOB but were constitutively higher expressed in the RV compared to the LV. In contrast, cluster 3 genes largely overlapped between LV upon AOB and RV upon PAB, respectively. This set of genes contained *Nppa,* *Il1b*, *Tceal7, Tgfa* and *Tgfb2*. Interestingly, the inducible expression of these genes was strictly restricted to the corresponding ventricle adjacent to the banded vessel; thus, they increased in the LV upon AOB and in the RV upon PAB. 

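The score of cluster 3 (23 genes) was higher by 1.30 (exact permutation, adjusted p = 0.0048) in LV AOB-F and by 1.76 (exact permutation, adjusted p = 0.0048) in RV PAB-F. In the ventricles away from the band it was higher by 0.78 (exact permutation, adjusted p = 0.0048) in RV AOB-F, with 5 of 7 libraries above all sham libraries, and by 0.50 (exact permutation, adjusted p = 0.0703) in LV PAB-F. The latter was 0.39 without LV PAB-F replicate 1 (exact permutation p = 0.106). RV AOB-F replicates 1 and 6 held transcripts of both sexes, and the score was not tested without both. Without replicate 6 alone the difference in RV AOB-F was 0.679 (exact permutation p = 0.0016), the lowest with any 1 library left out. At failure, the response to AOB was larger in the LV than in the RV by 0.52 (exact permutation, adjusted p = 0.0126), tested on the difference between the ventricles of each animal. The choice of the genes on the LV favours this difference, as for cluster 1. Of the 23 genes, 20 (87.0%) were called upon PAB in the RV. In LV AOB-F against LV Sham-F, *Nppa* changed by 1.95 (standard error 0.50, adjusted p = 0.00661), *Il1b* by 1.78 (standard error 0.45, adjusted p = 0.00579), *Tgfa* by 1.59 (standard error 0.40, adjusted p = 0.00495) and *Tgfb2* by 2.04 (standard error 0.35, adjusted p = 7.06e-05) on the log2 scale (edgeR), whereas *Tceal7*, with 1.04 (standard error 0.42, adjusted p = 0.083), did not meet the criteria. *Tceal7* met them in LV AOB-F with sex as a covariate and without replicate 6 or 7. *Il1b* had a mean of 135 normalized counts in LV AOB-F, 73.9 without replicate 7, and was not called without it. In RV AOB-F against RV Sham-F, *Nppa* was higher by 2.82 (standard error 0.51, adjusted p = 0.00246), from 328 ± 175 (SD, n = 9) to 2319 ± 1427 (SD, n = 7) normalized counts. *Tceal7*, with 1.73 (adjusted p = 0.132), and *Tgfb2*, with 1.11 (adjusted p = 0.512), also met the criteria in RV AOB-F, the latter not without replicate 6, and *Il1b*, with 1.15 (adjusted p = 0.863), and *Tgfa*, with 0.93 (adjusted p = 1), did not. *Il1b* met them there in 5 of 21 settings run, among them the fits without replicate 3 or replicate 4. In LV PAB-F, the log2 fold changes of *Il1b*, *Tceal7*, *Tgfa* and *Tgfb2* lay between 0.53 and 0.77, each with an adjusted p of 1. The difference between the ventricles upon AOB had an adjusted p of 0.679 for *Nppa*, 0.713 for *Tgfa* and 0.533 for *Tgfb2*. Upon PAB at failure the RV response exceeded the LV response for *Tgfa* by 2.84 (adjusted p = 0.0159), for *Tgfb2* by 2.06 (adjusted p = 0.0483), for *Tceal7* by 2.46 (adjusted p = 0.0527) and for *Il1b* by 0.87 (adjusted p = 0.557).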

Lastly, cluster 4 genes were strongly downregulated by AOB in the LV and weakly downregulated in the RV upon AOB but not regulated by PAB. These genes, therefore, represent an AOB-specific set that is negatively co-regulated in the LV and RV. 

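Cluster 4 holds 7 genes. Their score fell by 1.25 in LV AOB-F (exact permutation, adjusted p = 0.0122), from 4.90 ± 0.70 (SD, n = 9) to 3.65 ± 0.52 (SD, n = 7), with 4 of 7 libraries below all sham libraries. In RV AOB-F the difference was -0.27 (exact permutation, adjusted p = 0.0868), in RV PAB-F -0.38 (exact permutation, adjusted p = 0.0703) and in LV PAB-F -0.27 (exact permutation, adjusted p = 0.422). The unadjusted exact permutation p in RV PAB-F was 0.044, and 0.134 without replicate 1, where the difference was −0.22. As a mean of z scores in place of log2 counts, the fall in RV AOB-F was 0.43 and passed the threshold, and as a median over the genes the fall in LV AOB-F was 1.46 and did not. No gene of the cluster (0 of 7) was called upon PAB. The fall upon AOB at failure was larger in the LV than in the RV by -0.98 (exact permutation, adjusted p = 0.0177), a difference that the choice of the genes on the LV favours.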

Altogether, only 27 (21%) of the 127 AOB genes were also co-regulated in both PAB conditions.

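Of the 169 genes called in the LV upon AOB at either stage, 44 (26.0%) were also called in the RV upon PAB at either stage, where 4.88 would be shared by chance. With the study's DESeq2 setting, 28 of 128 (21.9%) were shared, and by adjusted p 17 of 99 (17.2%). The libraries compared differ, since the RV of the sham animals served as control upon PAB and their LV upon AOB. The sham animals were the same, and their RV and LV libraries deviated together from the group means. The median r was 0.231 in Sham-H and 0.249 in Sham-F. The 4.88 holds for independent lists, so the overlap that shared control animals alone would give is not known. From its comparison of both models, the paper concludes that right and left heart failure differ in major respects.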

Cluster 1 genes contained 14 secreted factors, including five chemokines (*Ccl2*, *Ccl20*, *Ccl27*, *Ccl7* and *Cxcl2*) and two integrins (*Itgam* and *Itgb2*), which regulate leukocyte trafficking and activation, whereas the other three clusters encoded only seven secreted factors (Extended Data Fig. 6d).

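In LV AOB-F, *Ccl2* had 214 ± 199 (SD, n = 7) against 73.9 ± 31.6 (SD, n = 9) normalized counts in LV Sham-F, a log2 fold change of 1.53 (standard error 0.36, adjusted p = 0.00306) by edgeR. The log2 fold changes were 2.12 (standard error 0.42, adjusted p = 0.000643) for *Ccl7*, 1.66 (standard error 0.41, adjusted p = 0.00508) for *Cxcl2*, 5.16 (standard error 0.81, adjusted p = 1.46e-05) for *Ccl20* and 1.64 (standard error 0.42, adjusted p = 0.00613) for *Ccl27*. For the integrins they were 2.37 (standard error 0.49, adjusted p = 0.000981) (*Itgam*) and 2.18 (standard error 0.52, adjusted p = 0.00375) (*Itgb2*). In each of these genes no more than 4 of 7 libraries lay above all sham libraries. Replicates 6 and 7 held the highest values of *Ccl20*, with 442 and 488 normalized counts, and the mean of 135 was 84 without replicate 6 and 76.4 without replicate 7. Without replicate 7 the means fell from 62.7 to 36.6 normalized counts for *Ccl27*, from 183 to 104 for *Itgam* and from 223 to 129 for *Itgb2*. *Ccl27* was not called without replicate 6 or without replicate 7. The score of the macrophage list differed between LV AOB-F and LV Sham-F by 0.86 (exact permutation, adjusted p = 0.121), and that of the neutrophil list by 0.79 (exact permutation, adjusted p = 0.357).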

We identified 30 unique TFs suggested to regulate 64 AOB target genes of clusters 1–4 (Extended Data Fig. 6e and Supplementary Fig. 3a).

Of the top 100 enriched pathway terms, 27 were specific for AOB-regulated or PAB-regulated genes, and 73 terms overlapped (Extended Data Fig. 6f and Supplementary Fig. 3b). Three of the unique terms for AOB (R-HSA-6798695, GO:0007159 and GO:0031622) referred to inflammatory processes, consistent with the regulation of secreted inflammatory mediators found in the highly LV-specific and AOB-specific cluster 1 (Extended Data Fig. 6f).

In conclusion, the direct comparison of the AOB with the PAB models indicated major differences between RHF and LHF that manifested at the gene, secreted factor, TF network and pathway levels as shown by the Venn diagrams in Extended Data Fig. 6f,g.

### Spatially heterogeneous regulation of PAB-dependent genes

To validate DEGs regulated upon PAB, we first subjected LV, RV and septum samples of whole hearts from AOB and PAB animals to RNA-seq, to test the possibility that the isolation procedure of cardiomyocytes contributed per se to the regulation of DEGs (Extended Data Fig. 7a). Second, we examined and quantified the in situ mRNA expression of prototypical PAB-regulated genes by single-molecule RNA fluorescence in situ hybridization (smRNA-FISH) in whole heart sections (Fig. 4).

**Fig. 4:**
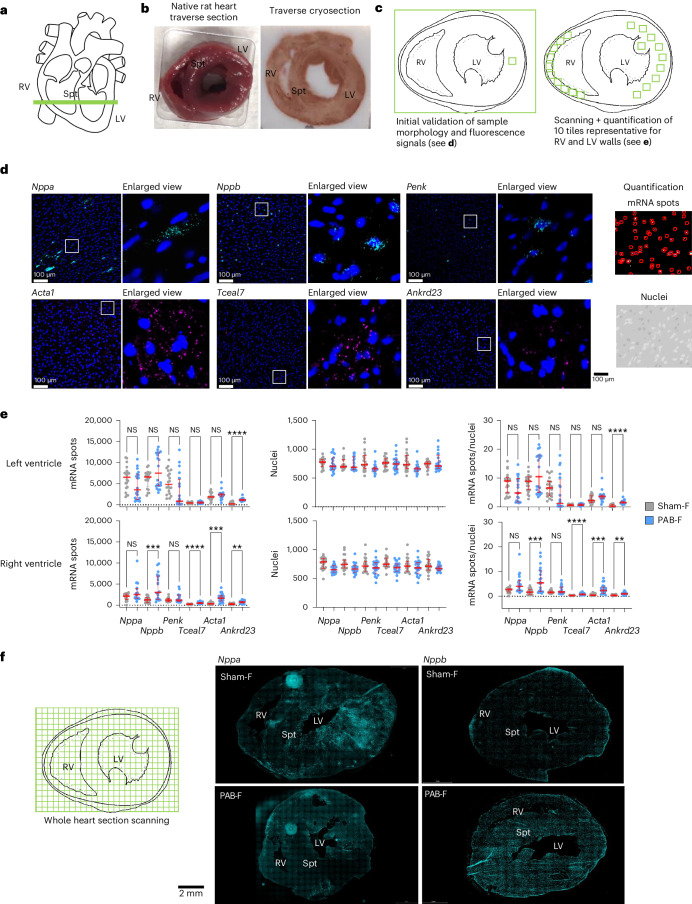
Spatial regulation of PAB-regulated genes in the whole rat heart revealed by RNA-FISH. **a**, Scheme of the location of traverse sections of the heart used for smRNA-FISH. **b**, Rat heart samples before and after processing for cryosections. **c**, Schematic of the strategy for scanning the walls of the RVs and LVs through 10 tiles of equal-sized sections each. **d**, Representative images of smRNA-FISH performed on 7-µm cryosections. Samples were hybridized with pairs of probes for the indicated transcripts, and mRNAs were visualized by two different fluorophores. Nuclei were stained in parallel with DAPI. White inserts are shown as enlarged view on the right side of each image to demonstrate the spatial distribution of mRNA signals in the dense cardiomyocyte cell layers. Right upper and lower panels demonstrate the automated detection and quantification of mRNA spots (upper image) or nuclei (lower image) of each section by Icy software (version 2.4.2.0) (https://icy.bioimageanalysis.org/)^81^. Scale bars indicate 100 µm. Images are representative for one out of two experiments with similar results. **e**, Rat hearts from controls or PAB-operated animals were obtained at the RHF states (Sham-F, PAB-F) and processed for smRNA-FISH as shown above. The graphs show quantification of mRNA spots, nuclei and mRNA spot signals normalized for cell number of each section according to the nuclei counts. Scatter plots show data from 20 sections derived from two biologically independent experiments. Red lines show medians, and whiskers show 1st and 3rd quartiles. Significant changes were identified by one-way ANOVA; asterisks indicate *P* values (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). **f**, Left, schematic strategy for whole heart scans. Right, spatial distribution of *Nppa* and *Nppb* mRNA signals across the whole heart before and after PAB. Scale bar, 2,000 µm. Images are representative for one out of two experiments with similar results. NS, not significant; Spt, septum. Source data

Forty-seven out of 674 DEGs observed in whole heart samples overlapped with the principal set of 224 PAB-regulated genes of cardiomyocytes (Extended Data Fig. 7b). These genes mapped to common pathways such as muscle contraction and development (R-HSA-397014, GO:0061061), circulatory system (GO:0003013) and blood vessel development (GO:0001568) (Extended Data Fig. 7c). Overlapping genes were more strongly regulated in isolated cardiomyocytes compared to whole heart samples, in line with whole heart transcriptome sequencing reducing the sensitivity for cardiomyocyte-specific DEGs (Extended Data Fig. 7d).

From the 47 genes, we chose *Ankrd23*, *Tceal7*, *Penk*, *Nppb* and *Acta1* for follow-up smRNA-FISH because they were strongly regulated in the RV and highly expressed in RNA-seq analyses, as shown by the heatmap in Extended Data Fig. 7d.

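*Ankrd23* had 2745 ± 2061 (SD, n = 6) against 302 ± 154 (SD, n = 9) normalized counts in RV PAB-F against RV Sham-F, a log2 fold change of 3.18 (standard error 0.37, adjusted p = 3.17e-09) by edgeR, and changed by 2.17 (standard error 0.40, adjusted p = 0.00138) in RV PAB-H. *Tceal7* changed by 2.48 (standard error 0.51, adjusted p = 0.00309) and 3.17 (standard error 0.45, adjusted p = 2.42e-07), with 186 ± 124 (SD, n = 6) against 20.4 ± 10.4 (SD, n = 9) normalized counts at failure. Both were called whichever 1 banded library was left out. The PAB-F response of the RV exceeded that of the LV by 2.80 (standard error 0.52, adjusted p = 0.00313) for *Ankrd23* and by 2.73 (standard error 0.45, adjusted p = 0.00034) for *Penk* on the log2 scale.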

Traverse heart cryosections were hybridized with probes, and 10 representative sections of RV and LV walls were scanned (Fig. 4a–c). *Nppa*, *Nppb*, *Penk* and *Ankrd23* mRNA spots showed remarkably heterogeneous expression patterns, whereas *Acta1* and *Tceal7* mRNA spots were detected more evenly in many cardiomyocytes (Fig. 4d). Quantification confirmed significant PAB-dependent increases in *Nppb*, *Acta1*, *Tceal7* and *Ankrd23* specifically in the RV, whereas *Ankrd23* was the only gene significantly changing also in the LV (Fig. 4e). *Penk* mRNA also increased but only in a part of all sections (Fig. 4e).

Exemplarily mounted whole images from 400 scans of heart sections, covering the entire heart area, corroborated the single-cell variability of gene expression in individual, even adjacent, cardiomyocytes. In sham animals, *Nppa* appeared to be prevalently expressed in the LV, whereas, upon RHF, its expression increased also in more areas of the RV. *Nppb* was only sporadically found in the RV of sham animals, whereas its expression increased in both ventricles upon PAB (Fig. 4f).

Together, whole heart RNA-seq and RNA-FISH confirmed many of the PAB-regulated genes and further indicated that strong peaks of localized gene expression occur in both healthy and diseased hearts.

### Confirmation of rat PAB-regulated mRNAs at the proteome level

By proteomic analysis, we identified 3,768 proteins from the rat models (Fig. 5a). Large groups of differentially expressed proteins (DEPs) characterized the different disease conditions, with RV PAB-F and LV AOB-F showing the strongest changes (Fig. 5b and Supplementary Fig. 4a). Multiple upregulated proteins mapped exclusively to (cardiac) muscle-related terms, whereas downregulated proteins were strongly associated with changes in mitochondrial biogenesis or energy metabolism (Fig. 5c, upper table). Further strongly enriched pathway terms were related to intracellular transport, (mitochondrial) translation and amide/nucleoside phosphate metabolism (Fig. 5c, lower table, and Supplementary Fig. 4b). Less than 25% of DEPs overlapped between PAB-regulated or AOB-regulated proteins in RV or LV, indicating that PAB or AOB change the cellular processes associated with HF through different sets of proteins (Fig. 5b,c).

**Fig. 5:**
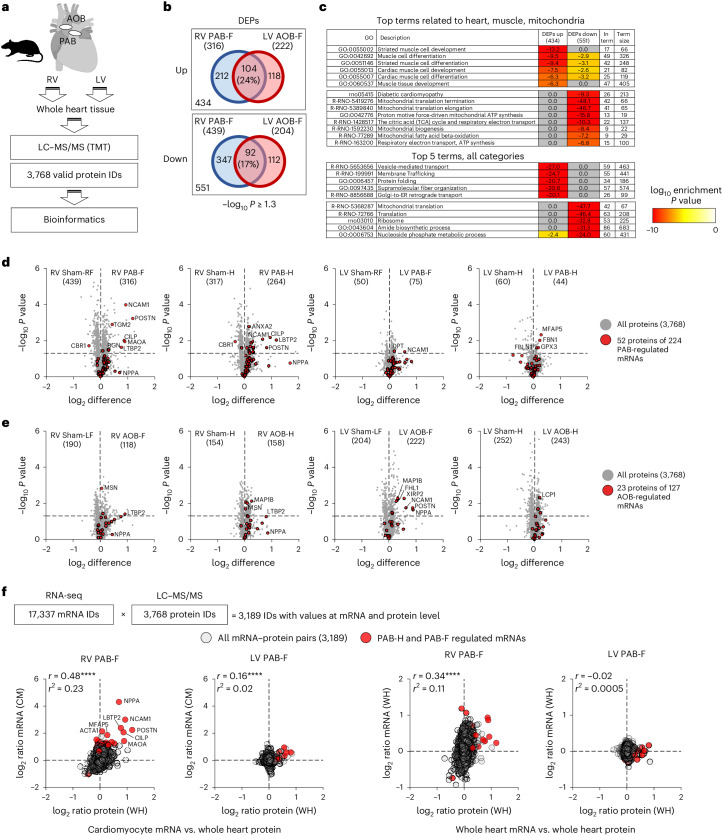
Proteome analysis of common and differentially regulated factors in the RV and LV of PAB and AOB rat models. **a**, Overview of proteomic analyses. Tryptic peptides derived from RV or LV heart tissues of rats subjected to PAB or AOB conditions were labeled with tandem mass tags (TMTs) (*n* = 8 rats per group). In total, 4,149 protein IDs were identified. Scaled, normalized data were log_2_ transformed and width normalized. The data matrix was reduced to 3,768 IDs based on 75% (that is, six out of eight) valid values in at least one group. **b**, Significantly differentially expressed proteins (DEPs) were identified based on pairwise comparisons of AOB or PAB conditions with sham controls using a −log_10_ *P* ≥ 1.3. Venn diagrams show the overlap of DEPs in the RV or LV upon PAB or AOB HF conditions. **c**, All upregulated or downregulated proteins in the PAB or AOB HF conditions as shown in **c** were pooled and analyzed separately for overrepresented pathway terms related to heart, (cardiac) muscle or mitochondria terms (upper table) or for all functional categories. **d**,**e**, Volcano plots show regulation and *t*-test results of all proteins in PAB or AOB conditions compared to the respective sham controls. Red symbols indicate proteins that matched the differentially expressed mRNAs of PAB (**d**) or AOB (**e**) conditions that we identified in Fig. 1f. Numbers in brackets within graphs highlight significantly upregulated or downregulated DEPs (−log_10_ *P* ≥ 1.3). **f**, RNA-seq and proteomic datasets were intersected to identify 3,189 genes with values for both mRNA and protein expression. Graphs show pairwise correlations of PAB-dependent changes for both RV and LV. *y* axes show changes of mRNA levels from cardiomyocytes (left graphs) or whole heart (right graphs), and *x* axes show changes of protein levels in whole heart. Red symbols highlight the factors of the principal set of 224 PAB-dependent genes that were regulated at the mRNA level. Pearson correlation coefficient (*r*) and coefficients of determination (*r*^2^) are indicated. Asterisks (****P ≤ 0.0001) indicate *P* values derived from an *F*-test to test the null hypothesis that the overall slope is zero. CM, cardiomyocyte; GO, Gene Ontology; WH, whole heart. Source data

Fifty-two proteins matching to 224 PAB-regulated transcripts identified by cardiomyocyte RNA-seq were also identified at the protein level and were among the most strongly regulated DEPs in the diseased RVs, as exemplified for Ncam1, Postn, Maoa, Cilp or Ltbp2 (Fig. 5d). This was also the case for 23 proteins out of 127 DEGs identified in AOB (Fig. 5e).

PAB-mediated changes of 3,189 factors with values in both transcriptomic and proteomic analyses correlated in the RV but not in the LV (Fig. 5f), and this effect was stronger with DEGs from cardiomyocyte RNA-seq (Fig. 5f, left graphs) compared to DEGs from whole heart RNA-seq (Fig. 5f, right graphs).

In summary, the measurable rat cardiac proteome was dominated by factors regulating muscle adaptation, mitochondrial and energy metabolism-related processes as well as intracellular transport and translation. Ventricle-related analysis revealed differential protein sets between PAB and AOB. Approximately 20% of DEGs identified by cardiomyocyte-specific RNA-seq analysis are recovered at the protein level, and many of these are among the most strongly regulated proteins.

### Functional validation of Penk in isolated rat cardiomyocytes

We chose *Penk* (proenkephalin) as an example for further in-depth validation of factors arising from the large-scale analyses, as the role of the opioid system in RV function is obscure^19^. Both mRNA and protein analysis confirmed a particularly strong upregulation of Penk in RV cardiomyocytes upon PAB (Fig. 6a,b). Penk protein is proteolytically processed into multiple opioid receptor agonistic peptides, including the pentapeptides Met-enkephalin and Leu-enkephalin, which activate µ-opioid and δ-opioid receptors in various parts of the body^20^. Leu-enkephalin dose-dependently suppressed contraction velocity and inhibited all additional functional parameters assessed in adult rat cardiomyocytes isolated from both the LV and the RV (Fig. 6c,d). Leu-enkephalin further suppressed the α1-adrenergic induction of LV or RV cardiomyocyte hypertrophy marker genes and prevented phenylephrine-induced increase in cardiomyocyte size (Fig. 6e,f). These data suggest that elevated Penk levels may contribute to anti-hypertrophic effects and reduced cardiomyocyte contractile function in failing RVs.

**Fig. 6:**
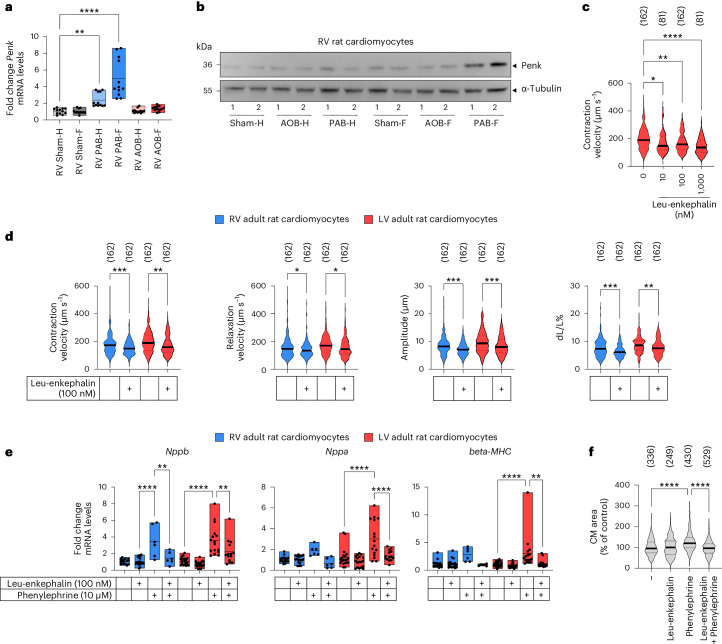
Validation of PAB-dependent regulation of Penk expression and suppression of cardiomyocyte contractility and hypertrophy by opioid peptides. **a**, *Penk* mRNA expression in RV cardiomyocytes isolated from sham, PAB or AOB conditions was analyzed by RT–qPCR. Box plots show data points from all individual animals with means and minimum/maximum values. Asterisks indicate significant changes according to one-way ANOVA (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). Graphs show all values, including technical duplicates from six biologically independent cardiomyocyte preparations. **b**, Cell extracts were isolated from pooled RV cardiomyocytes of 6–8 animals per condition and analyzed by western blotting for the expression of Penk. Two independent samples (1 and 2) per condition are shown. Antibodies against tubulin served as a loading control. **c**,**d**, Isolated RV or LV cardiomyocytes were paced at 2 Hz. Contraction or relaxation velocity, contraction amplitude and load-free cell shortening (expressed as dL/L (%)) were assessed. **c**, Dose response of LV cardiomyocytes treated with Leu-enkephalin for 10 min. **d**, Decreased contractility parameters of RV or LV cardiomyocytes treated with 100 nM Leu-enkephalin for 10 min. Total cell numbers from six independent cardiomyocyte preparations are shown in brackets. **e**, Isolated RV or LV cardiomyocytes were stimulated with 10 µM phenylephrine for 24 h in the presence or absence of 100 nM Leu-enkephalin. Expression of hypertrophy marker genes was analyzed by RT–qPCR. Changes of mRNA levels were calculated relative to the mean of all untreated controls. Box plots show all data points (including technical replicates) with means and minimum/maximum values obtained from four independent cardiomyocyte preparations. Asterisks indicate significant changes according to one-way ANOVA (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). **f**, Relative changes of cardiomyocyte area size under the conditions described in **e**. Total cell numbers from four independent cardiomyocyte preparations are shown in brackets. Solid lines in violin plots in **c**, **d** and **f** show medians; dotted lines show 1st and 3rd quartiles. Significant changes were identified by one-way ANOVA; asterisks indicate *P* values (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). CM, cardiomyocyte. Source data

### Overlap of rat and human gene sets in right heart disease

To explore the conservation and relevance of the PAB-regulated gene sets for humans, we analyzed 95 RNA-seq datasets from patients with CTEPH. RV biopsies were obtained during thoracic surgery at baseline (BL, prePEA) and for 24 patients also from the septum (by right heart catheter) during follow-up, 12 months after PEA (FU, postPEA) (Fig. 7a). Disease severity of the patients at BL was scored based on cardiac index, TAPSE/systolic pulmonary arterial pressure (sPAP) and N-terminal pro-brain natriuretic peptide (NT-proBNP) in line with European Society of Cardiology (ESC) guidelines^21^. Patients were stratified into low, intermediate and high 1-year mortality risk groups (Fig. 7b) and ranked for disease severity by equally weighting these parameters, so that higher ranks correlated with lower mortality (Fig. 7c).

**Fig. 7:**
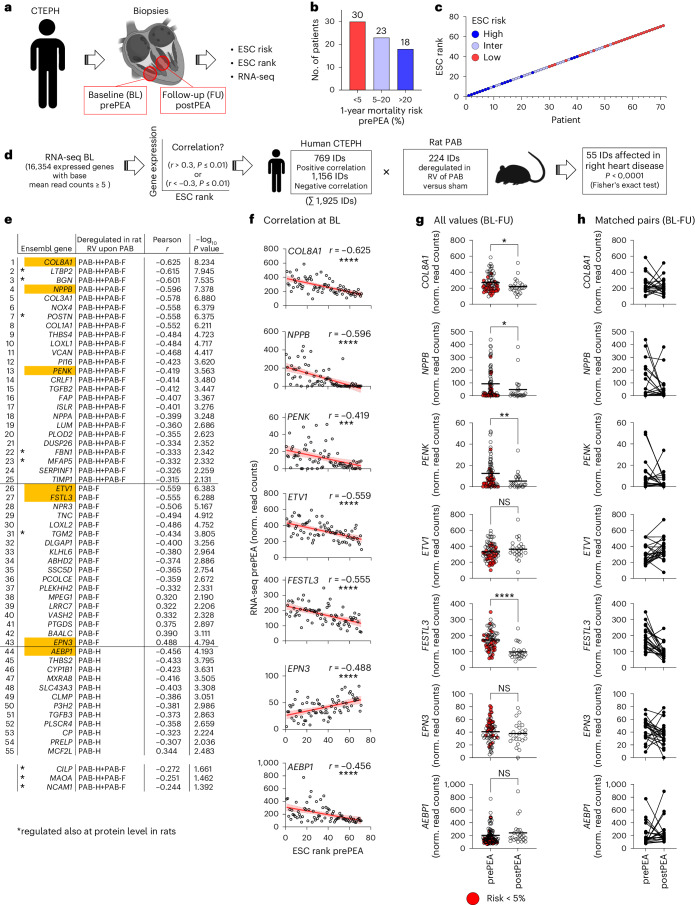
Rat PAB gene sets are deregulated in patients with CTEPH, and their expression levels correlate with disease severity. **a**, CTEPH patient cohorts and sample generation for RNA-seq. At baseline (BL, prePEA), RV wall tissues were collected during thoracic surgery of 71 patients. At follow-up (FU, postPEA), septum samples from 24 patients were obtained by right heart catheter. Clinical parameters were used to group patients at prePEA state according to the 1-year mortality risk (ESC risk) and rank them by disease severity (ESC rank) based on criteria of the European Society of Cardiology^21^. **b**, Proportion of patients prePEA with high, intermediate or low mortality risk. **c**, Relation of ESC rank to patient risk at prePEA state. **d**, Strategy to define expressed genes (IDs) at prePEA state that correlate significantly with ESC rank (Pearson *r* > or < 0.3 and *P* ≤ 0.01). This set of 1,925 IDs was intersected with the 224 PAB-regulated genes from the rat model (Fig. 1f), resulting in a significant (Fisher’s exact test, *P* < 0.0001) overlap of 55 genes. **e**, Fifty-five genes overlapping between rat and human RHF datasets, including Pearson correlation coefficients and *P* values at BL. Additionally, values for *CILP*, *MAOA* and *NCAM1* are shown. Asterisks mark genes with confirmation of regulation in rat PAB at the protein level (Fig. 5). **f**, Correlation of mRNA expression ((normalized (norm.) read counts)) with ESC rank at prePEA state for prototypical genes (marked in orange in **d**). The graphs display values for 71 patients, linear regression lines (in red), 95% confidence intervals (in gray), Pearson *r* and *P* values (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). **g**, mRNA expression of genes from **f** at time of surgery (prePEA, *n* = 71) and FU (postPEA, *n* = 24). Red colors mark values from patients with lowest mortality risk. Black lines show means, and asterisks indicate significant changes (Mann–Whitney test, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). **h**, mRNA expression values for 22 patients with paired samples at BL and FU. NS, not significant. Source data

Of 16,354 genes that were expressed at BL, 1,925 correlated either negatively or positively with ESC rank (Fig. 7d). In this dataset, 55 genes overlapped with 224 PAB-regulated genes (Fig. 7d,e and Source Data Fig. 7).

Most genes showed negative correlation, such as *COL8A1*, *NPPB*, *PENK*, *ETV1*, *FSTL3* and *AEBP1*, indicating that their levels increased with more severe RHF (Fig. 7e,f). Only seven genes, such as *EPN3*, showed a positive correlation, indicating that their expression might be beneficial (Fig. 7e,f). *CILP*, *MAOA* and *NCAM1* mRNA changes prePEA were also significantly correlated with ESC rank but were below the stringent filtering criteria applied to the top 55 genes (Fig. 7e). Nine of these factors were confirmed to be regulated at the protein level in rats, as shown in Fig. 5.

There was a significant reduction of mean *COL8A1*, *NPPB*, *PENK* and *FSTL3* mRNA levels at FU (Fig. 7g), whereby data from patients at low risk were mostly below the average already at BL (see red dots in Fig. 7g). This was not the case for *ETV1*, *EPN3* and *AEBP1* (Fig. 7g). Similarly, gene expression of 22 available paired samples showed a mixed pattern (Fig. 7h), in line with the interpretation that averaged mRNA expression data obtained from two different regions of the heart (RV wall and septum) in a clinically heterogeneous cohort of patients are more variable and have limited sensitivity to reflect the course of disease.

A further comparison to human HF transcriptomic data was performed by intersecting the rat PAB-regulated and human CTEPH (hCTEPH) patients’ genes with 4,238 significant genes extracted from 14,041 genes across 16 human LHF (hLHF) studies^15^.

Only 92 (2.2%) hLHF genes overlapped with PAB-regulated genes, whereas the overlap was 679 (16%) between hCTEPH and hLHF, consistent with the notion that RHF and LHF are largely regulated by distinct transcriptomic responses (Fig. 8a).

**Fig. 8:**
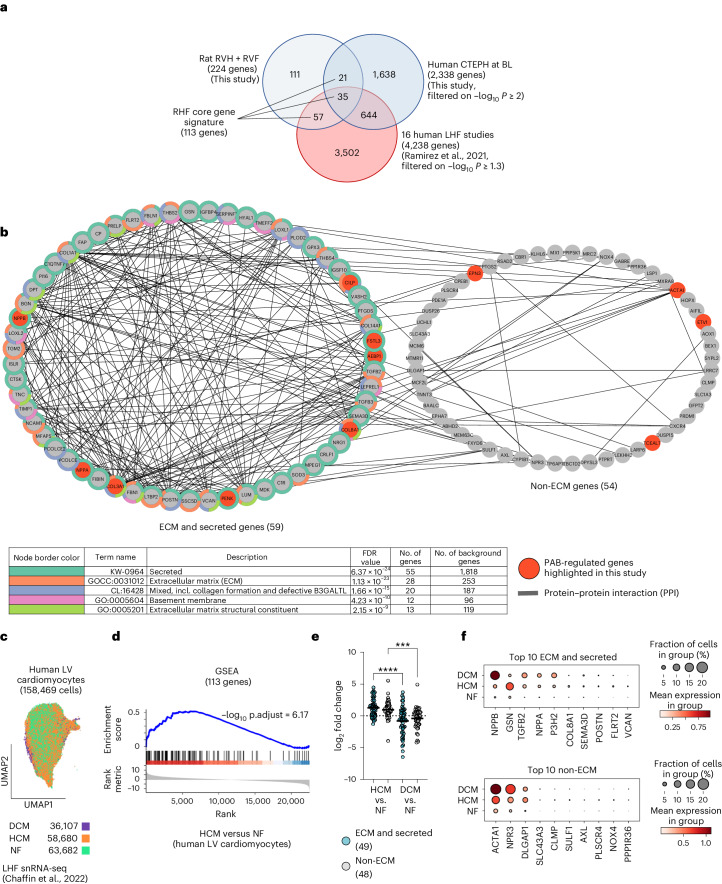
Meta-analyses of rat and human gene sets to derive a core gene signature for RHF. **a**, Intersection of 224 rat PAB-regulated genes with 2,338 genes of hCTEPH patients correlating significantly with ESC at BL (*P* values of −log_10_ ≥ 2; Fig. 7d) and with all 4,238 significant genes (−log_10_ meta-analysis Benjamini–Hochberg *P* ≥ 1.3) extracted from a total of 14,041 genes across 16 hLHF studies^15^. The overlapping 113 genes constitute a core signature for RHF. **b**, The 113 RHF core signature genes were examined for physical and functional protein networks for all genes (nodes) using STRING^80^. Based on the top five enriched pathways (colored in the table and the node borders), the network was split into two parts, representing 59 ECM and secreted or 54 non-ECM components, respectively. FDR indicates the false discovery rate for pathway enrichment. **c**, Uniform manifold approximation and projection (UMAP) plots of published snRNA-seq data of 158,469 LV cardiomyocytes from humans with DCM (*n* = 11) or HCM (*n* = 15) or from NF hearts (*n* = 16)^22^. **d**, Using a pseudo-bulk approach, data from **c** were ranked by differential gene expression comparing HCM with NF and subjected to GSEA with the 113 RHF core gene signature as the interesting set. The adjusted *P* value (p.adjust) indicates significant enrichment of these genes (shown by the blue line) in cardiomyocytes of HCM conditions. **e**, Data from **d** were filtered to identify significantly expressed components (mean reads > 5) of the two networks shown in **b**, resulting in 49 factors representing ECM and secreted components and 48 factors of the non-ECM network. The graphs show mean relative changes for each gene in cardiomyocytes comparing disease states with NF. Black lines show means, and asterisks show significant differences between HCM and DCM (one-way ANOVA, ***P ≤ 0.001, ****P ≤ 0.0001). **f**, Dot plots illustrating the fraction of cardiomyocytes (dot size) and the mean expression (color scale) for the top 10 regulated components of HCM conditions according to the ECM and secreted or the non-ECM groups. Source data

In total, 113 genes overlapped between rat and human gene sets, including many that were highlighted in our study (marked with orange color in Fig. 8a,b). The fact that these genes were also found in the large hLHF dataset is consistent with severe LHF also causing eventually RHF in some patients.

The RHF-associated genes were separated into two large functional and physical protein interaction networks (Fig. 8b). Fifty-nine components show multiple interactions and are most highly enriched for secreted factors involved in the regulation of the extracellular, collagen-containing matrix (Fig. 8b, left network), whereas the remaining 54 components show fewer interactions, indicating that they have different functions, and their roles in RV disease still need to be defined (Fig. 8b, right network).

The partial overlap with the hLHF datasets allowed a refined mapping of gene sets to individual cardiac cell types, leveraging recent snRNA-seq data from healthy donors with non-failing hearts (NF) and patients with LV hypertrophic cardiomyopathy (HCM) or dilated cardiomyopathy (DCM)^22^ (Fig. 8c and Extended Data Fig. 8a,b). Gene set enrichment analysis (GSEA) showed that the 113 RHF core signature genes were significantly overrepresented in cardiomyocytes isolated from patients with HCM but not DCM (Fig. 8d and Extended Data Fig. 8c). In contrast, the 111 rat-specific RHF genes from the Venn diagram shown in Fig. 8a were not enriched in HCM and DCM cardiomyocytes, consistent with this part of the RHF gene signature being right heart specific (Extended Data Fig. 8c). Aggregate or gene-based visualization of the components from the two networks shown in Fig. 8b confirmed that cardiomyocytes inducibly express various ECM and secreted factors as well as non-ECM components in an HCM-dependent or DCM-dependent manner (Fig. 8e,f).

At the example of 28 components of pathway GOCC:0031012 ‘Extracellular matrix’ (see table of Fig. 8b), we found that a small fraction of stressed (or activated) human cardiomyocytes defined by Chaffin et al.^22^ represents a potential source of ECM-related genes, such as *COL8A1*, *VCAN* and *FBN1* (Extended Data Fig. 8d). The expression patterns are distinct from a similarly sized small group of activated human fibroblasts and from all cardiac fibroblasts, which abundantly express ECM genes (Extended Data Fig. 8d). Adipocytes and vascular smooth muscle cells, but not immune cells (macrophages and lymphocytes) or endothelial cells, may also contribute to ECM gene expression of GOCC:0031012 to varying degrees (Extended Data Fig. 8d). The small, stressed (or activated) cardiomyocyte subpopulation represents 2.2% (3,357) of all cells and is distinct from *NPPB*-positive cardiomyocytes (Extended Data Fig. 9a,b). Stressed cardiomyocytes increase by 10-fold in HCM, whereas activated fibroblast subpopulations increase strongly in both HCM and DCM (Extended Data Fig. 9c). These cardiomyocytes appeared to adopt specific cellular states, characterized, for example, by the increased expression of *COL8A1*, one of most strongly regulated genes in rat PAB and hCTEPH (Extended Data Fig. 9d). They may, therefore, together with specific fibroblast subpopulations, be part of specialized cardiac niches, according to recent observations^23^. Collectively, the analyses of available snRNA-seq data provide additional support for cardiomyocytes as a source of the RHF genes identified in our study in response to pressure overload.

In conclusion, these data identified a unique set of RVH-related and RVF-related genes that overlapped between the rat PAB models and human RV disease. Many of these genes show a striking (mostly negative) correlation with disease severity in human patients. Therefore, akin to the study by Ramirez-Florez et al.^15^ for LHF, these genes define a first version of an RVF core gene signature.

### Sex-specific differences of RHF signature genes

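Sex was compared on the cluster scores of the animals, males against females within a condition, because animals and not genes are the replicates. Over the 5 clusters of Fig. 3 in the 4 RV conditions, 4 of 20 tests had an exact permutation p under 0.05 before and after adjustment. All 4 were in RV Sham-F, where males scored higher by 0.63 in cluster 1, 0.51 in cluster 3, 0.63 in cluster 4 and 0.59 in cluster 5 (exact permutation, adjusted p = 0.0397 each, from p = 0.00794, the smallest that 4 males against 5 females allow). In RV PAB-H and RV PAB-F, 4 males against 2 females allow no exact permutation p under 0.0667. Over the 4 AOB clusters in 4 LV conditions, 2 of 16 tests had an exact permutation p under 0.05 before adjustment and 0 after it. In LV Sham-F, cluster 3 was higher in males by 0.70 (exact permutation, adjusted p = 0.127) and cluster 4 lower, with a difference of −1.07 (exact permutation, adjusted p = 0.19). Whether the PAB response differed between the sexes was tested per gene by edgeR with sex-specific group means. At failure 0 genes had an adjusted p under 0.05 and 247 an unadjusted p under 0.05, and at the compensated stage the numbers were 0 and 533. None of the 224 PAB-regulated genes passed adjusted over the list alone (0 at either stage, with 6 and 80 at an unadjusted p under 0.05), although the study chose the list on these samples. For the AOB response at failure the same test gave 398 genes in the LV and 24 in the RV at an adjusted p under 0.05, and 86 and 67 of the 127 AOB-regulated genes over the list alone, which the study chose on the LV samples. Of 100 regroupings of the LV animals 14 gave 398 genes or more, so the LV difference is not separated from chance, and no regrouping was run for the RV. The RV numbers include RV AOB-F replicates 1 and 6, which held transcripts of both sexes, so they do not settle whether the RV response differed between the sexes.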

In rat cardiomyocytes, nine (45%) out of 20 clusters of the 224 PAB-regulated genes and two (17%) out of 12 clusters of the 127 AOB-regulated genes showed sex-specific differences in the expression of individual genes (Supplementary Fig. 5a,b). Fifty-eight PAB-regulated proteins that matched mRNA changes showed significant sex-dependent differences in the RV, unlike the 25 proteins deregulated in the LV upon AOB (Supplementary Fig. 6a–c). Correlation analysis of all conditions revealed no general sex-specific differences in the rat heart proteomes but confirmed some differences between male and female samples in the failing RV (Supplementary Fig. 6d). No differences between male and female patient samples were observed in the genes overlapping between rats and humans, as exemplified for four individual genes and confirmed across all 55 genes (Extended Data Fig. 10a–d). Thus, although the highly standardized animal models suggest some sex-specific differences in the regulation of RV key HF genes, the significance for human RV disease needs to be investigated in much larger patient cohorts that are appropriately powered for this aspect.

## Discussion

In this study, systematic comparisons of cardiomyocyte genes deregulated in rat PAB models with (1) AOB conditions, (2) deregulated genes in patients with CTEPH and (3) published meta-analyses of gene lists from LHF studies in patients led to the identification of a set of common genes and gene regulatory networks that, we think, defines an RVF core gene signature.

A predominant observation relates to the altered mRNA expression of a large number of factors of the ECM in the diseased RV, already at the compensated state.

Genes encoding specific fibrillar type I and III collagens (*Col1a1* and *Col3a1*) were among the most strongly (up)regulated ECM factors in both rat models and patients with CTEPH.

Fibrillar collagens (types I, II, III, V, XI, XXIV and XXVII) provide three-dimensional frameworks for tissues and organs that confer mechanical strength as well as signaling and organizing functions through binding to cellular receptors and other components of the ECM^24^. Collagen I (Col I) and Collagen III (Col III) are abundant in the heart, whereby their ratios vary across species and with age^25,26^. Multiple studies have revealed changes in Col I and Col III levels in different models of LV diseases (reviewed in ref. ^27^).

Additionally, the non-fibrillar collagen-encoding gene *Col8a1* was strongly upregulated in both rats and humans^28^. 

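*Col8a1* rose from 54.7 ± 11.1 (SD, n = 7) normalized counts in RV Sham-H to 234 ± 265 (SD, n = 6) in RV PAB-H, with a log2 fold change of 2.09 (standard error 0.40, adjusted p = 0.00184) by edgeR, and from 54.2 ± 18.5 (SD, n = 9) to 241 ± 277 (SD, n = 6) in RV PAB-F, with 2.13 (standard error 0.38, adjusted p = 4.84e-05). The means were 127 without RV PAB-H replicate 2 and 129 without RV PAB-F replicate 1. The gene was called whichever 1 banded library was left out.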

Double-deficient mice for the network-forming collagen type VIII (encoded by the *Col8a1* and *a2* genes) exhibited increased mortality after AOB, and the data suggested that Col 8 protects from early mortality and LV dilatation in response to pressure overload by promoting myofibroblast differentiation and fibrosis^29^. Mice lacking *Col8* had reduced baseline blood pressure and altered ECM composition of carotid arteries, suggesting that Col 8 also negatively regulates elastic fiber formation in the ECM of blood vessels^30^.

The transforming growth factor (TGF)-β isoforms *Tgfb2* and *Tgfb3* were among the core RV-regulated genes. The heart harbors latent TGF-β in the ECM, which is released upon cardiac injury and plays an important role in heart remodeling and fibrosis^31,32^. The highly homologous isoforms TGF-β1, TGF-β2 and TGF-β3 share a receptor complex and activate similar signaling pathways but execute distinct expression patterns and specific functions in vivo^31^. Isoform-specific roles in heart function remain less understood, because previous studies have largely focussed on TGF-β1 (refs. ^33,34^). Additionally, TGF-β activates *Nox4*, another gene of the RV core signature, that was identified as a major source of oxidative stress in failing hearts^35–37^.

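In RV PAB-F, *Nox4* was at 82.9 ± 49.5 (SD, n = 6) against 22 ± 7.11 (SD, n = 9) normalized counts in RV Sham-F, above all sham libraries in 6 of 6 libraries, with a log2 fold change of 1.90 (standard error 0.33, adjusted p = 2.03e-05) by edgeR. The change in RV PAB-H was 1.36 (standard error 0.33, adjusted p = 0.0112) and was not called without replicate 2.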

The ECM factors latent-transforming growth factor beta-binding protein 2 (LTBP2), periostin (POSTN) and versican (VCAN) were also found recently to be regulated in RV heart biopsies from patients suffering from pulmonary arterial hypertension (PAH), providing independent support of our results at the protein level in humans. This study also validated the regulation of LTBP-2 and COL18A1 and COL6A3 proteins in plasma from patients with PAH and suggested ECM factors as biomarkers for right heart disease^38^.

A particularly interesting question relates to the cellular sources of ECM factors, which were recently attributed largely to fibroblasts in stressed cardiac niches, which was supported by previous studies in mice with fibroblast-specific deletion of ECM genes^23,39^. Cardiomyocytes and fibroblasts represent approximately 50–60% of all cardiac cells in similar proportions, with cardiomyocyte numbers decreasing in disease (Extended Data Fig. 8)^22,40^. We cannot formally exclude the possibility that small amounts of contaminating fibroblasts contributed to the ECM signatures derived from the highly enriched rat cardiomyocyte preparations. However, our re-analysis of human snRNA-seq data from Chaffin et al.^22^ showed that an albeit small number of re-programmed cardiomyocytes, primarily activated in diseased hearts, may contribute to the expression of at least some ECM genes.

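In these libraries the fibroblast list, fixed in advance, scored 4.95 ± 0.97 (SD, n = 6) in RV PAB-H against 4.01 ± 0.30 (SD, n = 7) in RV Sham-H, a difference of 0.93 (exact permutation, adjusted p = 0.0516), and in RV PAB-F the difference was 0.81 (exact permutation, adjusted p = 0.0593). The former passed an adjusted p of 0.05 with the DESeq2 size factors (0.96). The endothelial list was higher by 0.56 (exact permutation, adjusted p = 0.0315) and 0.51 (exact permutation, adjusted p = 0.0198), and the ventricular cardiomyocyte list lower by 0.38 in RV PAB-F (exact permutation, adjusted p = 0.0346). As a median over genes, the endothelial list still passed in RV PAB-F (exact permutation, adjusted p = 0.0247). It did not in RV PAB-H (0.19), nor did the fibroblast list in RV PAB-H (0.223) or RV PAB-F (0.19) or the ventricular cardiomyocyte list in RV PAB-F (0.223). Within each group, the fibroblast list score was compared with the score of the 215 PAB-regulated genes outside the list and with that of cluster 3 of Fig. 3 (61 genes), with p adjusted over these 8 relations. For the 215 genes in RV Sham-F, Pearson's r was 0.848 (permutation p = 0.0022, adjusted p = 0.0176) and Spearman's rho 0.90 (permutation p = 0.00203) over 9 animals, and r was 0.773 without the 2 animals farthest from the median of the list score. In RV PAB-H, r was 0.921 (permutation p = 0.00556, adjusted p = 0.0222), rho 0.943 (permutation p = 0.0167) and r 0.778 without the 2 farthest of 6 animals. The relation did not pass the adjustment in RV PAB-F, with an r of 0.829 (permutation p = 0.0375, adjusted p = 0.0853, rho 0.829, permutation p = 0.0583), nor in RV Sham-H, with an r of 0.723 (permutation p = 0.0621, adjusted p = 0.0994, rho 0.679, permutation p = 0.11). Without the 2 farthest animals r was 0.938 in RV PAB-F and 0.887 in RV Sham-H. With cluster 3 of Fig. 3 none of the 4 relations passed the adjustment. In RV Sham-F r was 0.683 (permutation p = 0.0427, adjusted p = 0.0853, rho 0.867, permutation p = 0.00451), in RV PAB-F 0.582 (permutation p = 0.222), in RV Sham-H 0.026 (permutation p = 0.964) and in RV PAB-H -0.022 (permutation p = 0.963). Without the 2 farthest animals these were 0.621, 0.925, 0.753 and 0.578. With the fibroblast list score as a covariate, a planned test that was taken up as an alternative for the counts only after the data were seen, 26 genes met the criteria in RV PAB-H and 88 in RV PAB-F. With the endothelial list score in its place the numbers were 37 and 110.

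**Figure D3:**
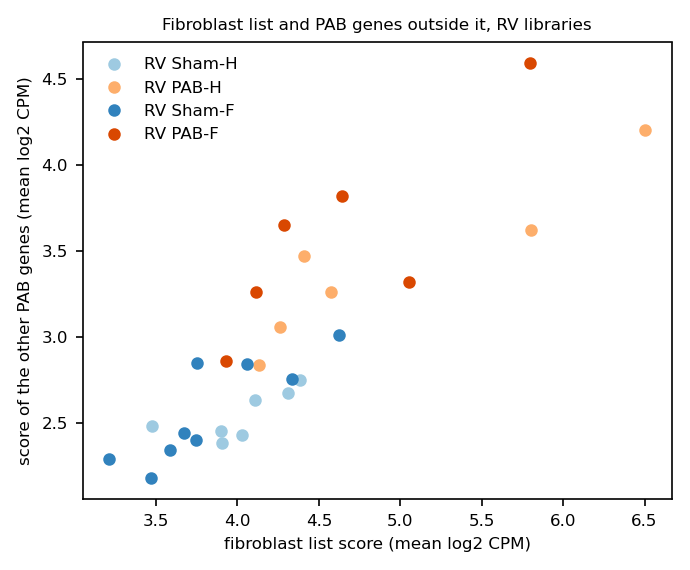
Score of the fibroblast list (x axis, mean log2 CPM over 10 genes) and of the 215 PAB-regulated genes outside the list (y axis, mean log2 CPM) in the RV libraries. Each point is 1 animal, coloured by condition. Over the 9 RV Sham-F animals r was 0.848.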

We also found multiple non-ECM genes that had not been previously implicated in RHF.

*Penk*, the gene encoding endogenous opioid receptor agonistic peptides, has long been known to be highly expressed in cardiac cell types^19,41^. In clinical studies of LHF, PENK plasma levels were prognostic for all-cause mortality and HF rehospitalization^42^. Recent trials, including the large Prevention of Renal and Vascular End-Stage Disease (PREVEND) study, led to the suggestion of a common PENK-dependent inter-organ pathway that affects both the left heart and the kidneys and in which high PENK levels might be detrimental, might reflect a counter-regulatory response of an over-activated opioid system or might be both initially protective and later on maladaptive^43–45^. Little is known about a (specific) role of Penk and the opioid system in RVH and RVF, but the highly consistent upregulation of *Penk* mRNA in RHF observed in our study and the in vitro suppressive role of Leu-enkephalin on cardiomyocyte contractility strongly suggest that its mechanistic role, the contribution to (mal)adaptive processes and the potential use as an early biomarker for RHF should be analyzed in the future, including in vivo studies of *Penk*-deficient animal models.

*Tceal7*, a poorly characterized member of the transcription elongation factor A (SII)-like family of genes, was discovered as a tumor suppressor^46^. TCEAL7 repressed cyclin D1 transcription, DNA binding activity of Myc and upregulation of Myc target genes^47^. *Tceal7* was also upregulated transiently after cardiotoxin-mediated skeletal muscle injury in mice during muscle differentiation^48^. *Tceal7* was transcriptionally induced by myogenic regulatory factors (MRFs—for example, Myod, Myf5 and Myf6) and suggested to repress myogenic proliferation in favor of muscle cell differentiation^48,49^.

The *Ankrd23* gene (encoding diabetes-related ankyrin repeat protein (DARP)) was isolated from hearts of diabetic mice^50^. Together with cardiac ankyrin repeat protein (CARP/Ankrd1) and ankyrin repeat domain protein 2/ankyrin repeat protein with PEST and proline-rich region (Ankrd2/Arpp), Ankrd23/DARP was classified as a member of stress-inducible muscle ankyrin repeat proteins (MARPs)^51^. The three MARP proteins are co-expressed in striated muscle tissues and share conserved motifs that interact with the giant filamentous titin polypeptide N2A segment to regulate stretch or stress responses^52^. MARPs localize also to the nucleus, and their expression is induced upon injury and hypertrophy (Ankrd1), stretch or denervation (Ankrd2) and during recovery after starvation (Ankrd23), but so far no LV cardiac phenotypes have been found in triple knockout mice after 14 d of TAC^51,52^.

We conclude that ample evidence implicates multiple ECM components in pathological remodeling of LV and blood vessels, emphasizing the necessity to study their specific functional contribution also to RVF^53^. The examples of *Penk*, *Tceal7* and *Ankrd23* highlight factors with some evidence for a function in muscle differentiation or LV heart diseases, which, however, so far have not been investigated for their specific roles in right heart (patho)physiology.

The bioinformatics network analyses at the levels of TFs, pathways and protein interactions further suggest that the RVF core signature genes do not function in isolation but should, rather, be viewed as highly adapted gene regulatory networks whose composition changes spatially and over time during the course of RVH and RVF.

Our study also has some limitations. Further investigations, which were beyond the scope of our current work, are required to track the local origin and quantitative contribution of cardiac cell types to RV core gene signature genes and to prove their functions in vivo. The list of 113 RV core gene signature genes resulted from the adoption of relatively rigorously defined filtering criteria based on a combination of relative expression changes, expression levels and *t*-test criteria, but, as with any bioinformatics analysis, it is clear that softening or tightening these filtering criteria would increase or decrease the number of disease-dependent regulated genes in the RV. Similarly, the annotation of DEGs as secreted, TF-regulated or protein network is dependent on underlying databases and the parameters set. Finally, the gene sets associated with CTEPH RVF may not be representative of all conditions resulting in pulmonary hypertension and RVF.

In conclusion, this study identifies multiple, functionally connected genes that are consistently differentially regulated in chronic RVF of rats and humans. Altough descriptive in nature, these datasets and their analyses provide a rich resource for future functional studies and the discovery of novel combinations of biomarkers that will serve to demarcate the transition from compensated RVH to decompensated RVF.

## Methods

### Animal studies

The experimental protocols were approved by the regional authorities and ethics committees for animal research (RP Giessen, registered under number G14-2017) and conformed to the guidelines of Directive 2010/63/EU of the European Parliament on the protection of animals and on ARRIVE 2.0 guidelines.

### Human studies

All patients provided written informed consent for their participation in the study, and approval of the institutional review board of the Justus Liebig University of Giessen (AZ 44/14, 144/11, 145/11, 146/11 and 199/15) was obtained. The investigation conforms to the principles outlined in the Declaration of Helsinki.

### AOB and PAB models in rats

Ascending AOB and PAB were performed in 7-week-old weanling Wistar × Lewis hybrid rats using non-constricting titanium clips (Weck Horizon, Teleflex Medical GmbH) with inner diameters of 0.6 mm (AOB) or 1.1 mm (PAB). Clip sizes were based on previous investigations for AOB^54^ or on preceding tests (for PAB) and resulted in similar hypertrophy rates by AOB or PAB in male and female rats. Anterolateral thoracotomy under isoflurane anaesthesia in fully ventilated rats was performed as published, with sham-operated animals serving as age-matched controls^55^. In growing-up animals, increasing vasoconstriction resulted in compensatory LV (AOB model) or RV hypertrophy (PAB model) 7 weeks after surgery, followed by the onset of LV (AOB model) or RV (PAB model) failure 22–26 weeks later.

Clinical conditions of animals were monitored by assessing (1) cardiac geometry and function using two-dimensional/M-mode echocardiography according to American Society of Echocardiography criteria (Vevo 2100 system, Fujifilm VisualSonics); (2) clinical signs of HF, including tachypnoea, pleural effusion, enlarged liver and ascites; and (3) recording body and ventricle weights.

Echocardiography was performed 1 week after PAB or AOB to prove correct clip positioning, at 7 weeks and during decompensation at 22 weeks (PAB-F/Sham-F) or 26 weeks (AOB-F/Sham-F) after surgery. These timepoints were chosen based on preceding experiments, in which the time-dependent progression of cardiac hypertrophy and deterioration of RV or LV function was determined.

Compensatory and decompensated states were defined based on echocardiographic analyses, hemodynamics (RV or LV pressures and contractility) and clinical parameters (plasma BNP and lung and liver weight) compared to the corresponding age-matched sham controls.

Compensatory RV hypertrophy was defined as (1) significantly increased RV systolic pressure and RV contractility (RV dp/dt maximum); (2) a 30–40% decrease in FAC or TAPSE; and (3) unchanged liver weight and RVEDP. At RV decompensation, liver weight and RVEDP increased, RV developed pressure (mmHg g^−1^ RV weight) decreased and FAC or TAPSE further went down by 60–70%.

Compensatory LV hypertrophy was characterized by (1) increased LV systolic pressure, LV contractility (LV dp/dt maximum) and LV posterior wall thickness and (2) unchanged lung weight and left ventricular end-diastolic pressure (LVEDP). At LV decompensation, lung weight and LVEDP increased, while EF, FS and LV developed pressure decreased.

No premature deaths occurred in the chronic phase of our study. All animals reached this stage and were included.

### Isolation of adult rat cardiomyocytes and RNA

Adult rat ventricular cardiomyocytes were isolated from rats as described previously^56^. In brief, hearts were excised under deep anesthesia, transferred to ice-cold saline and mounted on the cannula of a Langendorff perfusion system. Hearts were perfused first in a non-recirculating manner with 35 ml of calcium-free perfusion buffer followed by 20–25 min in recirculating buffer supplemented with collagenase and 25 µM CaCl_2_. RV and LV were minced separately and left for another 5 min. The resulting cell suspension was filtered through 200-µm nylon meshes, and cell pellets of RV and LV cardiomyocytes were collected at 25*g* for 3 min. Cardiomyocyte RNA was isolated by TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. Integrity and quality of RNA were determined using an Agilent 2100 Bioanalyzer. Supernatants containing endothelial cells and fibroblasts were centrifuged at 250*g* for 10 min, and pellets were resuspended in 1 ml of endothelial cell basal medium (PromoCell). Microvascular endothelial cells were purified by magnetic beads (Thermo Fisher Scientific) pre-coated with anti-rat CD31 antibodies (Thermo Fisher Scientific) for 1 h at 4 °C with end-to-end rotation, washed and seeded on 35-mm culture dishes.

The remaining CD31-negative cells were seeded as cardiac fibroblasts in M199 medium supplemented with 10% FCS. Total RNA was isolated from confluent endothelial cells and fibroblasts as described above.

### Hemodynamic measurements

Wistar rats were intubated and anesthetized with 3–5% isoflurane/100% oxygen, placed on homoeothermic plates (AD Instruments) and ventilated at a constant frequency (SAR-830/P, Föhr Medical Instruments GmbH) with anesthesia maintained with 1–2% isoflurane/100% oxygen. 2F or 1.4F Micro-Tip pressure catheters (Millar Instruments) were placed into the LV through the left carotid artery or into the RV through the right jugular vein to measure LV or RV pressures, respectively. PowerLab data acquisition systems (MPVS-Ultra Single Segment Foundation System, AD Instruments) and LabChart 7 were used to collect and analyze data.

### Histological assessment of cardiomyocyte hypertrophy

After fixation in 4% (v/v) formalin, 10-µm transverse cryosections of the RV and the LV were stained with fluorescein isothiocyanate (FITC)-conjugated wheat germ agglutinin (WGA-FITC; Sigma-Aldrich Chemie GmbH; 1:8 in 1 mM Tris pH 7.4) for 1 h at room temperature. Sections were washed twice in PBS, and nuclei were stained with DAPI in VECTASHIELD mounting medium (BIOZOL Diagnostica Vertrieb GmbH) and subjected to digital slide scanning using a morphometric system (Qwin, Leica Microsystems). Transnuclear cross-sectional size of cardiomyocytes^57^ was quantified with ImageJ software (National Institutes of Health).

### Blood samples

Rats starved for 12 h were killed by cervical dislocation, and blood was obtained by aortic puncture. After removal of cellular components by centrifugation, supernatants (serum) were stored at −80 °C. BNP concentration was measured using commercial ELISA (BNP-45 EIA Kit, Phoenix Pharmaceuticals) according to the manufacturer’s instructions. PBMCs were isolated from blood samples with Ficoll density gradient medium in 15-ml SepMate tubes (STEMCELL Technologies). PBMCs were collected by centrifugation at 1,200*g* for 10 min at room temperature and washed in PBS plus 2% FBS, and RNA was isolated by TRIzol reagent.

### In vivo microCT

Quantitative multi-phase cine cardiac images were acquired using a Quantum GX microCT scanner (PerkinElmer) in conjunction with the contrast agent eXIA160XL (Binitio Biomedical) as described previously^58^.

Before imaging, the rat was restrained, and an intravenous catheter pre-filled with heparinized saline solution was introduced into a lateral tail vein. Rats were transferred into induction chambers and anesthetized with 3% isoflurane in oxygen. Animals were placed on a scanner bed, and 1.0–1.5% isoflurane in oxygen was supplied with a nose cone. Continuous electrocardiographic monitoring was carried out by electrodes placed on right and left front paws. Then, 5 µl g^−1^ of body weight contrast agent was infused at 0.3 ml min^−1^ using an infusion pump.

The scanner bed was translated longitudinally to align the animal chest within the center of the field of view, and images were acquired by the scanner’s complementary metal–oxide–semiconductor X-ray flat-panel detector with an X-ray tube voltage of 90 kV and current of 80 μA.

MicroCT data were collected in list mode over a single complete gantry rotation with a rotation time of 4 min to collect 14,688 frames in total. Thereafter, rats were allowed to recover fully from anesthesia under supervision. Projection images acquired at 16-ms temporal resolution were transferred to an analysis workstation, and retrospectively reconstructed volumes were loaded into Analyze 12 software (AnalyzeDirect). Short-axial image reformation was performed before LV and RV endocardial contour delineation, and the individual LV and RV volumes were calculated for all reconstructions. Fourier fitting was applied to reduce the fluctuation of the first derivative (MATLAB, MathWorks).

### Immunofluorescence analysis of isolated rat cardiomyocyte and non-cardiomyocyte fractions

Freshly isolated cardiomyocytes were seeded on laminin-treated glass-bottom dishes (CELLview cell culture dish, Greiner Bio-One) and fixed with 4% paraformaldehyde at 37 °C for 20 min. Cells were permeabilized with 2% BSA, 0.2% Triton X-100 in PBS at room temperature for 1 h. Cardiomyocyte or fibroblast samples were stained with antibodies against cardiac troponin T antibody (Thermo Fisher Scientific, MA5-12960, 1:200) or vimentin (Cell Signaling Technology, 5741, 1:100) at 4 °C overnight followed by anti-mouse Alexa Fluor 488 and anti-rabbit Alexa Fluor 555 secondary antibodies, respectively. Endothelial cells were stained with Griffonia Simplicifolia Lectin I (Isolectin B4, DyLight 594, Vector Laboratories, 1:100) at room temperature for 1 h. Nuclei were stained with DAPI, and photomicrographs were taken on a BZ X800 fluorescence microscope (Keyence).

### Western blotting

Proteins were extacted from isolated cardiomyocytes in 50 mmol L^−1^ Tris HCl, 150 mmol L^−1^ NaCl, 5 mmol L^−1^ EDTA, 1% SDS and 1% sodiumdeoxycholate, including protease and phosphatase inhibitor cocktails (Sigma-Aldrich Chemie GmbH). Then, 25 µg of proteins was separated by SDS-PAGE and transferred to nitrocellulose, and membranes were hybridized with antibodies against Penk (Aviva Systems Biology, OAAN01715, 1:1,000) or α-tubulin (Cell Signaling Technology, 2144, 1:1,000) in 2.5% non-fat dry milk in TBS-T. After incubation with peroxidase-conjugated secondary antibody, antigens were detected by enhanced chemiluminescence using a Fusion FX7 imaging system (Peqlab Biotechnologie GmbH).

### Assessment of cardiomyocyte cell shortening

Two biphasic electrical, opposingly oriented rectangular 50-V stimuli of 5-ms duration were used to stimulate cardiomyocytes via two AgCl electrodes at a frequency of 2 Hz^59^. Four signals per cell were averaged to assess the contractile responsiveness of any given cell. Cells were kept in M199 medium with a calcium concentration of 1.25 mM, and cell lengths were measured at a rate of 500 Hz via a line camera. For ΔL/L (%) values, the shortening amplitude (ΔL) was calculated relative to the diastolic cell length (L). Furthermore, maximal contraction and relaxation velocity (µm s^−1^) was analyzed.

### Analysis of rat heart fibrosis

Tissue sections from frozen heart samples of LV or RV were stained with a Picro-Sirius Red Stain Kit (Abcam, ab150681).

### RNA isolation from whole heart tissue

Tissues from isolated ventricles, washed with ice-cold PBS and stored in liquid nitrogen were cut into small pieces and homogenized (rough surface glass douncer, 2 ml, Teflon pestle, B. Braun Melsungen) in 1 ml of TRIzol. After a second homogenization step in a fresh tube using a plastic pestle, total RNA was isolated as above, and integrity and quality were determined using an Agilent 2100 Bioanalyzer system.

### RT–qPCR

To analyze mRNA expression, 0.5 − 1 µg of rDNAse-treated TRIzol-purified total RNA, cleaned up by column purification (Macherey-Nagel Nucleospin RNA Isolation Kit), was reverse transcribed into cDNA using RevertAid Reverse Transcriptase (Thermo Fisher Scientific, EP0441) in a total volume of 20 µl. Then, 1 µl or 2 µl of this reaction mixture was amplified by Fast SYBR Green PCR Master Mix (Applied Biosystems/Thermo Fisher Scientific) using the primer listed in Supplementary Table 9 (as described^60^.

### Cardiomyocyte RNA-seq

Cardiomyocytes were isolated from RVs and LVs of 41 animals, resulting in 82 RNA-seq datasets (Fig. 1a). Ribosomal RNA depletion of total RNA isolated from cardiomyocytes, library preparation and deep sequencing were performed by Novogene on the Illumina NovaSeq platform (150-bp paired-end setup). Raw data were processed using Nextflow^61^ and the nf-core/RNA-seq pipeline (version 3.2)^62^. Sequence reads were trimmed by Trim Galore (version 0.6.6) and mapped to the rat reference genome Rnor6.0 with UCSC feature annotations using STAR (version 2.6.1d)^63^, and read counts were extracted with FeatureCounts (Rsubread version 2.2.6), disabling multiple overlaps^64^. Over 90% of all reads present in the 82 samples were mapped to genomic features of the rat genome, and more than 80% were uniquely mapped and represented by at least 25 million reads per sample. Differential expression was analyzed by DESeq2 (version 1.28.1) using the independent filtering option and beta_prior LFC-shrinkage^65^ and the Galaxy^66^ platform of the Justus Liebig University of Giessen.

### Whole heart tissue RNA-seq

RV, septum and LV tissues were separated from hearts of 33 animals, resulting in 99 RNA-seq datasets in total (Extended Data Fig. 7a). Polyadenylated RNA was purified from 500 ng of total RNA using the NEBNext poly(A) mRNA magnetic isolation module kit in 34-µl reaction volumes with adapted amounts of beads and buffers. RNA-seq libraries were prepared using NEBNext Ultra II directional RNA library prep kit for Illumina, and the manufacturer’s protocol was adapted to reduce reaction volumes to 1/3 (7.7 µl of master mix added to RNA-loaded beads). Libraries were quality controlled using Agilent Bioanalyzer high-sensitivity DNA chips, and DNA concentrations were determined using Qubit Analyzer with Qubit high-sensitivity DNA reagent (Thermo Fisher Scientific). Pooled libraries were prepared using SPRIselect beads (Beckman Coulter) and sequenced on an Illumina NextSeq 500 platform (75-bp single-end setup). Raw data were processed using the Nextflow^61^ and nf-core/RNA-seq pipeline, version 1.5 (ref. ^62^). Sequence reads were trimmed by Trim Galore (version 0.6.4) and mapped to the rat reference genome Rnor6.0 with UCSC feature annotations using STAR (version 2.6.1d)^63^, and read counts were extracted with FeatureCounts (Rsubread version 2.2.6), disabling multiple overlaps^64^. For all 99 samples, over 95% of reads were mapped to Rnor6.0 features, and more than 75% were uniquely mapped and represented by at least 27 million per sample. Differential expression was analyzed by DESeq2 (version 1.28.1) as described above.

### Classification of the CTEPH cohort

The present prospective cohort study included a total of 73 patients (all-comers) with a final diagnosis of CTEPH who were treated by PEA at the Kerckhoff Heart and Thorax Center between 2016 and 2020. Data on demographics, symptoms and comorbidities were collected for all patients. Baseline characteristics concerning LV and RV dimensions, function and pressure gradients were further evaluated by transthoracic echocardiography and right heart catheterization (RHC). Seventy-one patients, for which biopsy samples at the prePEA stage were available, were grouped according to 1-year mortality risk by applying a modified version of the ESC guidelines risk stratification model^21^, using the following criteria: low risk (<5%): cardiac index (CI) ≥ 2.0 L/min/m^2^, NT-proBNP < 300 ng/L, TAPSE/sPAP > 0.32 mm/mmHg; intermediate risk (5–20%): NT-proBNP: 300–1,100 ng/L, TAPSE/sPAP: 19–32 mm/mmHg; and high risk (>20%): CI < 2.0 L/min/m^2^, NT-proBNP > 1,100 ng/L, TAPSE/sPAP < 0.19 mm/mmHg. Additionally, in the low or high groups, one parameter was allowed to differ, but two out of three had to meet the pre-defined values. Otherwise, patients were assigned to the intermediate group.

### RNA isolation and RNA-seq analysis of samples from patients with CTEPH

Biopsies of the free RV wall from 71 patients were collected at BL (prePEA) during PEA. In 24 patients, RV myocardial biopsies were obtained during RHC 12 months after PEA (FU, postPEA). In this case, to account for technical and safety aspects, the specimens were taken from the interventricular septum. RNA samples prePEA and postPEA were available for 22 patients, while from two additional patients only postPEA samples were available. Isolation of total RNA from both types of heart tissues, comprising 95 samples in total, was performed with Qiagen miRNeasy Micro Kit and Covaris Cryo-Prep homogenization. All tissue specimens were processed by blinded staffs. In total, 100 ng to 1 µg of total RNA was used for HI Mammalian whole transcriptome preparation (Takara Bio), and sequencing was performed on a NextSeq 2000 instrument with 72-bp single-end setup. Trimmomatic (version 0.39) was employed to trim reads after a quality drop below a mean of Q15 in a window of five nucleotides and keeping only filtered reads longer than 15 nucleotides^67^. Reads were aligned versus Ensembl human genome version hg38 (Ensembl release 104) with STAR 2.7.10a^63^. Aligned reads were filtered to remove duplicates, multi-mapping events and ribosomal or mitochondrial reads using Picard version 2.27.1 (Picard Toolkit 2019, Broad Institute, GitHub repository, https://broadinstitute.github.io/picard/, RRID:SCR_006525). Gene counts were established with featureCounts version 2.0.2 by aggregating reads overlapping exons on the correct strand, excluding those overlapping multiple genes^64^. The raw count matrix was normalized with DESeq2 version 1.30.1 (ref. ^65^). Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count greater than 5, multiple testing adjusted *P* < 0.05 and −0.585 < log_2_FC > 0.585. The Ensembl annotation was enriched with UniProt data.

### smRNA-FISH

Heart ventricles were washed with ice-cold PBS and frozen in liquid nitrogen. Then, 7-µm traverse tissue sections, prepared at the two chamber ventricle level (omitting valves), were analyzed by smRNA-FISH using RNAscope Fluorescent Multiplex Assay (Advanced Cell Diagnostics, Bio-Techne) according to the manufacturer’s protocol for fresh frozen tissue. In brief, tissue was permeabilized by dehydration and protease treatment, followed by hybridization of the selected RNA probes for *Nppa*, *Nppb*, *Penk*, *Acta1*, *Ankrd23* and *Tceal7* and amplification of the signals. Negative control probes for each channel (C1 and C2) were directed against a bacterial RNA and provided by ACD Bio-Techne. Microscopy analysis was performed using a Leica THUNDER imager (Leica Microsystems CMS GmbH) and Leica Application Suite X (version 3.7.4.23463), using pre-defined exposure times (Phase contrast: 55 milliseconds (ms), DAPI: 80 ms, C1 (555nanometer (nm)): 100 ms, C2 (635 nm): 700 ms). After bright-field preview scanning, preserved morphologies of whole heart sections and of fluorescence signals of single tiles were validated. Tile selections for region-specific quantification were based on bright-field scanning. Spots and nuclei (×200 magnification) were detected and quantified by Icy software (version 2.4.2.0) (https://icy.bioimageanalysis.org) using the following settings. For nuclei, the thresholder value was adjusted to 15 *k*-means classes and HK-means to intensity classes of 12 and a minimum object size of 20 pixels. For spot detection, the object size was defined as 1 pixel with a sensitivity of 30. Spot numbers of each image were divided by the numbers of detected nuclei and normalized using a background factor derived from dividing mean background level by the background of the individual experiment. Imaging of all tiles across the entire section resulted in whole section overview images using Leica Application Suite X.

### Proteomic analyses of rat heart tissues

Rat LV and RV tissue samples from 56 animals (eight per group), resulting in 112 samples, were placed in Lysing Matrix D tubes containing 4 M GuHCl buffer (4 M GuHCl, 25 mM EDTA, 50 mM sodium acetate, pH 5.8, with protease/phosphatase inhibitors) and homogenized using Lysing Matrix D in a FastPrep24 tissue homogenizer at 6,500 r.p.m. for 15 s, twice. The supernatant was sonicated twice for 10 s before centrifugation for 20 min at 16,000*g* at 4 °C. Protein concentration was measured with a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For each sample, 50 µg of protein was precipitated using 10× volume of absolute ethanol and incubated at −20 °C overnight. The samples were centrifuged for 30 min at 16,000*g* at 4 °C, and the pellets was dried using a SpeedVac (Thermo Fisher Scientific). Protein pellets were dissolved and denatured by 6 M urea/2 M thiourea, reduced by 10 mM dithiothreitol for 1 h at 37 °C and alkylated using 50 mM iodoacetamide for 1 h at room temperature in the dark. The samples were precipitated by using 1 ml of pre-chilled acetone and incubated at −20 °C overnight. The samples were centrifuged for 30 min at 16,000*g* at 4 °C, and the supernatant was discarded. The protein pellet was dried and resuspended in 0.1 M triethylammonium bicarbonate (TEAB, pH 8.5). Proteins were digested by Trypsin/LysC (Promega, enzyme:protein ratio = 1:25) overnight at 37 °C with shaking. The digestion was stopped by adding 1% trifluoroacetic acid (TFA), and peptides were cleaned using C18 cartridges on an AssayMAP Bravo robot (Agilent). After SpeedVac, the dried peptides were resuspended in 0.1 M TEAB to obtain a concentration of 1 μg μl^−1^. A pooled sample was made by mixing the same amount of each sample. Then, 20 μg of samples along with pooled samples were labeled with TMTpro 18plex reagents (Thermo Fisher Scientific) according to the manufacturer’s instructions. After quenching with 5% hydroxylamine, one pooled sample and 16 samples labeled with different TMTpro tags were mixed together, dried and resuspended in 0.1% triethylamine. Peptide fractionation was performed using high-pH reversed-phase high-pressure liquid chromatography (HPLC) on a ZORBAX Extend 300 C18 column (Agilent, 4.6 × 150 mm), and 16 fractions were collected for 300 µg of each mixed TMT-labeled sample. The fractionated samples were dried using a SpeedVac and resuspended in 37.5 μl of LC solution (2% acetonitrile and 0.05% trifluoroacetic acid in liquid chromatography–mass spectrometry (LC–MS)-grade water). For LC–MS/MS analysis, 5 μl of each fractionated sample was injected and separated by reversed-phase nano-flow HPLC (Thermo Fisher Scientific, UltiMate 3000 RSLCnano) on a 50-cm EASY-SPRAY C18 column (Thermo Fisher Scientific) over a 2-h gradient at a flow rate of 0.25 μl min^−1^ as follows: 0–1 min, 1% B; 1–6 min, 1–6% B; 6–40 min, 6–18% B; 40–70 min, 18–35% B; 70–80 min, 35–45% B; 80–81 min, 45–99% B; 81–89.8 min, 99% B; 90–120 min, 1% B, where A = 0.1% formic acid in LC–MS-grade water and B = 80% acetonitrile and 0.1% formic acid in LC–MS-grade water. The separated peptides were directly injected into an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) interfaced with FAIMS Pro Duo in front. In the FAIMS, three compensation voltages (CV = −40 V, −55 V and −70 V) were used alternatively to further separate the peptides in gas phase. The peptides were analyzed using a data-dependent MS2 method with Full MS scan range (400–1,600 *m*/*z* and resolution 120,000) in Orbitrap, and data-dependent MS2 scans were performed on the most abundant precursors from Full MS scan using higher-energy collisional dissociation (HCD) and detected in Orbitrap with resolution 50,000 and isolation windows of 0.7 *m*/*z*. The TMTpro reporter ions were also generated during the HCD fragmentation and recorded in the same MS2 spectra. Cycle time was set at 4.5 s (1.5 s for each CV), and dynamic exclusion was enabled. Data analysis was performed using Proteome Discoverer version 2.4.1.15 (Thermo Fisher Scientific) with Mascot 2.6.0 (Matrix Sciences). The following parameters were used: a combined RAT reference proteome database complemented with MOUSE and HUMAN UniProt/SwissProt database protein entries (release 2022_01, 21589 + 17107 + 20376 protein entries) was used because the rat SwissProt database is not as complete as mouse and human; trypsin was used as enzyme, and two missed cleavages were allowed; precursor mass tolerance was set at 10 ppm, and fragment mass tolerance was 20 mmu; TMTpro 18plex tag on lysine and peptide N-terminal, carbamidomethylation on cysteine were set as static modifications; and oxidation on methionine, lysine and proline was set as variable modifications. Afterwards, identified protein lists were manually checked, and, for proteins identified in different species, rat proteins were kept as first choice, followed by mouse proteins and human proteins. In total, 4,149 protein IDs were identified. TMT reporter ion signal was used as peptide quantitative value and summed up to represent the protein abundances. The data were normalized using the total peptide abundance and then further scaled using the pooled sample abundance as control, correcting for technical variation between injections and TMT groups. The scaled abundance values were exported into Excel and used for further analysis.

Scaled, normalized LC–MS/MS data derived from TMT labeling were log_2_ transformed and width normalized using Perseus software, version 1.6.15.0 (ref. ^68^). The eight biological replicates were assigned to one analysis group per condition. The data matrix was reduced to 3,768 IDs based on 75% (that is, six out of eight) valid values in at least one group. For separation of sex-specific proteomes, condition groups were split according to sex, resulting in 4,039 IDs with 75% valid values. Significantly differentially expressed proteins (DEPs) between groups were identified based on *t*-tests and a –log_10_ *P* ≥ 1.3 using Perseus functionalities. Subsequent filtering steps and heatmap representations were performed in Excel 2016 according to the filtering criteria and thresholds described in the figure legends.

### Bioinformatic analysis and data visualization

RNA and protein samples were collected at different timepoints and stored frozen at −80 °C. RNA-seq or MS runs were performed together, respectively. z-scores were based on the formula z = (x − μ) / σ, where x is the gene expression value, µ is the average mRNA expression per group and σ is the standard deviation. All graphs and statistical tests of non-omics data (two-sided *t*-tests and ANOVA, correlation analyses) were performed using GraphPad Prism version 9.4.1 (GraphPad Software) or Excel 2016. Venn diagrams were generated online using a Venn diagram tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). For heatmap illustrations, z-score calculations or cluster analyses, Excel 2016 or the web tool Morpheus (https://software.broadinstitute.org/morpheus) were used. Gene sets were segregated by *k*-means clustering with ‘one minus pearson correlation’ based on row values. PPI network analyses were based on the newest version of the STRING database (https://string-db.org/)^69^ and visualized using Cytoscape version 3.9.1 using the integrated STRING functionalities and all ontology databases of the STRING application^70^.

Pathway enrichment analyses were performed online by Metascape (https://metascape.org/) with the following default settings. For individual or multiple gene lists, KEGG Pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, CORUM, WikiPathways and PANTHER pathways were used as ontology sources. All genes in the genome were used as the enrichment background. Terms with *P* < 0.01, a minimum count of 3 and an enrichment factor (ratio between observed counts and counts expected by chance) greater than 1.5 were collected and clustered by their membership similarities. *P* values were calculated based on the cumulative hypergeometric distribution, and *q* values were calculated using the Benjamini–Hochberg procedure to account for multiple testings. Kappa scores were used as the similarity metric for hierarchical clustering of enriched terms, and sub-trees with a similarity of greater than 0.3 were considered a cluster. The most statistically significant term within a cluster was chosen to represent the cluster^71^. In case of multiple input gene lists, these were merged into one list called ‘_FINAL’. If terms were enriched in several individual gene lists and/or in the _FINAL gene list, the best *P* value was chosen as the final *P* value.^71^.

Enrichment analyses for TF-regulated gene sets were performed online using using the network TF target functionality of WebGestalt (https://www.webgestalt.org/)^72^ and the TF gene sets of the Molecular Signatures Database (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb)^73^ with the following settings. Enrichment method: ORA; organism: rnorvegicus; enrichment categories: network_Transcription_Factor_target; ID type: genesymbol; reference list: all mapped entrezgene IDs from the selected platform genome. Parameters for the enrichment analysis: minimum number of IDs in the category: 5; maximum number of IDs in the category: 2,000; false discovery rate method: Benjamini–Hochberg; significance level: top 10.

Secretome annotations were based on the published list of 6,943 high-confidence human secreted proteins that were generated from 330,427 human proteins derived from databases of UniProt, Ensembl, AceView and RefSeq (SPRomeDB, www.unimd.org/SPRomeDB). In total, 6,267 of 6,943 (90.3%) of these proteins have supporting evidence from a large amount of MS and RNA-seq data as published in ref. ^18^.

### Re-analysis of scRNA-seq or snRNA-seq datasets

For processing of published single-cell and single-nucleus transcriptomic data, snRNA-seq data from LVs of hearts from donors and patients with DCM or HCM were downloaded from the Single Cell Portal of the Broad Institute (https://singlecell.broadinstitute.org/single_cell/study/SCP1303/)^22^. In total, processed information for 592,689 cells was obtained in h5ad format (downloaded file: human_dcm_hcm_scportal_03.17.2022.h5ad). The file was converted into h5seurat format and subsequently loaded into the R environment (https://www.R-project.org/) using Seurat version 5.0.0^74^. The same procedures were followed to re-use scRNA-seq/snRNA-seq data from the human heart atlas, version 2, comprising 704,296 individual cells representing 12 cardiac cell types (https://www.heartcellatlas.org/index.html)^17,23^. Differential gene expression between disease conditions and control donors was calculated in cardiomyocytes (I, II, III or the union of all subtypes) using a pseudo-bulk approach as outlined in https://hbctraining.github.io/scRNA-seq_online/lessons/06a_integration_harmony.html. Data were converted into a single-cell experiment object, and subsets of cardiomyocyte compartments were selected (based on cell_type_leiden0.6 column)^75^. Data were split according to samples and cell types, and, subsequently, DESeq2 version 1.42.0 was used to identify DEGs for contrasts HCM versus non-failing (NF) and DCM versus NF^65^. Subsequently, genes with a base mean of fewer than five reads were removed, and GSEAs were performed across five different gene signatures: RHF core signature (113), hLHF+Rat PAB (57), hLHF+hCTEPH+Rat PAB (35), hCTEPH+ Rat PAB (21) and Rat PAB (111). GSEA was performed using the GSEA function of the clusterProfiler package based on the Wald test statistic derived from the DESeq2 analysis^76^. Furthermore, the h5ad file was loaded into a CELLxGENE instance extended with the functionality of the VIP plug-in, which was used to generate Fig. 8c,f and Extended Data Figs. 3d, 4b, 8 and 9 (refs. ^77,78^). The R code for the pseudo-bulk analysis of differential gene expression in cardiomyocytes from published scRNA-seq/snRNA-seq data and subsequent GSEA analysis of gene signatures is accessible at 10.5281/zenodo.10973971.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information Supplementary Figs. 1–6 and STROBE checklist.

Reporting Summary

Supplementary Data 1 Statistical source data for supplementary figures.

Supplementary Table 1 Echocardiographic and clinical characterization of rat HF models.

Supplementary Table 2 Hemodynamic characterization of rat HF models.

Supplementary Table 3 RNA-seq data rat cardiomyocytes.

Supplementary Table 4 RNA-seq data whole rat hearts.

Supplementary Table 5 Proteome data rat heart.

Supplementary Table 6 RNA-seq data human CTEPH patients.

Supplementary Table 7 Proteome data rat heart separated by sex.

Supplementary Table 8 Pseudobulk analysis of human single nucleus RNA-seq data of the heart.

Supplementary Table 9 List of primers for PCR

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data, unprocessed western blots.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig./Table 1 Statistical source data.

Source Data Extended Data Fig./Table 2 Statistical source data.

Source Data Extended Data Fig./Table 3 Source data Extended Data Fig./Table 3 statistical source data.

Source Data Extended Data Fig./Table 4 Statistical source data.

Source Data Extended Data Fig./Table 5 Statistical source data.

Source Data Extended Data Fig./Table 6 Statistical source data.

Source Data Extended Data Fig./Table 7 Statistical source data.

Source Data Extended Data Fig./Table 8 Statistical source data.

Source Data Extended Data Fig./Table 10 Statistical source data.

## Data Availability

The rat cardiomyocyte and whole heart RNA-seq datasets of this study have been submitted to the Gene Expression Omnibus (GEO): GSE216263 and GSE216264. The hCTEPH RNA-seq data have also been submitted to the GEO: GSE249697. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^79^ partner repository with the dataset identifier PXD047022. The remaining data generated in this study are provided in the Supplementary Information and Source Data sections. Source data are provided with this paper.

# Supplementary material for: A common gene signature of the right ventricle in failing rat and human hearts
**Source:** Nat Cardiovasc Res. 2024 Jul 5;3(7):819–40. doi: 10.1038/s44161-024-00485-1
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–6 and STROBE checklist.

---

# A common gene signature of the right ventricle in failing rat and human hearts

---

In the format provided by the  
authors and unedited

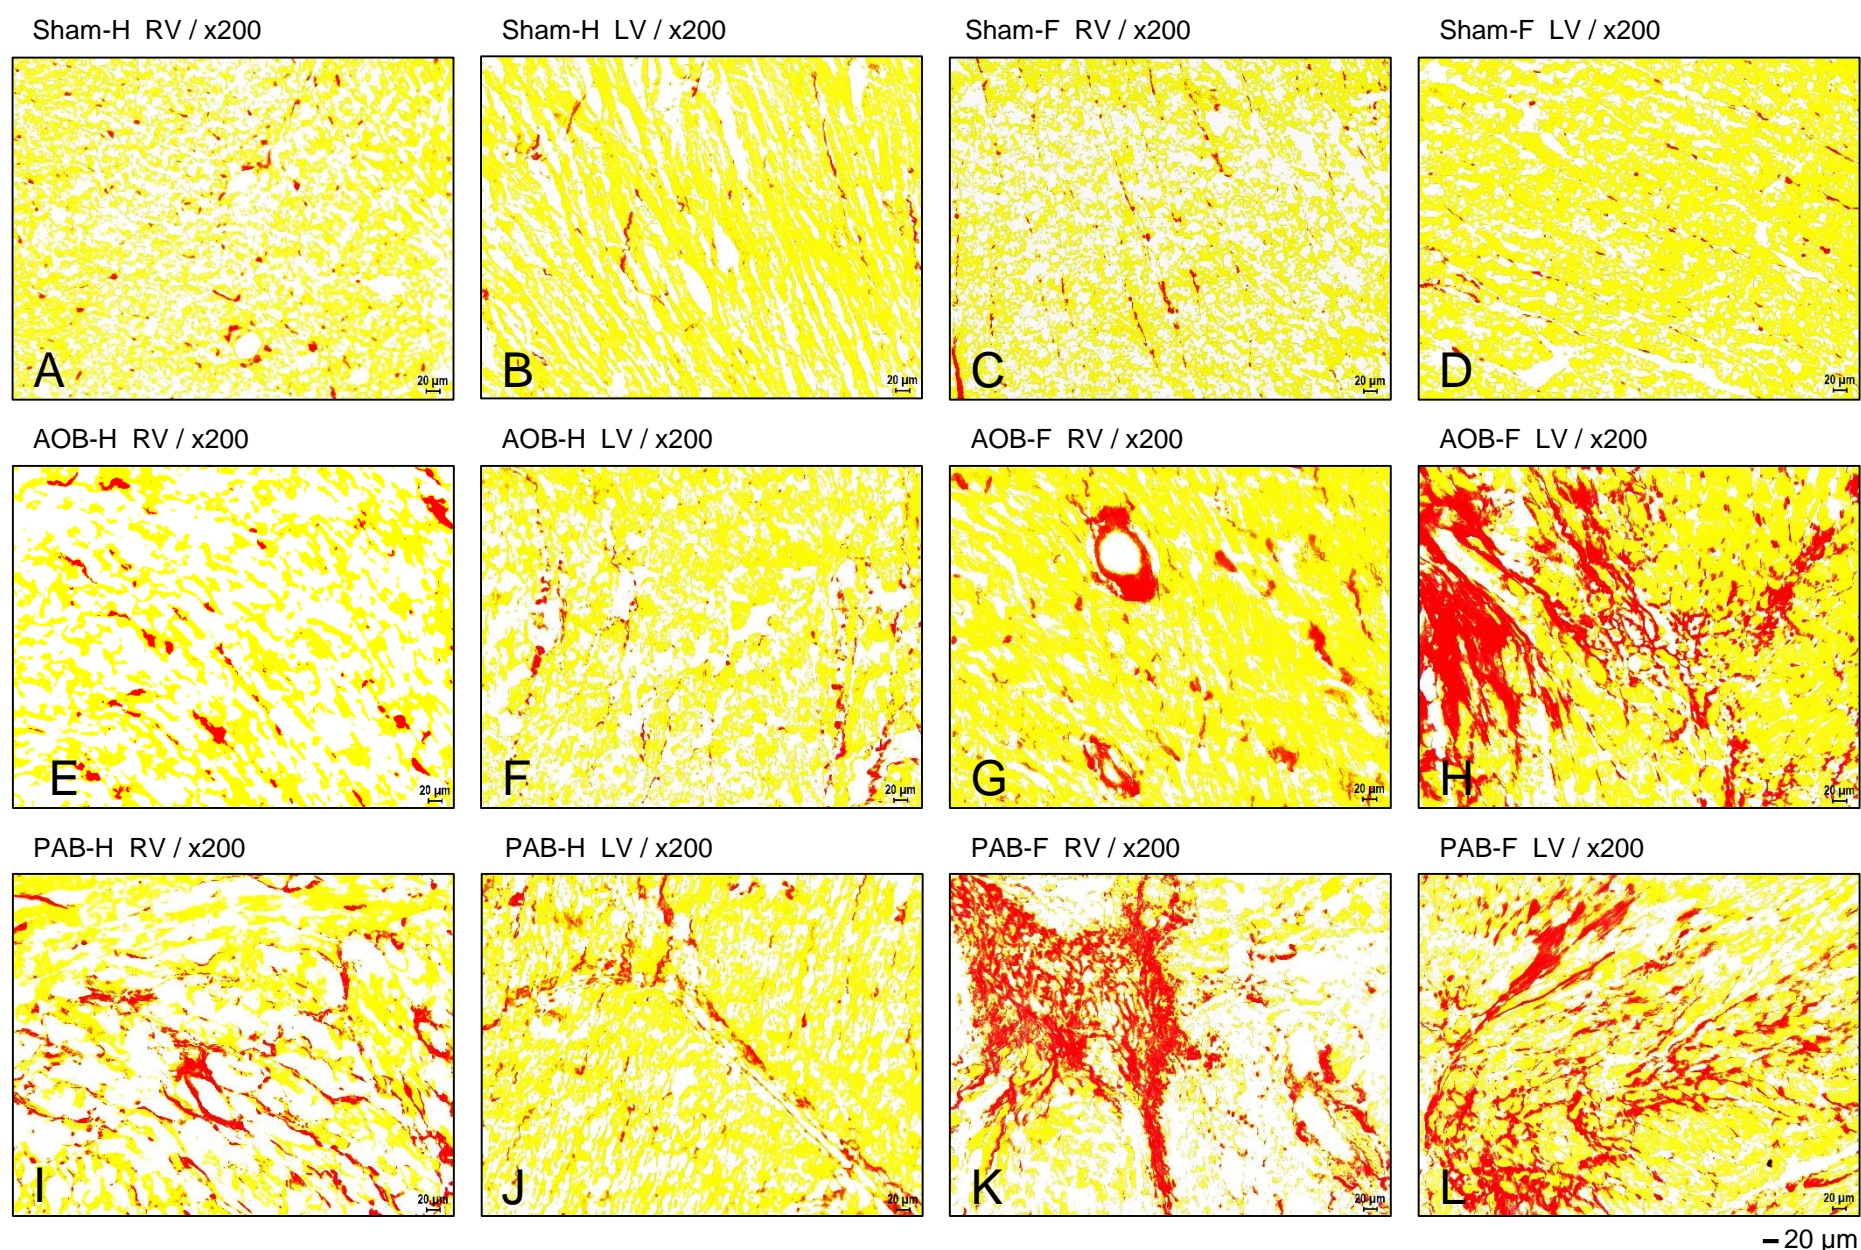

**Supplementary Fig. 1. Increased collagen deposition in rat hearts from PAB or AOB models.**

The images show collagen staining with Sirius Red of the RV and LV in Sham animals and in rats submitted to AOB or PAB. All photos were taken with magnification x200. All Sham animals at all time points (A-D) show normal collagen quantity and distribution in the RV and the LV, with faint red staining in the perimysium of cardiomyocytes, lacking broad interstitial septa. Animals with AOB or PAB at compensatory hypertrophy (AOB-H and PAB-H) (E, F, I, J) show normal or very mild increase in collagen that is perceivable in the interstitial space / perimysium of the RV and the LV. Similar mild changes can be seen in the RV of animals with AOB at the time point of cardiac decompensation (AOB-F) (G). Strong increase of collagen deposition, with broad interstitial septa and scar-like fibrosis of the myocardium is observed in animals with PAB during cardiac decompensation (PAB-F) within the RV and to a lesser degree in the LV (K, L), as well as in AOB-F animals within the LV (H). The analysis was repeated four times independently with similar results.

A

| 32 unique TFs | 106 unique TF targets<br>(of 224 PAB-regulated genes) |
|---------------|-------------------------------------------------------|
| CBFA2T2/3     | Abca5Ddr2Ltbp2Ptk2b                                   |
| CEBPB         | Abhd2DgkgMap4k1Rxfp1                                  |
| EBF2          | Acta1Dlgap1MdkScn3a                                   |
| ETS2          | Adcy7Dpysl3Mfap5Scn3b                                 |
| FOXA1         | Aebp1Ecm1Mmp2Sema3b                                   |
| FOXL1         | Aif1lEpha7Mrc2Sema3d                                  |
| FOXO1A        | Apba1Ephx4Myl4Serpinf1                                |
| GATA1         | Asb4Epn3Ncam1Serping1                                 |
| GCM1          | Atp1a3Etv1Nos1Sfrp2                                   |
| HSF1          | AxlFapNppbSsc5d                                       |
| IRF1          | Bcl11bFibinNpr3Ston1                                  |
| ITGAL         | Bex1Fmo2Nrg1Sulf1                                     |
| JUN           | C2Fmo3NumblSv2a                                       |
| MEF2          | C4bFstl1Olr59Tceal7                                   |
| MEF2A         | Cacna1gFstl3P2rx1Tcf21                                |
| MLLT7         | Camk1dFuca1P3h2Tgfb2                                  |
| NF1           | Camkk1Fxyd6Pcdh11xTgfb3                               |
| OLF1 / OR5I1  | Cmklr1Gabrb2Pcdh20Thbs2                               |
| PAX2          | Col1a1GpnmbPcolceTmeff2                               |
| PITX2         | Col3a1Hs3st2Pde1aTmem100                              |
| POU2F1        | Col8a1Igfbp4PdgfraTmem229b                            |
| POU3F2        | CpIgfbp6Pi16Tll9                                      |
| SMAD3         | Crlf1Il25Plekhh2Uchl1                                 |
| SREBF1        | Csrp2Kcnj14Plod2Vash2                                 |
| SRF           | CtskLrp1Prdm1Vcan                                     |
| STAT5A        | Cxcr4Lsp1PrelpWdr62                                   |
| STAT5B        | Cyfp2Xdh                                              |
| TCF8          |                                                       |
| unknown TF    |                                                       |
| ZIC3          |                                                       |
| ZNF238        |                                                       |
| ZNF384        |                                                       |

B

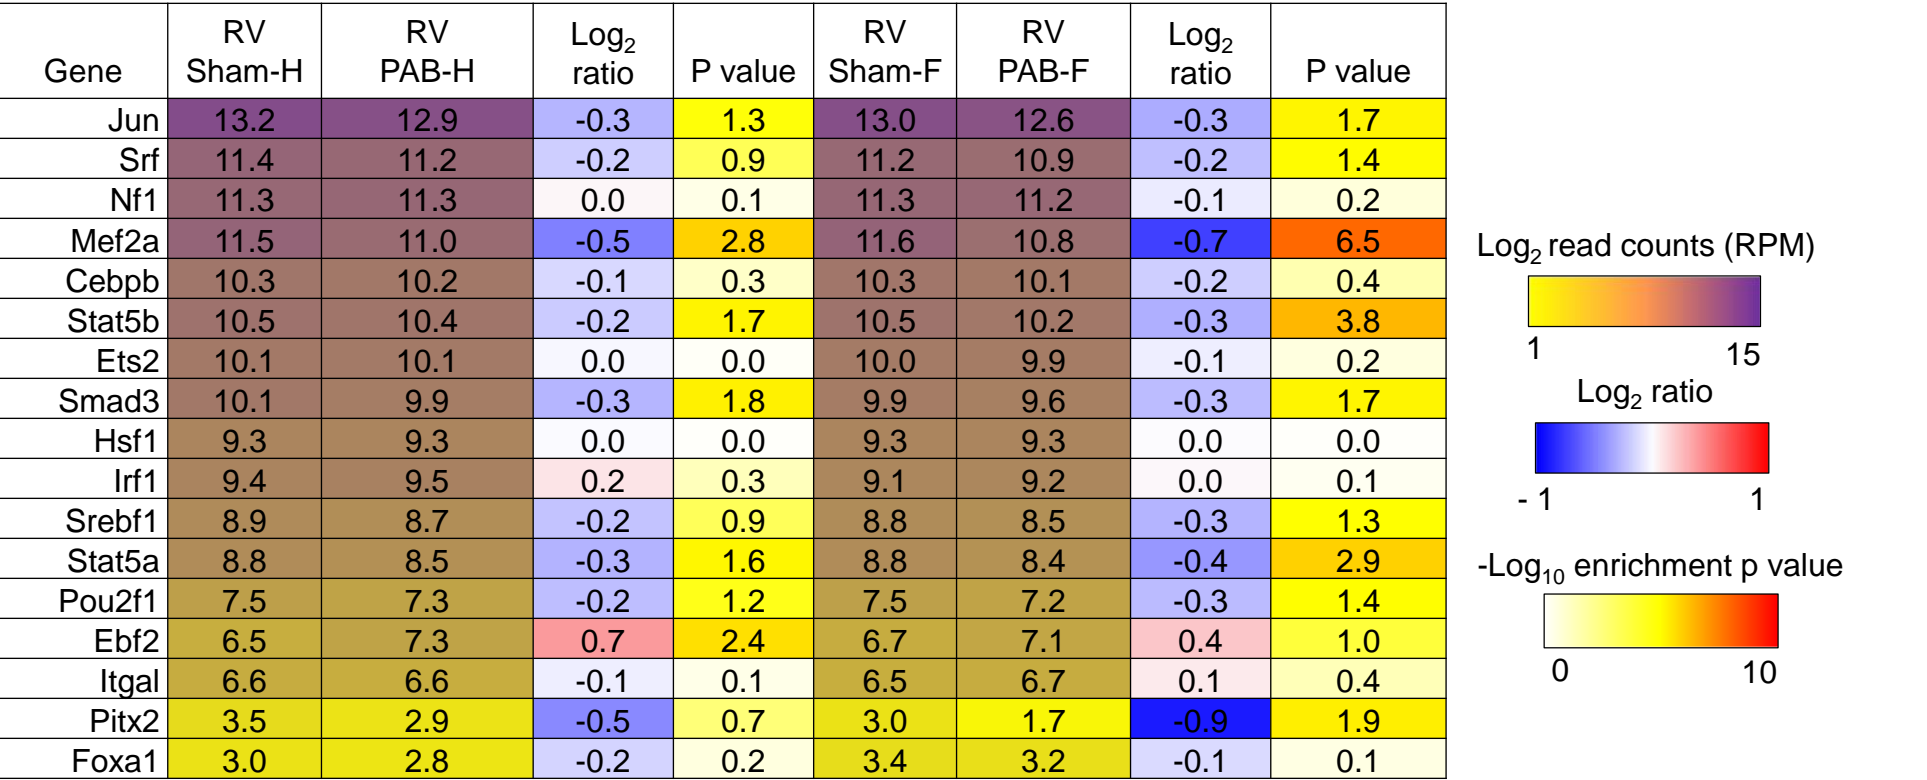

Supplementary Fig. 2. Transcription factors (TFs) regulating PAB target genes.

(A) Top 10 TFs derived from all clusters of PAB-regulated genes (corresponding to 32 unique TFs) and their target genes. (B) Out of 32 TFs, 17 TFs are expressed in the RV of Sham or PAB animals. The heat map shows normalized read counts, fold changes and their significance.

(A) Top 10 TFs derived from all clusters of AOB-regulated genes (corresponding to 40 unique TFs) and their target genes. (B) The gene ontologies of all 224 PAB and 127 AOB target genes were determined by pathway overrepresentation analysis. The clustered heat map shows the top 100 enriched pathway terms.

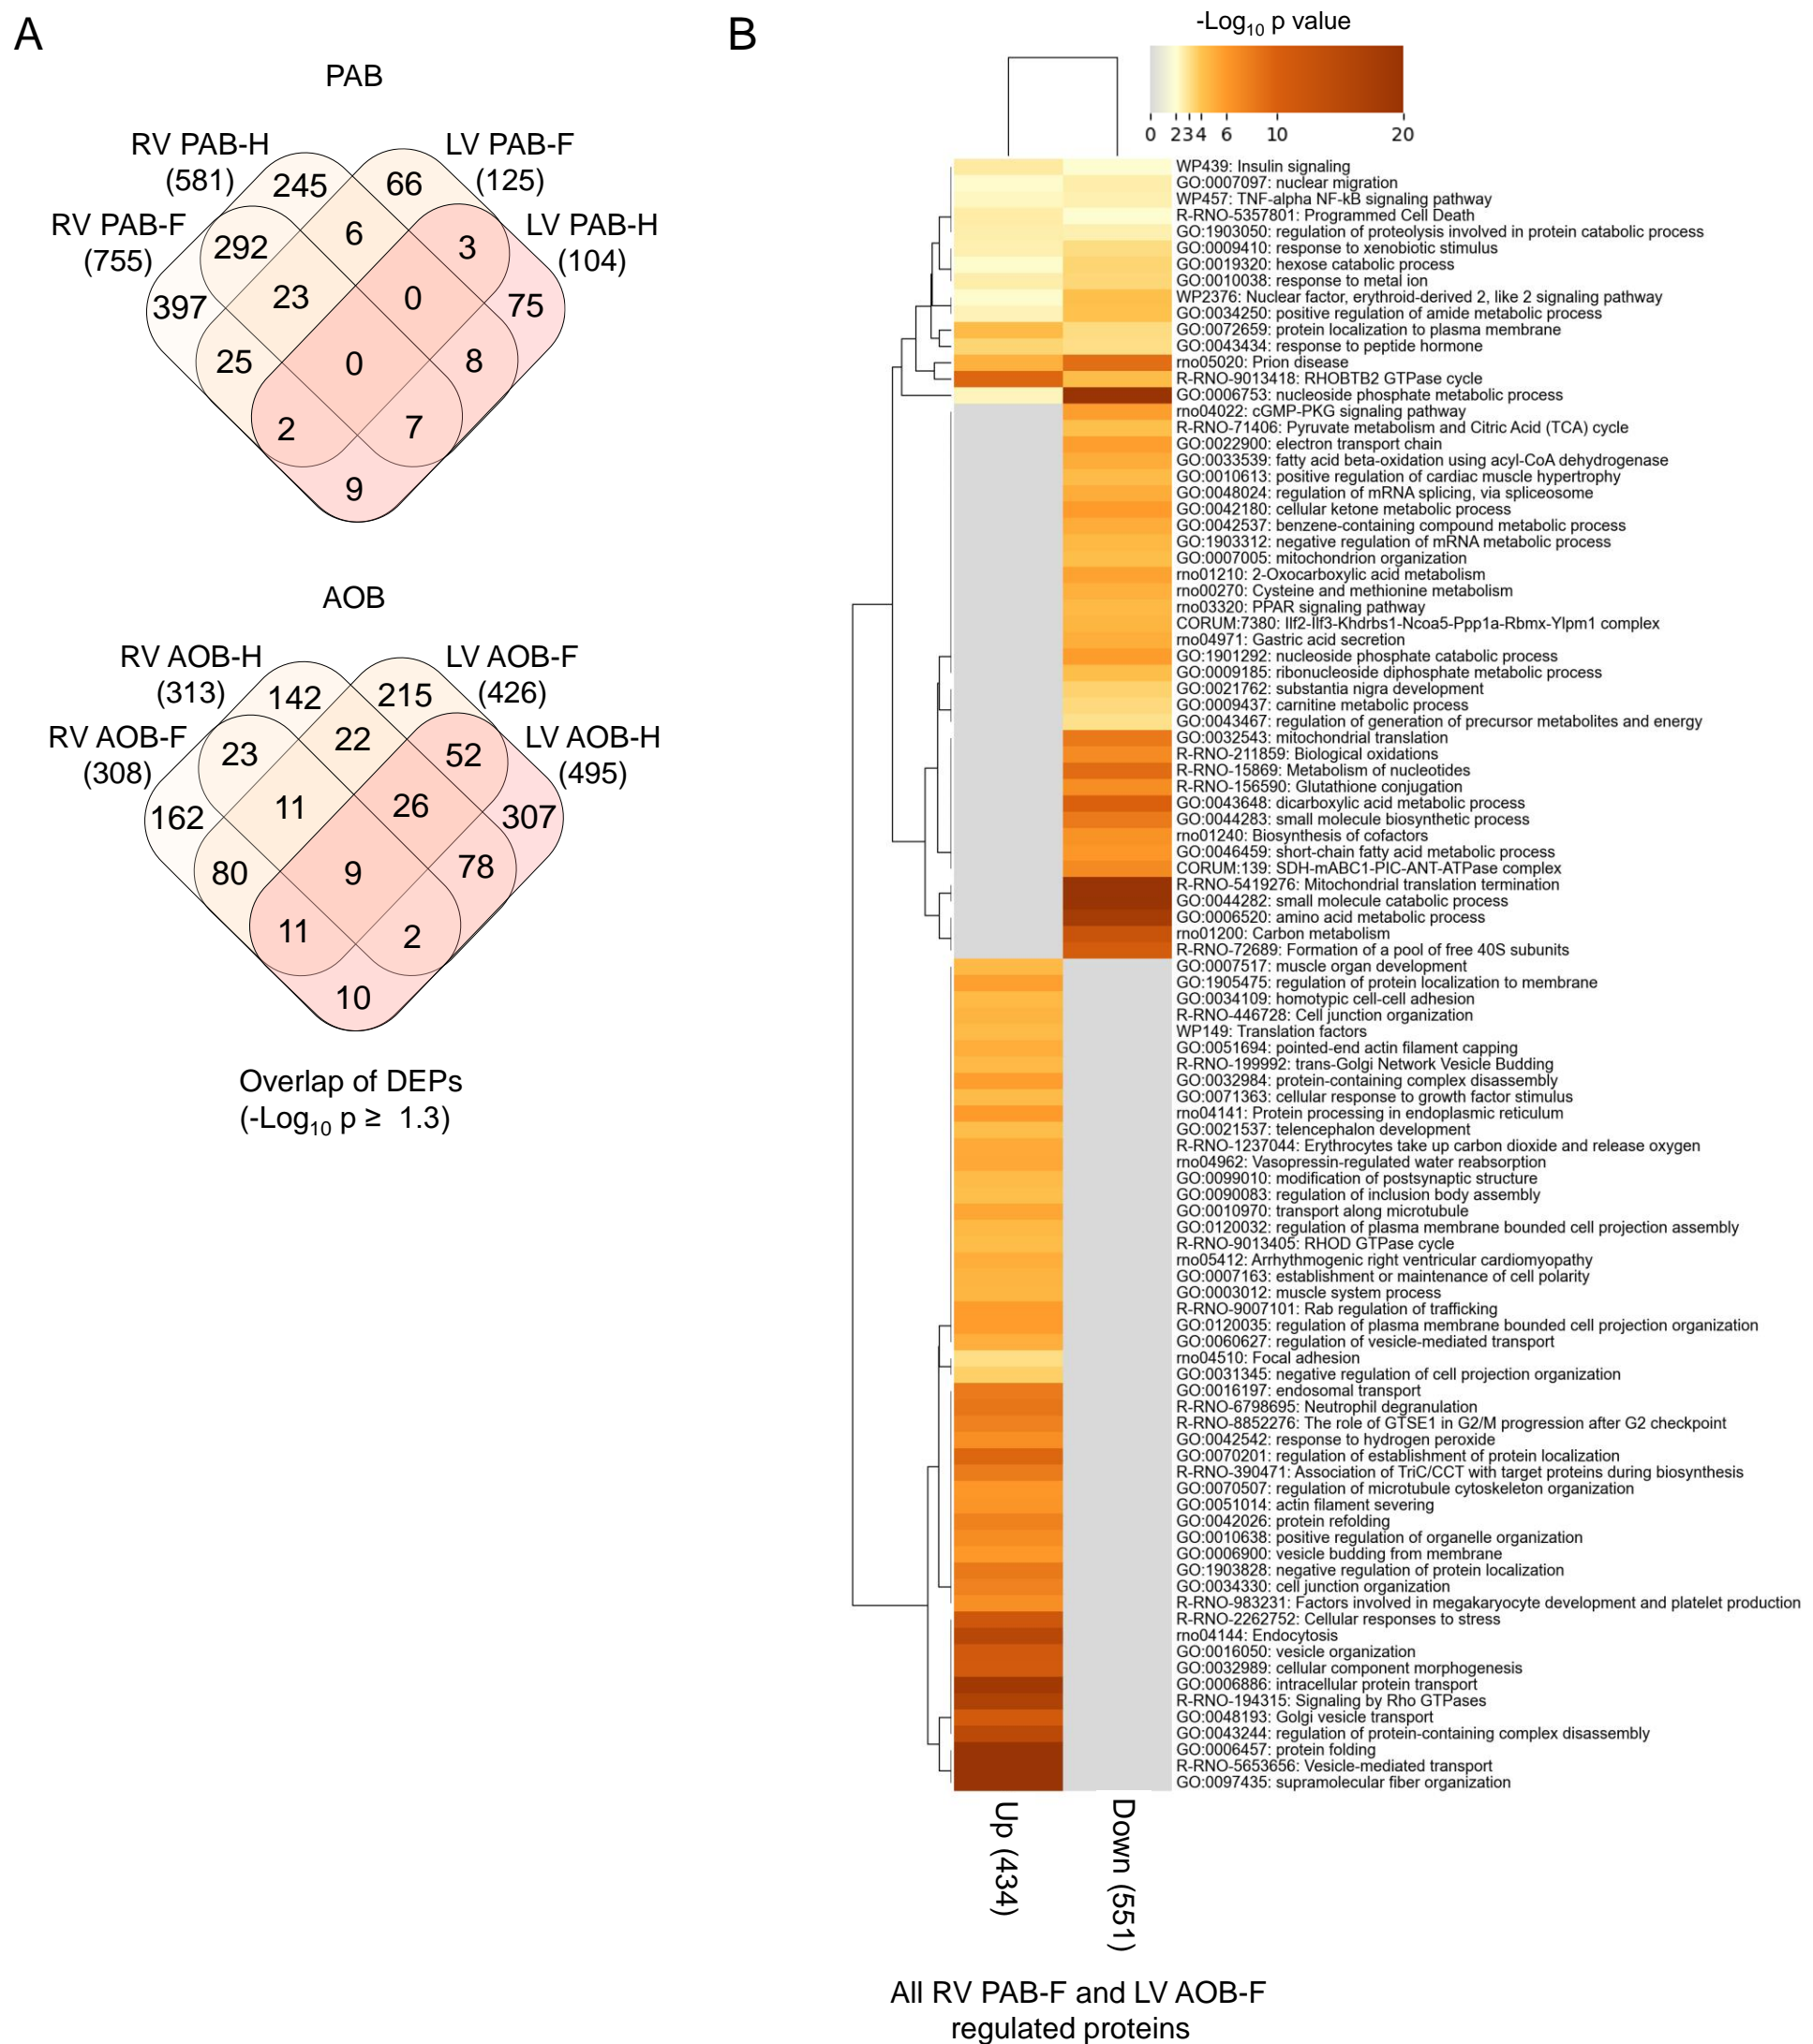

**Supplementary Fig. 4. Distinct and overlapping sets of DEPs in PAB and AOB conditions.**

(A) Venn diagrams showing the overlap of all DEPs in PAB or AOB conditions. (B) Clustered heatmap of the top 100 enriched pathway terms mapping to all up- or downregulated DEPs in the LV of AOB-F or the RV of PAB-F conditions demonstrating common and unique sets of genes in rat heart failure conditions.

A

## Right ventricle

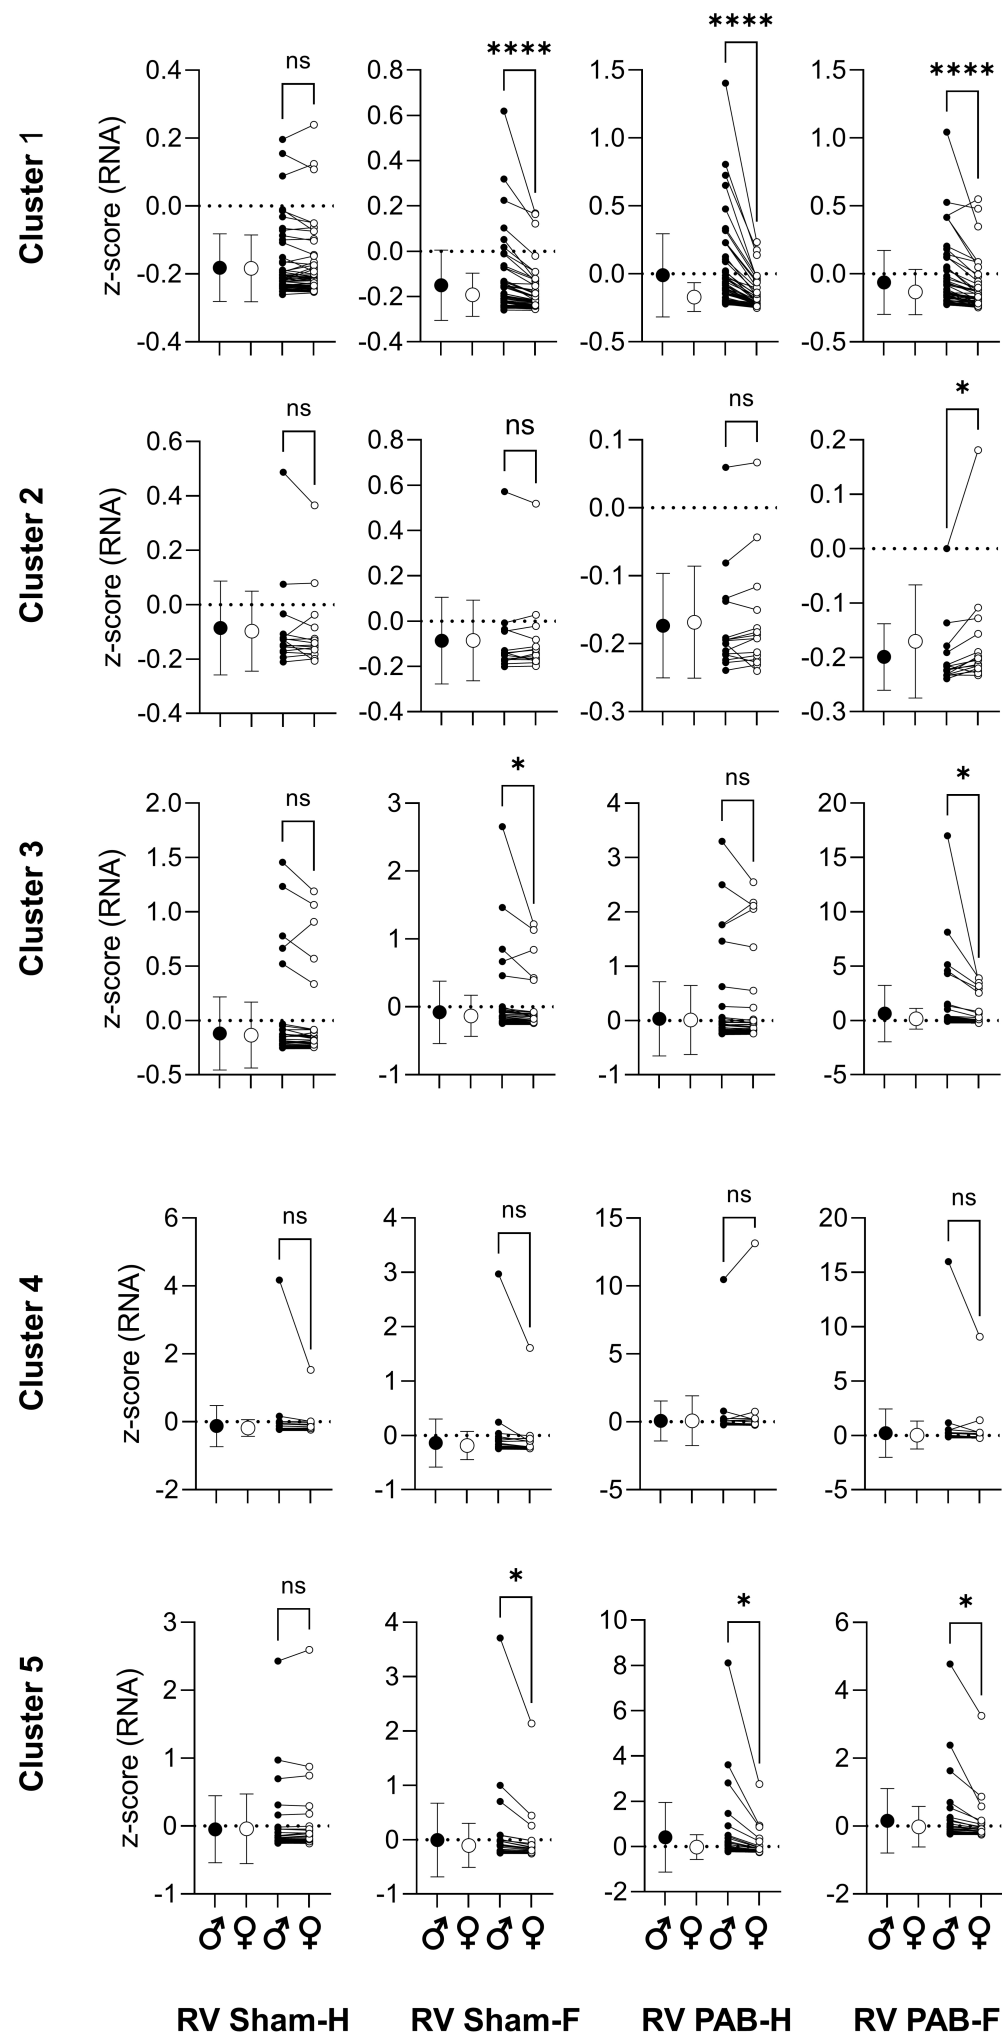

B

## Left ventricle

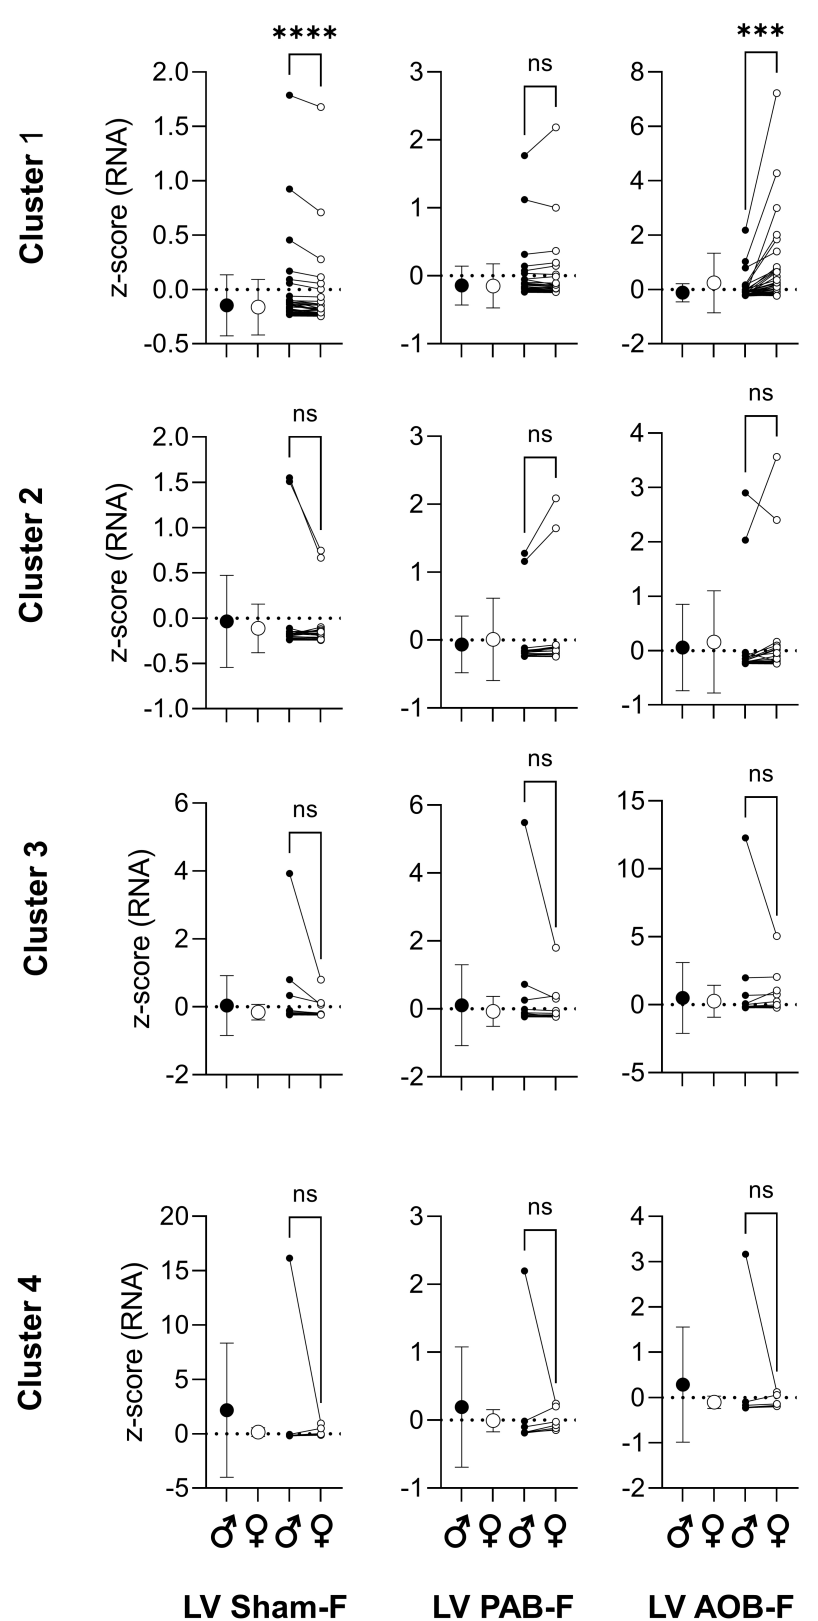

Supplementary Fig. 5. Sex-specific regulation of PAB or AOB-regulated genes.

(A) Z-scored gene expression values of clusters 1-5 of all 224 PAB regulated genes in the RV (see Fig. 3) were separated according to sex. Graphs show mean expression  $\pm$  s.d. on the left and pairwise aligned expression values for individual genes on the right. Solid black and white symbols mark male and female samples, respectively. Asterisks indicate significance of changes between male and female animals obtained by paired t-tests (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ ). (B) Z-scored gene expression values of clusters 1-4 of all 127 AOB-regulated genes in the LV (see Extended Data Fig. 6C) were separated according to sex. Graphs show mean expression  $\pm$  s.d. on the left and pairwise aligned expression values for individual genes on the right. Solid black and white symbols mark male and female samples, respectively. Asterisks indicate significance of changes between male and female animals obtained by paired t-tests (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ ).

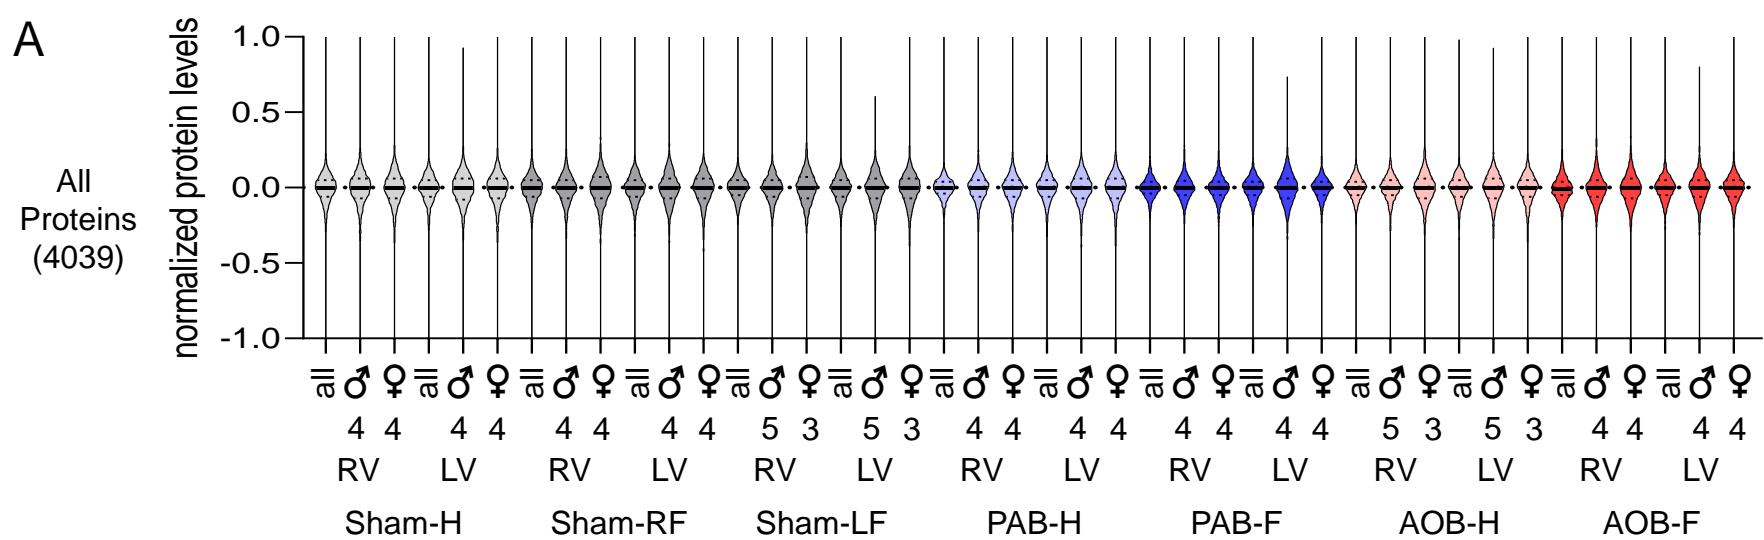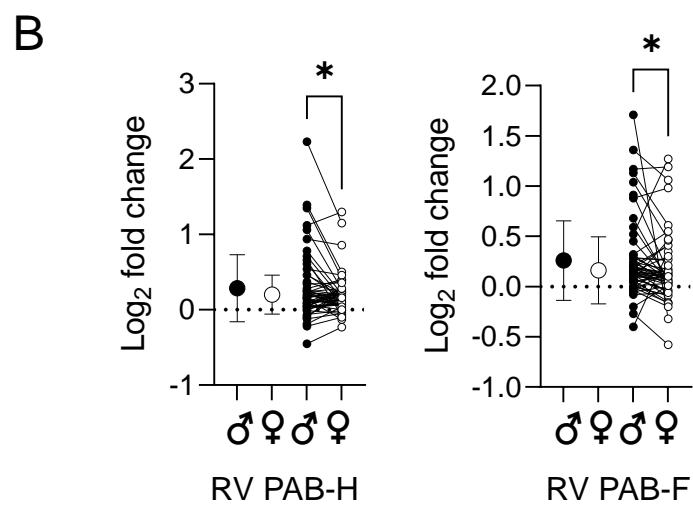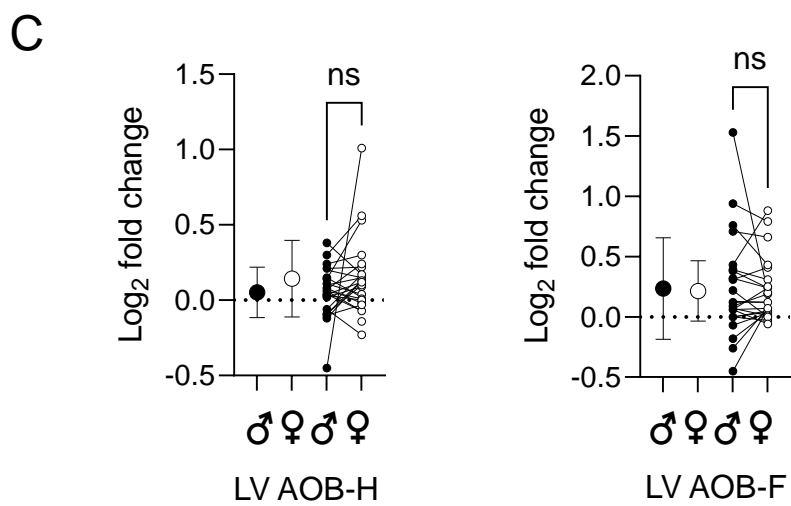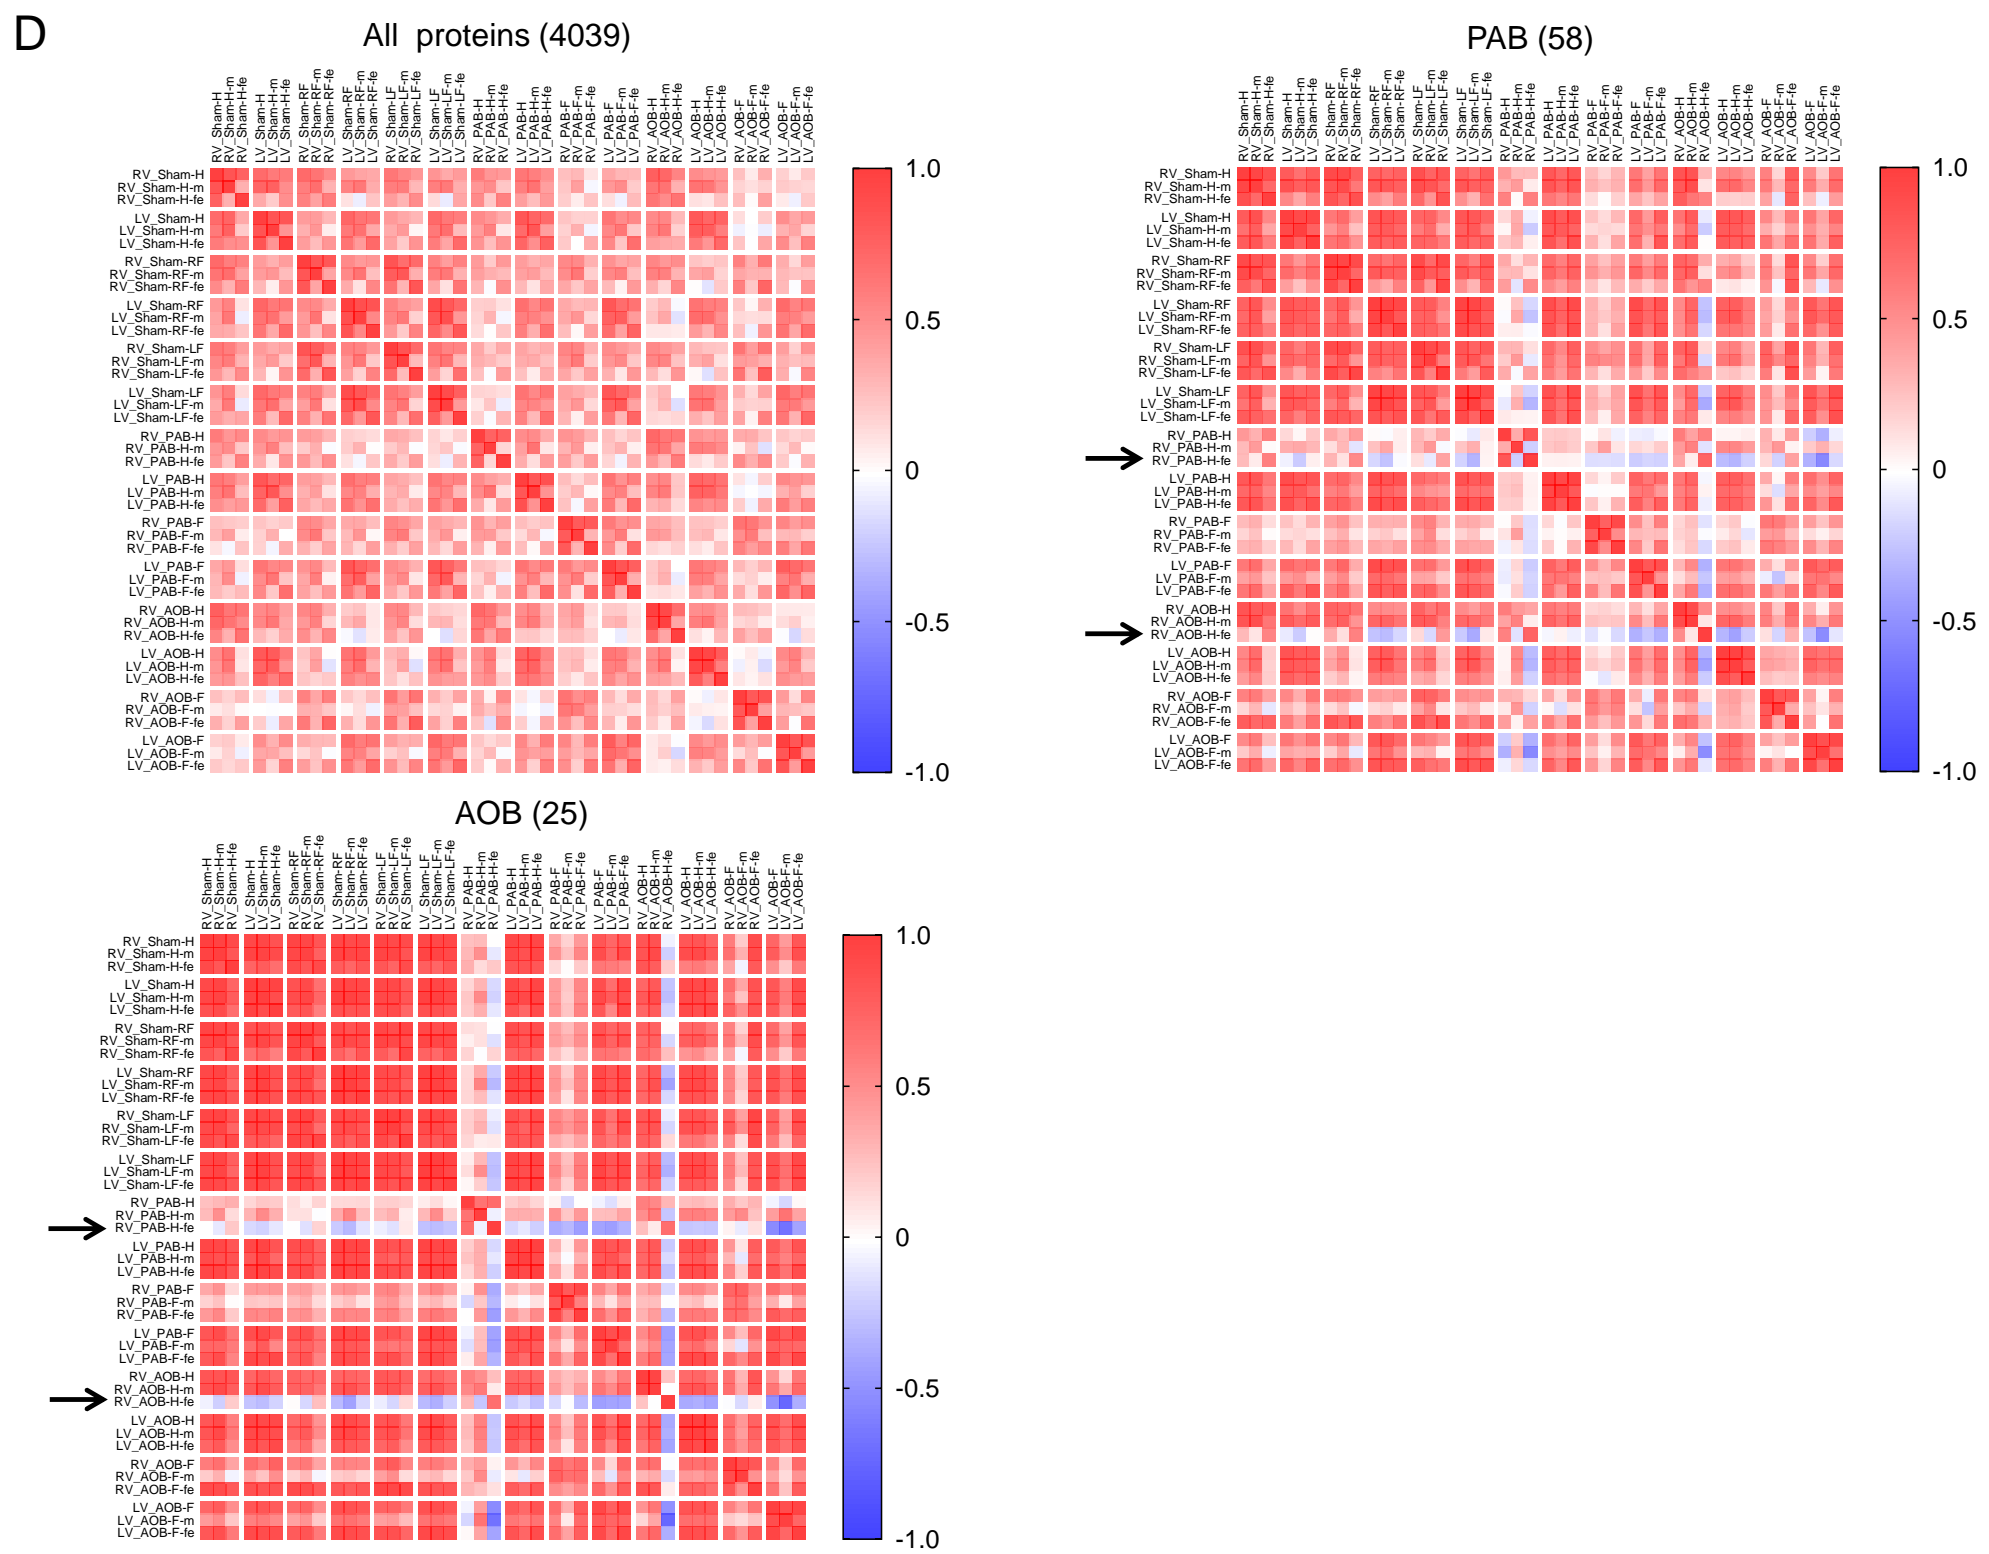

**Supplementary Fig. 6. Sex-specific regulation of PAB- or AOB-regulated proteins.**

(A) Proteomic data were width normalized and split according to sexes resulting in 4039 protein IDs with at least 75% valid values in at least one male or female group. Violin plots show distribution of protein intensity values across all conditions. (B-C) Sex-dependent expression changes of 58 proteins matching to 224 PAB regulated genes in the RV or 25 proteins matching to 127 AOB regulated genes in the LV. Graphs show mean fold change  $\pm$  s.d. on the left and pairwise aligned Log<sub>2</sub> ratio values for individual DEPs on the right. Solid black or white symbols mark male and female samples, respectively. Asterisks indicate significance of changes between male and female animals obtained by paired t-tests (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ ). (D) Correlation matrices comparing the expression of all 4039 proteins or PAB- or AOB-regulated proteins separated by sex across all experimental conditions. Arrows mark differences in correlations of protein expression between male and females in the RV. Colour bars show Pearson r.

# STROBE Statement—Checklist of items that should be included in reports of *cohort studies*

|                           | Item No | Recommendation                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|---------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Title and abstract</b> | 1       | <p>Indicate the study's design with a commonly used term in the title or the abstract</p> <p>In this study, human samples were used in comparison to the data set obtained in a well characterized animal model. We did not primarily report results of a clinical cohort study.</p> <hr/> <p>Provide in the abstract an informative and balanced summary of what was done and what was found</p> <p>“Intersection of rat PAB-specific gene sets with transcriptome data sets from human patients with chronic thromboembolic pulmonary hypertension (CTEPH) led to the identification of more than 50 genes whose expression levels correlated with the severity of right heart disease, including multiple matrix-regulating and secreted factors. These data define a conserved, differentially regulated genetic network associated with right heart failure in rats and humans.”</p>                                                                                                                                                                                                                                                                             |
| <b>Introduction</b>       |         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Background/rationale      | 2       | <p>Explain the scientific background and rationale for the investigation being reported</p> <p>“Similar resources and datasets are not available for RHF. In the present study, we performed a systematic investigation of rat models of chronic RHF (pulmonary artery banding, PAB) or LHF (aortic banding, AOB) to uncover the transcriptomic and proteomic changes that occur over months in the failing RV compared with the failing LV. Deep bioinformatics analyses, including comparisons of rat PAB-specific gene sets with transcriptomic data from patients with chronic thromboembolic pulmonary hypertension (CTEPH) before and after pulmonary endarterectomy (pre/postPEA) resulted in the identification of more than 50 genes whose expression levels correlated with the severity of right heart disease in humans. Together, these data define a genetic network representing a first version of a core gene signature of the failing RV that appears to coordinate progressive RHF.”</p>                                                                                                                                                           |
| Objectives                | 3       | <p>State specific objectives, including any prespecified hypotheses</p> <p>“...transcriptomic data from patients with chronic thromboembolic pulmonary hypertension (CTEPH) before and after pulmonary endarterectomy (pre/post PEA) resulted in the identification of more than 50 genes whose expression levels correlated with the severity of right heart disease in humans.”</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| <b>Methods</b>            |         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Study design              | 4       | <p>Present key elements of study design early in the paper</p> <p>“The present prospective cohort study included a total number of 73 patients (all-comers) with a final diagnosis of chronic thromboembolic pulmonary hypertension (CTEPH), who were treated by pulmonary endarterectomy (PEA) at the Kerckhoff Heart and Thorax Center between 2016 and 2020. Data on demographics, symptoms and comorbidities were collected for all patients. Baseline characteristics concerning LV and RV dimensions, function and pressure gradients were further evaluated by transthoracic echocardiography and right heart catheterisation. 71 patients analyzed by RNAseq at the prePEA stage were grouped according to 1 year mortality risk by applying a modified version of the European Society of Cardiology (ESC) guidelines risk stratification model 21, using the following criteria. Low risk (&lt; 5%): cardiac index (CI) <math>\geq 2.0</math> L / min / m<sup>2</sup>, NT-proBNP &lt; 300 ng / L, TAPSE / systolic pulmonary arterial pressure (sPAP) &gt; 0.32 mm / mmHg, intermediate risk (5-20%): NT-proBNP: 300-1100 ng / L, TAPSE / sPAP: 19 – 32</p> |

mm / mmHg and high risk (> 20%): CI < 2.0 L / min/m2, NT-proBNP > 1100 ng / L, TAPSE / sPAP < 0.19 mm/mmHg. Additionally, in the low or high groups 1 parameter was allowed to differ, but 2 out of 3 had to meet the pre-defined values. Otherwise, patients were assigned to the intermediate group.”

|                              |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|------------------------------|----|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Setting                      | 5  | Describe the setting, locations, and relevant dates, including periods of recruitment, exposure, follow-up, and data collection<br>“The present prospective cohort study included a total number of 73 patients (all-comers) with a final diagnosis of chronic thromboembolic pulmonary hypertension (CTEPH), who were treated by pulmonary endarterectomy (PEA) at the Kerckhoff Heart and Thorax Center between 2016 and 2020.”<br>“Biopsies of the free RV wall from 71 patients were collected at base line (BL, prePEA) during PEA. In 24 patients, RV myocardial biopsies were obtained during right heart catheterization (RHC) 12 months after PEA (follow-up, FU, postPEA). In this case, to account for technical and safety aspects, the specimens were taken from the interventricular septum.”                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Participants                 | 6  | (a) Give the eligibility criteria, and the sources and methods of selection of participants. Describe methods of follow-up<br>See above (Setting)<br>(b) For matched studies, give matching criteria and number of exposed and unexposed<br>Matched RNA-seq data are available for 22 patients prePEA and postPEA.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Variables                    | 7  | Clearly define all outcomes, exposures, predictors, potential confounders, and effect modifiers. Give diagnostic criteria, if applicable<br>“Data on demographics, symptoms and comorbidities were collected for all patients. Baseline characteristics concerning LV and RV dimensions, function and pressure gradients were further evaluated by transthoracic echocardiography and right heart catheterisation. 71 patients, for which biopsy samples at the prePEA stage were available, were grouped according to 1 year mortality risk by applying a modified version of the European Society of Cardiology (ESC) guidelines risk stratification model, using the following criteria. Low risk (< 5%): cardiac index (CI) $\geq$ 2.0 L / min / m2, NT-proBNP < 300 ng / L, TAPSE / systolic pulmonary arterial pressure (sPAP) > 0.32 mm / mmHg, intermediate risk (5-20%): NT-proBNP: 300-1100 ng / L, TAPSE / sPAP: 19 – 32 mm / mmHg and high risk (> 20%): CI < 2.0 L / min/m2, NT-proBNP > 1100 ng / L, TAPSE / sPAP < 0.19 mm/mmHg. Additionally, in the low or high groups 1 parameter was allowed to differ, but 2 out of 3 had to meet the pre-defined values. Otherwise, patients were assigned to the intermediate group.” |
| Data sources/<br>measurement | 8* | For each variable of interest, give sources of data and details of methods of assessment (measurement). Describe comparability of assessment methods if there is more than one group<br>“For RNA isolation, biopsies of the free RV wall from 71 patients were collected at base line (BL, prePEA) during PEA. In 24 patients, RV myocardial biopsies were obtained during right heart catheterization (RHC) 12 months after PEA (follow-up, FU, postPEA). In this case, to account for technical and safety aspects, the specimens were taken from the interventricular septum. RNA samples prePEA and postPEA were available for 22 patients, while only postPEA samples were available from two additional patients. Isolation of total RNA from both types of heart tissues, comprising 95 samples in total, was performed with Qiagen miRNeasy micro Kit and Covaris Cryo-Prep homogenization. All tissue specimens were                                                                                                                                                                                                                                                                                                               |

processed by blinded staffs. In total, 100 ng to 1 µg of total RNA was used for Hi-Mammalian whole transcriptome preparation (Takara Bio) and sequencing was performed on Nextseq2000 instrument with (72 bp single end set-up). Trimmomatic (v. 0.39) was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides. Reads were aligned versus Ensembl human genome version hg38 (Ensembl release 104) with STAR 2.7.10a. Aligned reads were filtered to remove duplicates with Picard 2.27.1 (Picard Toolkit. 2019. Broad Institute, GitHub Repository. <https://broadinstitute.github.io/picard/>; Broad Institute; RRID:SCR\_006525), multi-mapping events and ribosomal or mitochondrial reads. Gene counts were established with featureCounts 2.0.2 by aggregating reads overlapping exons on the correct strand excluding those overlapping multiple genes. The raw count matrix was normalized with DESeq2 version 1.30.1. Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count > 5, multiple testing adjusted p-value < 0.05, and  $-0.585 < \log_2FC < 0.585$ . The Ensembl annotation was enriched with UniProt data.”

|                        |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|------------------------|----|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Bias                   | 9  | Describe any efforts to address potential sources of bias<br>All tissue specimens were processed in a standardized manner by experienced staffs, which were blinded to clinical data.<br>“All tissue specimens were processed by blinded staffs.”                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Study size             | 10 | Explain how the study size was arrived at<br>We performed a single center all-comers study. All patients were treated according to SOP and GCP by the same team. All patients undergoing PEA at the Kerckhoff Heart and Thorax Center between 2016 and 2020 that gave informed consent were included. Samples were used to evaluate data derived from animal studies in human tissue samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Quantitative variables | 11 | Explain how quantitative variables were handled in the analyses. If applicable, describe which groupings were chosen and why<br>Disease severity of the patients was scored based on cardiac index, TAPSE / systolic pulmonary arterial pressure und N-terminal pro-brain natriuretic peptide in line with European Society of Cardiology (ESC) guide lines. Patients were stratified into low, intermediate and high one-year mortality risk groups and ranked for disease severity by equally weighting these parameters, so that higher ranks correlated with lower mortality.<br>Patients were characterized by the clinical staff by the score as described above. We did not perform additional analyses of clinical data or any clinical intervention related to our study. Score levels were used to group the patients.<br>Results: “Disease severity of the patients at BL was scored based on cardiac index, TAPSE / systolic pulmonary arterial pressure (sPAP) und N-terminal pro-brain natriuretic peptide (NT-proBNP) in line with European Society of Cardiology (ESC) guide lines. Patients were stratified into low, intermediate and high one-year mortality risk groups and ranked for disease severity by equally weighting these parameters, so that higher ranks correlated with lower mortality.” |
| Statistical methods    | 12 | (a) Describe all statistical methods, including those used to control for confounding<br>Statistical methods are described within the figure legends (presentation of data from human samples in Figure 7 of the manuscript):<br>Fig. 7D: Strategy to define expressed genes (IDs) at prePEA state that correlate significantly with ESC rank (Pearson $r > \text{or} < 0.3$ and a p value $\leq 0.01$ ). This set of                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

1925 IDs was intersected with the 224 PAB-regulated genes from the rat model, resulting in a significant (Fisher's exact test,  $p < 0.0001$ ) overlap of 55 genes.

Fig. 7F: Correlation of mRNA expression (normalized (norm.) read counts)) with ESC rank at prePEA state for prototypical genes. The graphs display values for 71 patients, linear regression lines (in red), 95% confidence intervals (in gray), Pearson  $r$  and  $p$  values (\* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ ).

Fig. 7G: mRNA expression of genes at time of surgery (prePEA,  $n=71$ ) and follow up (postPEA,  $n=24$ ). Red colors mark values from patients with lowest mortality risk. Black lines show means and asterisks indicate significant changes (Mann-Whitney test, \* $p \leq 0.05$ , \*\* $p \leq 0.01$ , \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ ).

No control for confounding was performed.

(b) Describe any methods used to examine subgroups and interactions  
No interactions were analyzed.

(c) Explain how missing data were addressed  
The clinical risk score was assessed for the grouping of all prePEA patients (100%).  
No further data were analyzed.

(d) If applicable, explain how loss to follow-up was addressed  
Separate presentation of all 24 patients with follow-up (presented in Fig. 7G+H)

(e) Describe any sensitivity analyses  
No sensitivity analysis was performed.

## Results

|                  |     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|------------------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Participants     | 13* | <p>(a) Report numbers of individuals at each stage of study—eg numbers potentially eligible, examined for eligibility, confirmed eligible, included in the study, completing follow-up, and analysed</p> <p>“To explore the conservation and relevance of the PAB-regulated gene sets for humans, we analyzed 95 RNAseq data sets from CTEPH patients. RV biopsies were obtained during thoracic surgery at base line (BL, prePEA) and for 24 patients from the septum (by right heart catheter) during follow up, 12 months after pulmonary endarterectomy (FU, postPEA) (Fig. 7A).”</p> <p>(b) Give reasons for non-participation at each stage<br/>Septum biopsies were taken from all patients that underwent standardized 12 months follow up (24 patients). 47 patients did not undergo follow up biopsies due to withdrawn consent.</p> <p>(c) Consider use of a flow diagram<br/>Not applicable.</p> |
| Descriptive data | 14* | <p>(a) Give characteristics of study participants (eg demographic, clinical, social) and information on exposures and potential confounders<br/>Additional characteristics are presented in the accompanying manuscript by Jafari et al. (NCVR-2023-07-1957).</p> <p>(b) Indicate number of participants with missing data for each variable of interest<br/>RNA-seq data sets:<br/>baseline investigation, prePEA: 71 patients<br/>follow-up investigation, postPEA: 24 patients<br/>only baseline investigation, prePEA: 47 patients<br/>only follow-up investigation, postPEA: 2 patients</p> <p>(c) Summarise follow-up time (eg, average and total amount)<br/>follow up, 12 months after pulmonary endarterectomy</p>                                                                                                                                                                                  |
| Outcome data     | 15* | Report numbers of outcome events or summary measures over time                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Additional measures are presented in the accompanying manuscript by Jafari et al. (NCVR-2023-07-1957).

|                |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|----------------|----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Main results   | 16 | <p>(a) Give unadjusted estimates and, if applicable, confounder-adjusted estimates and their precision (eg, 95% confidence interval). Make clear which confounders were adjusted for and why they were included</p> <p>No confounders were adjusted.</p> <p>(b) Report category boundaries when continuous variables were categorized</p> <p>Not applicable: no continuous variables were categorized</p> <p>(c) If relevant, consider translating estimates of relative risk into absolute risk for a meaningful time period</p> <p>Not applicable: We did not perform risk analyses with regard to outcome. Our data represent the analyses of gene expression changes (RNA-Seq).</p> |
| Other analyses | 17 | <p>Report other analyses done—eg analyses of subgroups and interactions, and sensitivity analyses</p> <p>Our data show correlation of the expression of genes in relation to the ESC rank prePEA for (i) all patients, (ii) males and (iii) females.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Discussion

|             |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------|----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Key results | 18 | <p>Summarise key results with reference to study objectives</p> <p>“To explore the conservation and relevance of the PAB-regulated gene sets for humans, we analyzed 95 RNAseq data sets from CTEPH patients. RV biopsies were obtained during thoracic surgery at base line (BL, prePEA) and for 24 patients from the septum (by right heart catheter) during follow up, 12 months after pulmonary endarterectomy (FU, postPEA) (Fig. 7A). Disease severity of the patients was scored based on cardiac index, TAPSE / systolic pulmonary arterial pressure (sPAP) und N-terminal pro-brain natriuretic peptide (NT-proBNP) in line with European Society of Cardiology (ESC) guide lines. Patients were stratified into low, intermediate and high one-year mortality risk groups (Fig. 7B) and ranked for disease severity by equally weighting these parameters, so that higher ranks correlated with lower mortality (Fig. 7C).</p> <p>Of 16354 genes that were expressed at BL, 1925 correlated either negatively or positively with ESC rank (Fig. 7D). In this data set, 55 genes overlapped with 224 PAB-regulated genes (Fig. 7D-E, Source Data Fig. 7).</p> <p>Most genes showed negative correlation, such as COL8A1, NPPB, PENK, ETV1, FSTL3 and AEBP1, indicating that their levels increased with more severe RHF (Fig. 7E-F). Only 7 genes, such as EPN3, showed a positive correlation, indicating that their expression might be beneficial (Fig. 7E-F). CILP, MAOA and NCAM1 mRNA changes prePEA were also significantly correlated with ESC rank but were below the stringent filtering criteria applied to the top 55 genes (Fig. 7E). Nine of these factors were confirmed to be regulated at the protein level in rats as shown in Fig. 5.</p> <p>There was a significant reduction of mean COL8A1, NPPB, PENK and FSTL3 levels at FU (Fig. 7G), whereby data from patients at low risk were mostly below the average already at BL (see red dots in Fig. 7G). This was not the case for ETV1, EPN3, AEBP1 (Fig. 7G). Similarly, gene expression of 22 available paired samples showed a mixed pattern (Fig 7H), in line with the interpretation that averaged mRNA expression data obtained from two different regions of the heart (RV wall, septum) in a clinically heterogeneous cohort of patients are more variable and have limited sensitivity to reflect the course of disease.”</p> |
|-------------|----|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                          |    |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------|----|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Limitations              | 19 | Discuss limitations of the study, taking into account sources of potential bias or imprecision. Discuss both direction and magnitude of any potential bias<br>“...the gene sets associated with CTEPH RVF may not be representative of all conditions resulting in pulmonary hypertension and RVF”                                                                                                                                          |
| Interpretation           | 20 | Give a cautious overall interpretation of results considering objectives, limitations, multiplicity of analyses, results from similar studies, and other relevant evidence<br>Discussion: comparison of data from the animal model and the patients.<br>Limitations: “Gene sets associated with CTEPH RVF may not be representative of all conditions resulting in pulmonary hypertension and RVF.”                                         |
| Generalisability         | 21 | Discuss the generalisability (external validity) of the study results<br>“Gene sets associated with CTEPH RVF may not be representative of all conditions resulting in pulmonary hypertension and RVF.”                                                                                                                                                                                                                                     |
| <b>Other information</b> |    |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Funding                  | 22 | Give the source of funding and the role of the funders for the present study and, if applicable, for the original study on which the present article is based<br>The study work was supported by grants from the Deutsche Forschungsgemeinschaft (DFG, German Research Foundation). No conflict of interest was declared by any of the authors. No funding from pharmaceutical companies was provided in connection with this cohort study. |

\*Give information separately for exposed and unexposed groups.

**Note:** An Explanation and Elaboration article discusses each checklist item and gives methodological background and published examples of transparent reporting. The STROBE checklist is best used in conjunction with this article (freely available on the Web sites of PLoS Medicine at <http://www.plosmedicine.org/>, Annals of Internal Medicine at <http://www.annals.org/>, and Epidemiology at <http://www.epidem.com/>). Information on the STROBE Initiative is available at <http://www.strobe-statement.org>.

# Supplementary material for: A common gene signature of the right ventricle in failing rat and human hearts
**Source:** Nat Cardiovasc Res. 2024 Jul 5;3(7):819–40. doi: 10.1038/s44161-024-00485-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For proteomic analyses of rat hearts, rat LV and RV heart tissue samples were placed in Lysing Matrix D tubes containing 4 M GuHCl buffer (4 M GuHCl, 25 mM EDTA, 50 mM sodium acetate, pH=5.8, with protease / phosphatase inhibitors) and homogenized using Lysing Matrix D in a FastPrep24 tissue homogenizer at 6500 rpm for 15 seconds, twice. The supernatant was sonicated twice for 10 seconds, prior to centrifugation for 20 minutes at 16,000 g at 4°C. Protein concentration was measured with Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For each sample, 50 µg of protein was precipitated using 10x volume of absolute ethanol and incubated at -20°C overnight. The samples were centrifuged for 30 minutes at 16,000 g at 4°C, and the pellets were dried using a SpeedVac (Thermo Fisher Scientific). Protein pellets were dissolved and denatured by 6 M urea / 2 M thiourea, reduced by 10 mM dithiothreitol for 1 h at 37°C, and alkylated using 50 mM iodoacetamide for 1 h at room temperature in the dark. The samples were precipitated by using 1 ml of pre-chilled acetone and incubated at -20°C overnight. The samples were centrifuged for 30 minutes at 16,000 g at 4°C, and the supernatant was discarded. The protein pellet was dried and resuspended in 0.1 M triethylammonium bicarbonate (TEAB, pH 8.5). Proteins were digested by Trypsin / LysC (Promega, enzyme: protein ratio = 1:25) overnight at 37°C with shaking. The digestion was stopped by adding 1% trifluoroacetic acid (TFA) and peptides were cleaned using C18 cartridges on a Bravo AssayMAP robot (Agilent). After SpeedVac, the dried peptides were resuspended in 0.1 M TEAB to obtain a concentration of 1 µg / µl. A pooled sample was made by mixing the same amount of each sample. 20 µg of samples along with pooled samples were labelled with TMTpro 18plex Reagents (Thermo Fisher Scientific) according to the manufacturer's instructions. After quenching with 5% hydroxylamine, 1 pooled sample and 16 samples labelled with different TMTpro tags were mixed together, dried and resuspended in 0.1% triethylamine. Peptide fractionation was performed using high pH Reversed-Phase HPLC on a ZORBAX Extend 300 C18 column (Agilent, 4.6 x 150 mm) and 16 fractions were collected for 300 µg of each mixed TMT-labelled sample. The fractionated samples were dried using SpeedVac and resuspended in 37.5 µl LC solution (2% acetonitrile and 0.05% trifluoroacetic acid in LC-MS grade H<sub>2</sub>O). For LC-MS/MS analysis, 5 µl of each fractionated sample was injected and separated by reversed-phase nano-flow HPLC (Thermo Fisher Scientific, Ultimate 3000 RSLCnano) on a 50 cm EASY-SPRAY C18 column (Thermo Fisher Scientific) over 2 h gradient at a flow rate of 0.25 µl / minute as follows: 0-1 minutes, 1% B; 1-6 minutes, 1%-6% B; 6-40 minutes, 6%-18% B; 40-70 minutes, 18%-35% B; 70-80 minutes, 35%-45% B; 80-81 minutes, 45-99% B; 81-89.8 minutes, 99% B; 90-120 minutes, 1% B; where A = 0.1% formic acid in LC-MS grade H<sub>2</sub>O, B = 80% acetonitrile and 0.1% formic acid in LC-MS grade H<sub>2</sub>O. The separated peptides were directly injected into an Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Fisher Scientific) interfaced with FAIMS Pro Duo in front. In the FAIMS, 3 compensation voltages (CV = -40V, -55V, and -70V) were used alternatively to further separate the peptides in gas phase. The peptides were analyzed using a data-dependent MS2 method with Full MS scan range 400-1600 m/z, resolution 120,000, in Orbitrap, and data-dependent MS2 scans were performed on the most abundant precursors from Full MS scan using higher-energy collisional dissociation (HCD) and detected in Orbitrap with resolution 50,000 and isolation windows 0.7 m/z. The TMTpro reporter ions were also generated during the HCD fragmentation and recorded in the same MS2 spectra. Cycle time was set at 4.5 seconds (1.5 seconds for each CV) and dynamic exclusion was enabled. The data analysis was performed using Proteome Discoverer version 2.4.1.15 (Thermo Fisher Scientific) with Mascot 2.6.0 (Matrix Sciences). The following parameters were used: a combined RAT reference proteome database complemented with MOUSE and HUMAN UniProt/SwissProt database protein entries (release 2022\_01, 21589+17107+20376 protein entries) was used because the rat SwissProt database is not as complete as mouse and human; trypsin was used as enzyme and 2 missed cleavages were allowed; precursor mass tolerance was set at 10 ppm and fragment mass tolerance was 20 mmu; TMTpro 18plex tag on lysine and peptide N-terminal, carbamidomethylation on cysteine were set as static modifications; oxidation on methionine, lysine, and proline was set as variable modifications. Afterwards, identified protein lists were manually checked and for proteins identified in different species, rat proteins were kept as first choice, followed by mouse proteins and human proteins. In total, 4149 protein IDs were identified. TMT reporter ion signal was used as peptide quantitative value and summed up to represent the protein abundances. The data were normalized using the total peptide abundance then further scaled using the pooled sample abundance as control, correcting for technical variation between injections and TMT groups. The scaled abundance values were exported into Excel and used for further analysis.

## Data analysis

For rat cardiomyocyte RNA samples, raw data were processed using Nextflow and the nf-core / RNAseq pipeline (vs. 3.2). Sequence reads were trimmed by TrimGalore (v0.6.6), mapped to the rat reference genome Rnor6.0 with UCSC feature annotations using STAR (v2.6.1d) and read counts were extracted with FeatureCounts (Rsubreads v2.2.6), disabling multiple overlaps. Over 90% of all reads present in the 82 samples were mapped to genomic features of the rat genome and > 80% were uniquely mapped and represented by at least 25 million reads per sample. Differential expression was analysed by DESeq2 (v1.28.1) using the independent filtering option and beta\_prior LFC-shrinkage, and the Galaxy instance of the Justus Liebig University Giessen.

For rat whole heart RNA samples, raw data were processed using the Nextflow and nf-core / RNAseq pipeline, version 1.5. Sequence reads were trimmed by TrimGalore (v0.6.4), mapped to the rat reference genome Rnor6.0 with UCSC feature annotations using STAR (v2.6.1d) and read counts were extracted with FeatureCounts (Rsubreads v2.2.6), disabling multiple overlaps. For all 99 samples, over 95% of reads were mapped to Rnor6.0 features, > 75% were uniquely mapped and represented by at least 27 million per sample. Differential expression was analysed by DESeq2 (v1.28.1) as described above.

For human heart RNA samples, Trimmomatic (v. 0.39) was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides. Reads were aligned versus Ensembl human genome version hg38 (Ensembl release 104) with STAR 2.7.10a. Aligned reads were filtered to remove duplicates with Picard 2.27.1 (Picard Toolkit. 2019. Broad Institute, GitHub Repository. <https://broadinstitute.github.io/picard/>; Broad Institute; RRID:SCR\_006525), multi-mapping events and ribosomal or mitochondrial reads. Gene counts were established with featureCounts 2.0.2 by aggregating reads overlapping exons on the correct strand excluding those overlapping multiple genes. The raw count matrix was normalized with DESeq2 version 1.30.1. Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count > 5, multiple testing adjusted p-value < 0.05, and -0.585 < log2FC > 0.585. The Ensembl annotation was enriched with UniProt data (Activities at the Universal Protein Resource (UniProt)).

Z scores were based on the formula  $z = (x - \mu) / \sigma$ , where x is the gene expression value,  $\mu$  is the average mRNA expression per group and  $\sigma$  is the standard deviation. All graphs and statistical tests of non-omics data (two-sided t-tests and ANOVA, correlation analyses) were performed using GraphPad Prism, v 9.4.1 (GraphPad Software, LLC) or Excel2016. Venn diagrams were generated online using a Venn diagram tool (<http://bioinformatics.psb.ugent.be/webtools/Venn/>). For heatmap illustrations, z-score calculations or cluster analyses, Excel 2016 or the web tool Morpheus (<https://software.broadinstitute.org/morpheus>) were used. Gene sets were segregated by k-means clustering with "one minus pearson correlation" based on row values. Protein-protein interaction network analyses were based on the newest version of the STRING database (<https://string-db.org/>) and visualized using Cytoscape 3.9.1 using the integrated STRING functionalities and all ontology data bases of the STRING application.

Pathway enrichment analyses were performed online by Metascape ([www.metascape.org](http://www.metascape.org)) with the following default settings: for individual or multiple gene lists, KEGG Pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, CORUM, WikiPathways, and

PANTHER pathways were used as ontology sources. All genes in the genome were used as the enrichment background. Terms with a p-value < 0.01, a minimum count of 3, and an enrichment factors (ratio between observed counts and counts expected by chance) > 1.5 were collected and clustered by their membership similarities. P values were calculated based on the cumulative hypergeometric distribution, and q values were calculated using the Benjamini-Hochberg procedure to account for multiple testings. Kappa scores were used as the similarity metric for hierarchical clustering of enriched terms, and sub-trees with a similarity of > 0.3 were considered a cluster. The most statistically significant term within a cluster were chosen to represent the cluster 71. In case of multiple input gene lists, these were merged into one list called "\_FINAL". If terms were enriched in several individual gene lists and / or in the \_FINAL gene list, the best p value was chosen as the final p value.

Enrichment analyses for transcription factor-regulated gene sets were performed online using the network transcription factor (TF) target functionality of WebGestalt ([www.webgestalt.org](http://www.webgestalt.org)) and the transcription factor gene sets (TF) of the Molecular Signatures Database (MSigDB) (<https://www.gsea-msigdb.org/gsea/msigdb>) with the following settings. Enrichment method: ORA, organism: rnorvegicus, enrichment categories: network\_Transcription\_Factor\_target, ID type: genesymbol, reference list: all mapped entrezgene IDs from the selected platform genome. Parameters for the enrichment analysis: minimum number of IDs in the category: 5, maximum number of IDs in the category: 2000, FDR method: Benjamini-Hochberg, significance level: Top 10.

Secretome annotations were based on the published list of 6,943 high-confidence human secreted proteins which were generated from 330,427 human proteins derived from databases of UniProt, Ensembl, AceView, and RefSeq (SPRomeDB; [www.unimdb.org/SPRomeDB](http://www.unimdb.org/SPRomeDB)). 6,267 of 6,943 (90.3%) of these proteins have the supporting evidences from a large amount of mass spectrometry (MS) and RNA-seq data.

For analysis of RNA-FISH signals, negative control probes for each channel (C1, C2) were directed against a bacterial RNA and provided by ACD Bio-technie.com. Microscopy analysis was performed using a Leica THUNDER imager (Leica Microsystems CMS GmbH) and Leica Application suite X (Version 3.7.4.23463), using pre-defined exposure times (Phase contrast: 55ms, DAPI: 80ms, C1 (555nm): 100ms, C2 (635nm): 700ms). After bright field preview scanning, preserved morphologies of whole heart sections and of fluorescence signals of single tiles were validated. Tile selections for region specific quantification were based on bright field scanning. Spots and nuclei (200 x magnification) were detected and quantified by Icy software (v.2.4.2.0) (<https://icy.bioimageanalysis.org>) using the following settings: For nuclei, the threshold value was adjusted to 15 k-means classes and HK-means to intensity classes of 12 and a minimum object size of 20 px. For spot detection, the object size was defined as 1 px with a sensitivity of 30. Spot numbers of each image were divided by the numbers of detected nuclei and normalized using a background factor derived from dividing mean background level by the background of the individual experiment. Imaging of all tiles across the entire section resulted in whole section overview images using Leica Application Suite X.

For proteomic analyses, scaled, normalized LC-MS / MS data derived from TMT labeling were Log2 transformed and width normalized using Perseus software, version 1.6.15.0. The eight biological replicates were assigned to one analysis group per condition. The data matrix was reduced to 3768 IDs based on 75% (i.e. 6 out of 8) valid values in at least one group. For separation of sex-specific proteomes, condition groups were split according to sex, resulting in 4039 IDs with 75% valid values. Significantly differentially expressed proteins (DEPs) between groups were identified based on t-tests and a  $-\log_{10}$  p value  $\geq 1.3$  using Perseus functionalities. Subsequent filtering steps and heatmap representations were performed in Excel 2016 according to the filtering criteria and thresholds described in the figure legends.

For processing of single nucleus RNAseq data from left ventricles of hearts from donors and patients with dilated or hypertrophic cardiomyopathy, data were downloaded from the Single Cell Portal of the Broad Institute ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP1303/](https://singlecell.broadinstitute.org/single_cell/study/SCP1303/)). In total, processed information for 592,689 cells was obtained in h5ad-format (downloaded file: human\_dcm\_hcm\_scportal\_03.17.2022.h5ad). The file was converted into h5seurat-format and subsequently loaded into the R environment (<https://www.R-project.org/>) using Seurat version 5.0.0. The same procedures were followed to re-use sc/sn RNAseq data from the human heart atlas, version 2, comprising 704,296 individual cells representing 12 cardiac cell types (<https://www.heartcellatlas.org/index.html>).

Differential gene expression between disease conditions and control donors was calculated in cardiomyocytes (I, II, III or the union of all subtypes) using a pseudo-bulk approach as outlined in ([https://hbctraining.github.io/scRNA-seq\\_online/lessons/06a\\_integration\\_harmony.html](https://hbctraining.github.io/scRNA-seq_online/lessons/06a_integration_harmony.html)). Data were converted into a single-cell experiment object and subsets of cardiomyocyte compartments were selected (based on cell\_type\_leiden0.6 column). Data were split according to samples and cell types and subsequently DESeq2 (v.1.42.0) was used to identify differentially expressed genes for contrasts HCM vs NF and DCM vs NF. Subsequently, genes with a base mean of less than 5 reads were removed and gene set enrichment analyses (GSEA) were performed across 5 different gene signatures: RHF core signature (113), hLHF+Rat PAB (57), hLHF+hCTEPH+Rat PAB (35), hCTEPH+ Rat PAB (21) and Rat PAB (111). GSEA was performed using the GSEA function of the clusterProfiler package based on the Wald test statistic derived from the DESeq2 analysis. Furthermore, the h5ad file was loaded into a cellxgene instance extended with the functionality of the VIP plug-in, which was used to generate Fig. 8C, Fig. 8F, Extended Data Figs. 3D, 4B, 8 and 9).

The R code for the pseudo-bulk analysis of differential gene expression in Cardiomyocytes from published sc / sn RNA-seq data and subsequent GSEA analysis of gene signatures is accessible at (<https://doi.org/10.5281/zenodo.10973971>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

For cardiomyocyte (CM) RNAseq, CM were isolated from RVs and LVs of 41 animals resulting in 82 RNAseq data sets (see Fig. 1A). For whole heart RNAseq, RV, septum and LV tissues were separated from hearts of 33 animals resulting in 99 RNAseq data sets in total (see Extended Data Fig. 7A).

The rat cardiomyocyte and whole heart RNAseq data sets of this study have been submitted to GEO: GSE216263 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?>

acc=GSE216263) and GSE216264 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216264>).

For RNAseq of human CTEPH patient heart tissues, biopsies of the free RV wall from 71 patients were collected at base line (BL, prePEA) during PEA. In 24 patients, RV myocardial biopsies were obtained during right heart catheterization (RHC) 12 months after PEA (follow-up, FU, prePEA). The human CTEPH RNAseq data have been submitted to GEO: GSE249697 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE249697>).

For proteomic analyses of rat hearts, right and left ventricle were separated from 56 animals (n = 8 per group), resulting in 112 samples for proteomic analysis in total. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047022 (<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX047022>).

For processing of published single cell nucleus transcriptomic data, single nucleus RNAseq data from 592,689 cells of left ventricles from hearts from donors and patients with dilated or hypertrophic cardiomyopathy were downloaded from the Single Cell Portal of the Broad Institute ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP1303/](https://singlecell.broadinstitute.org/single_cell/study/SCP1303/)).

For processing of sc/sn RNAseq data from the human heart atlas, version 2, comprising 704,296 individual cells representing 12 cardiac cell types, data were downloaded from the Heart Cell Atlas (<https://www.heartcellatlas.org/index.html>).

The following publically accessible data bases were used: STRING database (<https://string-db.org/>); Metascape (<https://www.metascape.org>) ; WebGestalt ([www.webgestalt.org](http://www.webgestalt.org)); Molecular Signatures Database (MSigDB) (<https://www.gsea-msigdb.org/gsea/msigdb>); SPROMEdb (<https://www.unimdb.org/SPROMEdb>). The remaining data generated in this study are provided in the Supplementary Information / Source Data sections. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

In this study, all RNAseq and proteomic data were additionally analyzed according to sex.

### Reporting on race, ethnicity, or other socially relevant groupings

Patients were not grouped according to race, ethnicity or other social criteria. 71 Patients prePEA were grouped according to 1 year mortality risk by applying a modified version of the European Society of Cardiology (ESC) guidelines risk stratification model (Humbert et al., 2023), using the following criteria. Low risk (< 5%): cardiac index (CI)  $\geq 2.0$  L / min / m<sup>2</sup>, NT-proBNP < 300 ng / L, tricuspid annular plane systolic excursion (TAPSE) / systolic pulmonary arterial pressure (sPAP) > 0.32 mm / mmHg, intermediate risk (5-20%): NT-proBNP: 300-1100 ng / L, TAPSE / sPAP: 19 – 32 mm / mmHg and high risk (> 20%): CI < 2.0 L / min/m<sup>2</sup>, NT-proBNP > 1100 ng / L, TAPSE / sPAP < 0.19 mm/mmHg. Additionally, in the low or high groups 1 parameter was allowed to differ, but 2 out of 3 had to meet the pre-defined values. Otherwise, patients were assigned to the intermediate group.

### Population characteristics

Data on demographics, symptoms and comorbidities were collected for all patients. Baseline characteristics concerning LV and RV dimensions, function and pressure gradients were further evaluated by transthoracic echocardiography and right heart catheterisation. The 71 patients analyzed by RNAseq at the prePEA stage included 49 male and 22 female patients with a mean age of 58.8 years (range 20.1-80.2 years).

### Recruitment

The present prospective study comprised a total number of 73 patients (including two without prePEA RNAseq data sets) with a final diagnosis of chronic thromboembolic pulmonary hypertension (CTEPH), who were treated by pulmonary endarterectomy (PEA) at the Kerckhoff Heart and Thorax Center between 2016 and 2020. Biopsies of the free right ventricular wall from 71 patients were collected at base line (BL, prePEA) during PEA. In 24 patients, RV myocardial biopsies were obtained during right heart catheterization (RHC) 12 months postPEA at follow-up (FU). In this case, to account for technical and safety aspects, the specimens were taken from the interventricular septum. RNA samples prePEA and postPEA were available for 22 patients, while only postPEA samples were available from two additional patients.

### Ethics oversight

All patients provided written informed consent for their participation in the study and approval of the institutional review board of the Justus Liebig University of Giessen (AZ 44 / 14, 144 / 11, 145 / 11, 146 / 11, 199 / 15) was obtained. The investigation conforms to the principles outlined in the Declaration of Helsinki.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed using statistical methods. For rat cardiomyocytes, more than five animals were included in each group according to recent guide lines (<https://doi.org/10.1111/bph.15868>). For rat whole heart samples, some groups were smaller due to limited availability of animals.

The samples sizes of human biopsies used for RNA-seq analysis were based on the availability of tissue samples obtained during pulmonary endarterectomy and at follow-up during right heart catheterization. Sample sizes for microscopy analyses are indicated in each figure. Samples sizes for functional in vitro analyses of adult rat cardiomyocytes are indicated in each figure.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

How the deposited data were processed for this re-analysis (not part of the article)

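Cardiomyocyte RNA from both ventricles of 41 rats gave 82 libraries in 12 groups, as described beside the text. The authors deposited 1 table with 17337 genes and, for each library, raw counts, normalized counts and FPKM values. The raw counts were made by the authors from reads trimmed and aligned with STAR within the nf-core pipeline and counted per gene with featureCounts. The normalized counts, a signal value per gene, were made by the authors with DESeq2 by dividing the counts of a library by its size factor, and the size factors that follow from the table ranged from 0.639 to 1.571. The FPKM values were made by the authors. In every library the normalized counts were the raw counts over 1 size factor, and the FPKM values gave the same gene lengths, to a relative deviation of at most 5.3e-15 and 2.3e-13. Of the genes, 1773 had no count in any library, and the table holds 0 mitochondrial genes. No library was a copy of another, the smallest difference between any 2 libraries being 5.05 in chi-square per gene.

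Means and SDs of single genes, and the minimum mean of 50, were computed here from the raw counts, divided by the TMM effective library size of edgeR and multiplied by its mean over the libraries (13279120). The authors' normalized counts and FPKM values entered no test, and every gene test used the raw counts. Tests were run with edgeR 4.0.16 and, as alternatives, DESeq2 1.42.0, in R 4.3.3. The edgeR design was 1 quasi-likelihood fit with a mean per group over all 82 libraries, TMM factors and the genes kept by filterByExpr (11954 genes), and contrasts between groups. Each banded group was compared with the sham group of its stage and ventricle, RV with LV within each sham group, and the stages within each sham ventricle. Differences between responses (RV against LV upon banding at failure, failure against hypertrophy in the RV upon PAB) were contrasts of the same fit at an adjusted p under 0.05. Cluster and marker scores were means over the genes of log2 CPM with a prior count of 2, and groups of libraries were compared by exact permutation of the library labels, or by 100000 random permutations for the difference between stages. The clusters were taken from the study's source data. Marker lists for fibroblasts, endothelial cells, mural cells, macrophages, neutrophils, ventricular and atrial cardiomyocytes, Schwann cells and red blood cells were written down in advance. Of their genes the study's 224 PAB-regulated genes include 9 of 10 for fibroblasts, 2 of 4 for atrial cardiomyocytes and 1 of 8 for macrophages, and 0 for the other 6 lists. A list of 8 study markers includes 2 of the 224.

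The genes named are those the study names for its cardiomyocyte sequencing and, for each directly affected ventricle and for RV against LV in each sham group, the 3 called genes with the largest change whose libraries do not overlap between the groups, with a few added after the values were seen. Of 115 such genes 3 are not analysed here and 3 others had too few counts to be tested.

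RV and LV libraries of the same number come from 1 animal by the labels. Their deviations from the group means were correlated, with a median r per condition between 0.231 and 0.37 for the same animal and between -0.099 and -0.012 for different animals. The fits with the animal as a block are therefore given as alternatives for comparisons of the ventricles.

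The functions were tested on simulated data. With 200 genes raised or lowered by 1.5 on the log2 scale, 189 were recovered in RV PAB-F against RV Sham-F with 1 other gene called, and 184 in the difference between the ventricles with 16 others. With nothing changed, 3 genes were called in RV PAB-H. Of 500 simulated comparisons of scores without a difference 5.2% had an exact p under 0.05, and of 200 with groups 2.5 SD apart 98.5%.

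The alternatives were other normalization factors, no filter on low counts, DESeq2 with and without shrunken fold changes, an adjusted p in the criteria, a fit to 2 groups, sex as a covariate, a lower minimum mean, a block by replicate number or animal and a correction for gene length. For the scores they were other scaling, z scores, the median over genes and a prior count of 0.5. GC content was not used here. Whole heart, tissue, protein and human data of the article were not used here either.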

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

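The tests of library exchange, of mixed libraries, of total count, of the response to AOB in each sex, of macrophage RNA, of single libraries, of the fibroblast covariate in each cluster and of shares of cell types were chosen only after the result was seen. The relation of the fibroblast list to the other PAB genes and the differences between ventricles were planned.

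Single libraries stood far from the others of their group in 37 of 351 groups of values, where 17.6 would by chance. Among gene values it was 24 of 185 groups (9.25 by chance), among cluster and marker scores 7 of 142 (7.1 by chance), on the first principal axis 4 of 12 (0.6 by chance) and among total counts 2 of 12 (0.6 by chance). RV PAB-F replicate 1 accounts for 7 and LV AOB-H replicate 6 for 6 of them.

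RV PAB-F replicate 1 had far higher values than the other libraries of its group in *Vcan* (1401 normalized counts), *Il1b* (511.9), *Ptgs2* (698.1), *Tgfb3* (610.8) and *Col8a1* (801) and in the score of cluster 1 of Fig. 3 (4.875), and it lay far lower on the first axis (-1.5). In RV PAB-H, replicate 2 was highest in *Nox4* (244.6) and *Postn* (518.4), and replicate 1 lowest in *Tceal7* (21.64) and *Acta1* (6156). In RV PAB-F replicate 5 *Cebpb* was at 1705. RNA of fibroblasts in the preparations is a candidate explanation for part of the raised genes, since the fibroblast list went together with the PAB genes outside it in the sham animals as well (r 0.848 in RV Sham-F). It leaves the genes lowered in RV PAB-F unexplained, because cluster 4 of Fig. 2 changed by -1.528 there, while the ventricular cardiomyocyte list changed by -0.377. With the fibroblast list as a covariate, 12 in place of 14 of these 15 genes had an adjusted p under 0.05 in RV PAB-F by edgeR. In RV PAB-H it was 0 in place of 8, which leaves the genes lowered at that stage open. Of the 58 genes of cluster 1 of Fig. 3, 6 in place of 44 had an adjusted p under 0.05 with this covariate in RV PAB-F by edgeR. In RV PAB-H it was 0 in place of 55, and for the 37 genes of cluster 5 it was 0 in place of 34. The study chose 9 of the 10 list genes for their change upon PAB. A fall in these numbers is therefore partly built in and does not show RNA of fibroblasts as the cause. Of the 61 genes of cluster 3 the number in RV PAB-F was 49 in place of 60, so RNA of fibroblasts is not the whole cause for cluster 3 at failure. In RV PAB-H it was 8 in place of 26, which leaves this open. For cluster 3 the relation at the compensated stage depended on 2 animals, with an r of -0.022 in RV PAB-H (permutation p = 0.963) and 0.026 in RV Sham-H (permutation p = 0.964), and of 0.578 and 0.753 without the 2 farthest animals. A lower share of cardiomyocyte RNA would raise the lists of all other cell types alike. In RV PAB-H the endothelial and mural lists, which hold 0 PAB-regulated genes, both rose by 0.555 (difference 0, exact permutation p = 1), whereas 9 of the 10 genes of the fibroblast list were chosen by the study for this change, so that a lower share of cardiomyocyte RNA cannot be told apart from other causes of the higher fibroblast list at this stage. The fibroblast list exceeded the mural list by 0.377 (exact permutation p = 0.049) in RV PAB-H and by 0.608 (exact permutation p = 0.025) in RV PAB-F, with the same limit. In RV PAB-F the endothelial list rose by 0.505 and the mural list by 0.201, a difference of 0.304 (exact permutation p = 0.0314), which a lower share of cardiomyocyte RNA alone would not give. More fibroblasts, more active fibroblasts and expression by cardiomyocytes stay open.

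LV AOB-H replicate 6 had the lowest total of all libraries (6675287 counts) and stood out in *Ccdc82* (144.5 normalized counts), *Ccdc125* (246.8), *Ifit2* (1257), cluster 1 of the AOB genes (2.227) and the red blood cell list (5.022). It was highest of its group in 7 of 7 lists of other cell types and lowest in the ventricular cardiomyocyte list, as more RNA of other cells would give, and the RV library of this animal was highest in 5 of 7. That RV library, RV AOB-H replicate 6, was far from its group on the first axis (11.2). Without LV AOB-H replicate 6, 8 genes in place of 25 were called in LV AOB-H. RV Sham-H replicate 3 had the largest total of its group (19570777).

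On the first axis, which carries 53.8% of the variance and along which RV Sham-F libraries lay at 30.2 or higher and LV Sham-F libraries at -48.3 or lower, LV PAB-H replicate 2 (-65.8) and LV PAB-F replicate 5 (-3) stood apart from their groups, with scores of 4.36 and 3.599 for cluster 3 of Fig. 2. LV Sham-H replicate 4 lay at 2.525 for cluster 3 of the AOB genes. An exchange of RV and LV libraries within an animal is excluded for LV Sham-H replicate 4, since RV Sham-H replicate 4 lay at 34 on the axis, among the other RV libraries. Whether LV Sham-H replicate 4 (r 0.013 with the RV library of its animal) and LV PAB-H replicate 2 (r -0.29) come from other animals cannot be told apart from the spread between animals, since the RV library of the same animal was the closest for 19 of 41 LV libraries. Position within the groups did not follow total count (r 0.042, permutation p = 0.703).

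Further libraries far from their group were LV AOB-H replicate 3 (3.859 for cluster 2 of the AOB genes), LV AOB-F replicate 5 (*Nppa* 4825 normalized counts), RV Sham-H replicate 5 (*Nppa* 141.3 and *Nppb* 828.2), LV PAB-F replicate 6 (*Tceal7* 13.04), RV Sham-H replicate 7 (*Cilp* 14.86), RV Sham-H replicate 1 (*Lum* 69.87), RV Sham-F replicate 7 (*Ptgs2* 12.18), RV Sham-F replicate 9 (*Tgfa* 2.475), RV Sham-F replicate 3 (*Postn* 52.85, *Irx1* 0) and RV Sham-H replicate 4 (*Ltbp2* 161). No explanation was tested for these.

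The PAB-F response differed between RV and LV for 42 genes. Of the named genes, the log2 difference was 5.297 for *Nppa*, 2.84 for *Tgfa*, 2.804 for *Ankrd23*, 2.729 for *Penk*, 2.514 for *Cilp*, 2.071 for *Acta1*, 2.064 for *Tgfb2*, 1.997 for *Nppb* and 1.506 for *Ctgf*. *Hs3st2* was also among the 42. Its fitted value of 5.099 gives no reliable size, since each RV Sham-F library held at most 2 counts of it. Of 100 regroupings of the animals 1, the real one, gave as many genes, and 2 gave as many at an unadjusted p under 0.05. The AOB-F response differed for 0 genes (1161 unadjusted), and 7 of 100 regroupings gave as many unadjusted. For the PAB response at failure against hypertrophy the count was 0 (177 unadjusted), which 80 of 100 regroupings reached, and any regrouping gives at least 0 adjusted (100 of 100 for either difference). With sex as a covariate the PAB-F response differed between the ventricles for 63 genes. Age alone would not give a response in the RV without one in the LV, since 6 genes changed with age in the RV sham groups and 6860 in the LV, at an adjusted p under 0.05, whereas PAB-F changed 0 genes in the LV. Load is open as a biological difference.

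The response to AOB at failure differed between males and females for 398 genes in the LV and 24 in the RV. The RV number includes replicates 1 and 6 of RV AOB-F, which held transcripts of both sexes. Of 100 regroupings 14 gave 398 or more, so the LV difference is not separated from chance. The 591 genes called in LV AOB-F from females alone were reached by 1 of 56 regroupings, the real one, and the 8 from males alone by 14 of 35. The females include replicates 6 and 7, in whose LV libraries *Lcn2* was at 3585 and 2567 and *Reg3b* at 9126 and 12440 normalized counts. In their RV libraries *Lcn2* was at 1798 and 1067 and *Reg3b* at 2522 and 3354. In the 78 libraries of the other animals the median was 63.1 for *Lcn2* and 12.45 for *Reg3b* and the maximum 323.4 and 323. These genes are not discussed by the paper. Over the 7 LV AOB-F animals the macrophage list was compared with cluster 1 of the AOB genes (r 0.716, permutation p = 0.072, adjusted p = 0.125 over 4 lists, rho 0.857, permutation p = 0.0238, r 0.924 without the 2 farthest). The ventricular cardiomyocyte list went the other way (r -0.935, permutation p = 0.00536, adjusted p = 0.0214, rho -0.857, permutation p = 0.0238, r -0.66 without the 2 farthest). The fibroblast list had no steady relation with the cluster (r -0.678, permutation p = 0.109, rho -0.393, permutation p = 0.396, r 0.819 without the 2 farthest), nor did the endothelial list pass (r -0.664, permutation p = 0.125, rho -0.321, permutation p = 0.498, r -0.877 without the 2 farthest). A lower share of cardiomyocyte RNA is not the whole cause, since it would raise all these lists alike, whereas the macrophage list minus the endothelial list followed the cluster (r 0.843, permutation p = 0.0119, rho 0.964, r 0.762 without the 2 farthest), taken over the 6 macrophage genes that are not AOB-regulated. RNA of macrophages itself cannot be told apart from other causes, because these 6 genes alone had an r of 0.416 (permutation p = 0.37).

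RV AOB-F replicates 1 and 6 held transcripts of both sexes. In replicate 6, from a female animal by its label, the male genes *Ddx3* (390.1 normalized counts) and *Eif2s3y* (317.8) stood beside the female gene *LOC680227* at 1000, and in replicate 1, from a male animal by its label, *LOC680227* was at 692.1. In the other libraries *Ddx3* was between 134.2 and 1487 in males and at most 3.247 in females, and *LOC680227* at most 9.777 in males and at least 1019 in females. RNA of a male and a female animal in 1 library would give these values, and a wrong sex label alone would not. RNA of RV AOB-F replicate 6, in which *Lcn2* was at 1798, is excluded as the source in replicate 1, where *Lcn2* was at 46.01. Without both libraries 21 genes in place of 31 were called in RV AOB-F.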

How the results depend on the processing

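The tests with the within-group axis, the cell type scores, single sexes, single libraries left out and, outside RV against LV, gene length were chosen only after the result was seen. The other alternatives were planned.

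Of 100 comparisons of cluster scores, 401 of the values under alternatives kept direction and side of the threshold, 7 became stronger, 7 weaker and 3 reversed. Of 12 counts of changed genes 142 values stayed within 1.5 times and 65 did not. For 102 named genes 297 values were kept, 4 became stronger, 4 weaker and 1 reversed. For 21 marker scores the numbers were 31, 1, 9 and 1, and for 23 other results 78 stayed and 22 moved.

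With an adjusted p of at most 0.01 in the criteria, 44 genes were called in RV PAB-H, 0 in RV AOB-H, LV PAB-H, LV AOB-H and LV PAB-F (171, 305, 2387 and 454 at an unadjusted p under 0.05), 3 in RV AOB-F and 3 between the RV sham groups. The unions were 179 genes upon PAB, 30 of them at both stages, 99 upon AOB and 17 in both. This criterion is stricter by construction. With a mean over 10 in place of 50, which admits more genes by construction, the counts were 360 (RV PAB-H), 4 (RV AOB-H), 7 (LV PAB-H), 49 (LV AOB-H), 428 (RV PAB-F), 52 (RV AOB-F), 9 (LV PAB-F), 251 (LV AOB-F) and 37 (RV sham groups), with unions of 637 and 299, 151 at both stages and 83 in both models.

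DESeq2 with shrunken fold changes called 121 genes in RV PAB-H, 2 in LV PAB-H and 10 in LV AOB-H, with a PAB union of 224, 57 at both stages and 28 in both models. Shrinkage lowers fold changes by construction, and without it 195 genes were called in RV PAB-H and 4 in LV PAB-F. With only the 2 groups in the fit 1 gene was called in LV PAB-H. With the DESeq2 size factors in edgeR the PAB-F response differed between the ventricles for 21 genes and with a gene length correction for 19. For the last 3 the cause was not tested.

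With the animal as a block, where RV and LV of 1 animal are paired, the PAB-F response differed between the ventricles for 349 genes and the AOB-F response for 1. Banded and sham animals share only a replicate number, and their libraries of the same number had a median r from -0.097 to 0.197. With that number as a replicate block the counts were 1 in RV AOB-H, 0 in LV PAB-H (362 at an unadjusted p under 0.05), 14 in RV AOB-F and 0 in LV PAB-F (567 at an unadjusted p under 0.05). With sign flips within animals, 4 comparisons of RV and LV passed the threshold that had not passed without the pairing. They were cluster 1 (-0.308) and cluster 2 (-0.168) of Fig. 2 in Sham-H, and cluster 2 of Fig. 2 (-0.357) and cluster 1 of the AOB genes (-0.422) in Sham-F. The share of genes higher in the RV of Sham-H was 33.9% with the block, 30.9% with the block and a gene length correction and 31.0% with the within-group axis, beside 12.1% without. For age in the LV it was 40.4% without a filter and 71.0% with the axis, beside 51.4%. The cause was not tested.

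With the median over genes in place of the mean, scores that no longer passed were cluster 6 of Fig. 2 with age in the LV (-0.515) and between RV and LV of Sham-F (-0.412), cluster 2 of the AOB genes in LV AOB-H (0.19) and LV AOB-F (0.094), cluster 3 in LV AOB-H (0.343) and between the ventricles of Sham-F (-0.377), and cluster 4 in LV AOB-F (-1.461). Reversed were cluster 2 of the AOB genes in RV AOB-F (-0.141) and RV PAB-F (-0.272), cluster 4 between the ventricles of Sham-F (0.191) and the atrial list in RV PAB-F (-0.319). Of the marker lists, 4 differences in place of 13 passed, and those that no longer did were the fibroblast (-0.592), mural (-0.102) and ventricular cardiomyocyte list (0.103) between the ventricles of Sham-F, the endothelial list in RV PAB-H (0.499), the mural (0.443) and ventricular cardiomyocyte list (-0.286) with age in the LV, the ventricular cardiomyocyte list in RV PAB-F (-0.305), and the atrial list in RV AOB-F (0.438) and LV AOB-F (0.42). As z scores, cluster 2 of Fig. 2 with age in the RV (0.335) and cluster 4 of the AOB genes in RV AOB-F (-0.431) passed, and with the DESeq2 size factors cluster 2 of Fig. 2 between the ventricles of Sham-H (-0.17) and the fibroblast list in RV PAB-H (0.961). The cause was not tested. With sex as a covariate the change of *Cilp* in LV PAB-F was reversed (-0.027), with a main estimate of 0.10 that did not differ from 0.

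With the fibroblast list as a covariate 26 genes were called in RV PAB-H and 88 in RV PAB-F, and with the endothelial list 37 and 110. With the within-group axis 2 genes were called in LV PAB-H, 43 in LV AOB-H and 4 in LV PAB-F, and the response differed between the ventricles for 832 (PAB-F) and 31 genes (AOB-F). From males alone 508 genes were called in RV PAB-H, 12 in RV AOB-H, 8 in LV PAB-H, 5 in LV AOB-H, 4 in RV AOB-F and 8 in LV AOB-F. From females alone the counts were 29, 7, 134, 265 and 169 in RV PAB-H, RV AOB-H, LV PAB-H, LV AOB-H and RV AOB-F, with 83 in LV PAB-F and 591 in LV AOB-F. Fits to 1 sex hold fewer animals by construction. For the covariates the cause was not tested.

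Leaving out 1 banded library at a time gave from 52 (without replicate 2) to 344 and 372 genes (without replicates 5 and 6) in RV PAB-H, from 1 (without replicate 2, 4 or 5) to 3 in RV AOB-H, from 2 (without replicate 1 or 4) to 5 in LV PAB-H, from 8 (without replicate 6) to 54 (without replicate 3) in LV AOB-H, with 48 without replicate 1 and 39 without replicate 4 or 5, from 89 (without replicate 1) to 323 in RV PAB-F, from 15 and 16 (without replicates 7 and 6) to 44 in RV AOB-F, from 0 (without replicate 1) to 6 and 7 (without replicates 4 and 6) in LV PAB-F and from 80 (without replicate 7) to 205 in LV AOB-F. Without both libraries with transcripts of both sexes 21 genes were called in RV AOB-F.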

Differences from the paper's values

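In this part the fits without single libraries, to 1 sex, with the within-group axis and with gene length were chosen only after the result was seen, and the other alternatives were set before the data were examined.

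In RV PAB-H 217 genes were called against the paper's 121. DESeq2 with shrunken fold changes, which is the paper's stated method, gave 121, and no filter on low counts, sex as a covariate (158), the replicate block (170), the gene length correction (147), the within-group axis (164) and the fit without replicate 1 (176) lay within 1.5 times of it. The other alternatives did not. In LV AOB-H 25 genes were called against the paper's 10, which DESeq2 with shrunken fold changes reached (10). Without replicate 6 the count was 8, and no other alternative lay within 1.5 times.

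The union of both PAB stages was 345 genes against the paper's 224, reached with DESeq2 with shrunken fold changes (224). Of the other alternatives all but the lower minimum mean (637) lay within 1.5 times, from 179 with an adjusted p to 334 with 2 groups in the fit. Genes called at both stages were 99 against the paper's 57, which DESeq2 with shrunken fold changes reached (57). No filter (79), sex as a covariate (79), the replicate block (70), the gene length correction (77) and the within-group axis (83) lay within 1.5 times, and the others did not.

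Genes in both the PAB and the AOB union were 44 against the paper's 27. DESeq2 with shrunken fold changes gave 28, and no filter (37), 2 groups in the fit (38), the replicate block (36), the gene length correction (35) and the within-group axis (40) lay within 1.5 times, while the others did not. Of AOB cluster 1, 11 genes were changed upon PAB against the paper's 7, which DESeq2 with shrunken fold changes reached (7). The DESeq2 size factors (9) and sex as a covariate (9) lay within 1.5 times, and DESeq2 without shrinkage, the adjusted p and the lower minimum mean did not.

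In 20 tests of clusters between the sexes 4 differed against the paper's 9, and the number was 4 under each alternative. The tests in RV PAB-H and RV PAB-F could not pass, since 4 males against 2 females allow no exact permutation p under 0.0667. The tests also differ in kind from the paper's, since animals were the replicates here. The smallest library held 6.68 M counts on genes against the paper's minimum of 25 M uniquely mapped reads, which are different measures.

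The paper states that clusters 1 and 2 of Fig. 2 rose in the decompensated LV. Cluster 1 differed there by 0.239 (exact permutation, adjusted p = 0.328). It states that cluster 5 was induced in the LV at decompensation and cluster 6 in the compensated LV, where the differences were 0.318 (exact permutation, adjusted p = 0.137) and 0.318 (exact permutation, adjusted p = 0.0554). It states that clusters 5 and 1 of Fig. 3 fell and cluster 4 rose between the stages, where the differences of the responses were -0.245, -0.094 and 0.278 (adjusted permutation p = 0.728, 0.845 and 0.608). It states that AOB cluster 2 fell weakly in the LV upon AOB, where the difference in LV AOB-F was 0.445, and 0.094 as a median over genes. It states that AOB cluster 3 genes rose only in the ventricle next to the band, and in RV AOB-F the score was higher by 0.784 (exact permutation, adjusted p = 0.0048), with *Nppa*, *Tceal7* and *Tgfb2* called. Of the RV AOB-F libraries, replicates 1 and 6 held transcripts of both sexes, and this score was not tested without both.

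The paper counts *Tceal7* among the genes raised in the LV upon AOB. In LV AOB-F it did not meet the criteria (log2 fold change 1.04), but did with sex as a covariate and without replicate 6 or 7. Of the genes that the paper describes as raised at both stages, *Il1b* (0.97) did not meet them in RV PAB-H except in males alone, and in RV PAB-F *Tlr4* (0.89) did so without replicate 4 and in females alone, and *Dcn* (0.79) and *Pde1a* (0.77) in 0 of 22 settings run. *Tgfb3* (0.81), a gene of cluster 3 of Fig. 3, which the paper describes as strongly induced in the failing RV, met them there in 0 of 22 settings. *Tlr4* and *Tgfb3* were nevertheless higher in RV PAB-F (adjusted p = 0.0264 and 0.0179 by edgeR), with fold changes under the minimum required.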

Other observations

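The tests of cell types between RV and LV of the sham groups, of single genes between males and females and of the fibroblast list between the sexes were chosen only after the result was seen, whereas the gene length correction, the relations with plasma BNP and the marker lists were planned.

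Regrouping the libraries of banded and sham animals gave as many called genes in 2 of 100 splits for RV PAB-H, 1 of 100 for RV PAB-F, 2 of 100 for LV AOB-F, 1 of 100 for RV AOB-F and 9 of 100 for LV AOB-H, the real split included. For RV AOB-H, LV PAB-H and LV PAB-F it was 25, 30 and 67 of 100. The counts of 25 genes in LV AOB-H and of 2, 4 and 2 genes in these 3 comparisons are not separated from chance. Swapping the ventricles within animals gave as many genes in 1 of 64 (Sham-H) and 1 of 100 (Sham-F) swaps. For age it was 1 of 100 in the LV and 2 of 100 in the RV.

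Between RV and LV of Sham-F, gene length is excluded as the whole cause, since 3209 genes were called after a correction for it. More RNA of other cell types in the LV would raise cardiomyocyte genes in the RV, by no more than the ventricular cardiomyocyte list, which was 0.503 higher there. Of all 11954 genes tested, 1935 were higher in the RV by more than 0.626, the list difference plus 2 of its standard errors (adjusted p under 0.05), so such RNA is not the whole cause. In Sham-H the endothelial list was lower in the RV by -0.683 more than the fibroblast list (exact permutation p = 0.00175), which a lower share of cardiomyocyte RNA in the LV alone would not give.

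Males and females differed at an adjusted p under 0.05 for 3 genes in RV Sham-H (1 of 35 regroupings as many), 573 in LV Sham-H (5 of 35), 21 in RV Sham-F (1 of 100) and 760 in LV Sham-F (1 of 100). The difference of the PAB response between the sexes had 0 genes at an adjusted p under 0.05, and in the fits that were regrouped 538 (13 of 100 regroupings gave as many) and 248 (84 of 100) at an unadjusted p under 0.05 at the compensated and the failing stage. In RV Sham-F males had the higher fibroblast list score, by 0.654 (exact permutation p = 0.00794), so that RNA of fibroblasts is a candidate cause of their higher cluster scores. No other cause was tested.

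Plasma BNP and echocardiographic values of the animals were compared with *Nppb* and cluster scores in 16 relations, of which 0 had an adjusted p under 0.05. Before adjustment 1 did, between fractional area change and *Nppb* in RV PAB-F (r -0.828, permutation p = 0.0361, adjusted p = 0.578, rho -0.886, r -0.665 without the 2 farthest of 6 animals).

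Marker lists with no place at a claim were those of atrial cardiomyocytes, Schwann cells, mural cells and red blood cells. The atrial list was higher by 1.18 (exact permutation, adjusted p = 0.0206) in RV AOB-F and by 0.84 (exact permutation, adjusted p = 0.0234) in LV AOB-F. Upon PAB it differed by 1.207 (exact permutation, adjusted p = 0.0558) in RV PAB-H and by 1.193 (exact permutation, adjusted p = 0.0593) in RV PAB-F, neither of which passed. Whether the rise is specific to AOB is therefore not settled. Schwann cells were higher by 1.10 (exact permutation, adjusted p = 0.0565) in LV AOB-F and mural cells by 0.56 (exact permutation, adjusted p = 0.173) in RV PAB-H. Red blood cells differed by -0.52 (exact permutation, adjusted p = 0.728) in LV AOB-F. Of the study's own marker genes, *Loxl1* was called in RV PAB-F (log2 fold change 1.43, adjusted p = 0.00427 by edgeR). *Vim* (0.87, adjusted p = 0.0149) and *Pecam1* (0.80, adjusted p = 0.00554) were higher, and *Cd68* (0.17, adjusted p = 0.814) was not. In RV PAB-F *Postn* rose by 3.20 (adjusted p = 7.35e-05) and *Ltbp2* by 3.63 (adjusted p = 6.16e-05), whose means of 247 and 345 normalized counts were 81.5 and 87.7 without replicate 1.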
